# Multi‐omic profiling reveals an RNA processing rheostat that predisposes to prostate cancer

**DOI:** 10.15252/emmm.202317463

**Published:** 2023-04-24

**Authors:** Maike Stentenbach, Judith A Ermer, Danielle L Rudler, Kara L Perks, Samuel A Raven, Richard G Lee, Tim McCubbin, Esteban Marcellin, Stefan J Siira, Oliver Rackham, Aleksandra Filipovska

**Keywords:** gene expression, mitochondria, prostate cancer susceptibility, RNA processing, Cancer, Chromatin, Transcription & Genomics, Proteomics

## Abstract

Prostate cancer is the most commonly diagnosed malignancy and the third leading cause of cancer deaths. GWAS have identified variants associated with prostate cancer susceptibility; however, mechanistic and functional validation of these mutations is lacking. We used CRISPR‐Cas9 genome editing to introduce a missense variant identified in the *ELAC2* gene, which encodes a dually localised nuclear and mitochondrial RNA processing enzyme, into the mouse *Elac2* gene as well as to generate a prostate‐specific knockout of *Elac2*. These mutations caused enlargement and inflammation of the prostate and nodule formation. The *Elac2* variant or knockout mice on the background of the transgenic adenocarcinoma of the mouse prostate (TRAMP) model show that *Elac2* mutation with a secondary genetic insult exacerbated the onset and progression of prostate cancer. Multiomic profiling revealed defects in energy metabolism that activated proinflammatory and tumorigenic pathways as a consequence of impaired noncoding RNA processing and reduced protein synthesis. Our physiologically relevant models show that the *ELAC2* variant is a predisposing factor for prostate cancer and identify changes that underlie the pathogenesis of this cancer.

**The paper explained**

**Problem**

The mechanisms that contribute to the occurrence, aetiology and progression of prostate cancer are poorly understood. Despite evidence for a high genetic contribution to prostate cancer, there has not been significant progress in understanding genes involved in this disease. The *ELAC2* gene (hereditary prostate cancer 2 locus, *HPC2*) was the first identified candidate for predisposition to prostate cancer and over 60 studies have linked mutations in *ELAC2* to prostate cancer; however, mechanistic and functional validation of these mutations is lacking.

**Results**

We show that an *ELAC2* variant or loss of *Elac2* is a predisposing factor for prostate cancer and provide detailed molecular changes by which reduced ELAC2 function causes tumorigenesis. Multiomic profiling of our prostate cancer models revealed defects in RNA and energy metabolism that activate proinflammatory and tumorigenic pathways as a consequence of impaired processing of mitochondrial and nuclear‐encoded noncoding RNAs, altered levels of specific pro‐tumorigenic miRNA and reduced protein synthesis. Immunoprecipitation followed by proteomic analyses enabled us to identify a new association between ELAC2 with the splicing factor proline‐ and glutamine‐rich (SFPQ) and non‐POU domain containing octamer binding (NONO) proteins that have previously been shown to sequester mRNAs encoding mitochondrial proteins within the nuclear paraspeckles they form. The human *ELAC2* variant reduces this interaction and contributes to transcriptional activation of tumorigenic pathways that predispose to prostate cancer.

**Impact**

Our findings validate the use of ELAC2 as a clinically relevant biomarker for prostate cancer that in conjunction with current tests may provide more reliable early detection of prostate cancer. Furthermore, we provide new and physiologically relevant preclinical models of prostate inflammation that show defects in immunometabolism in addition to two new models of prostate cancer, which show consistent temporal and developmental prostate tumorigenesis and can be used to screen for new drugs to treat prostate cancer.

## Introduction

Prostate cancer is the most commonly diagnosed malignancy, the second most frequent cancer worldwide and the third leading cause of cancer death (Bray *et al*, 2018). However, the mechanisms that contribute to the occurrence, aetiology and progression of prostate cancer are poorly understood. Multiple genetic and environmental factors have been suggested to have an important role in the onset and progression of prostate cancer (Schaid, 2004), including advanced age, ethnicity, specific gene mutations and family history as well as diet, obesity, pre‐existing illnesses, chemicals or ionising radiation (Bostwick *et al*, 2004; Kolonel *et al*, 2004). Genetic analyses suggest that approximately 20% of prostate cancer cases are familial forms (with at least two first‐degree relatives affected), while only 5% of the disease incidence is caused by hereditary transmission (Carter *et al*, 1992; Cancel‐Tassin & Cussenot, 2005). Numerous genetic and genome‐wide association studies (GWAS) in the last decade have implicated specific genes in the development of sporadic and hereditary prostate cancer (Carpten *et al*, 2002; Rökman *et al*, 2002; Agalliu *et al*, 2010). The hereditary prostate cancer 1 gene (*HPC1*)/Ribonuclease L (*RNASEL*; Carpten *et al*, 2002; Rökman *et al*, 2002; Agalliu *et al*, 2010; 1q24–25) and HPC2 or ElaC Homolog Protein 2 (*ELAC2*; 17p12; Rebbeck *et al*, 2000; Tavtigian *et al*, 2001; Adler *et al*, 2003) are the most relevant candidate genes for prostate cancer predisposition (Alvarez‐Cubero *et al*, 2015).

*ELAC2* was the first identified prostate cancer susceptibility gene (Tavtigian *et al*, 2001) and encodes an RNase Z enzyme, which belongs to the metallo‐β‐lactamase superfamily of proteins found to process the 3′ ends of tRNAs (Takaku *et al*, 2003; Brzezniak *et al*, 2011; Lopez Sanchez *et al*, 2011). *ELAC2* encodes both nuclear and mitochondrial targeted RNase Z enzymes produced by alternative translational initiation (Rossmanith, 2011), and its loss causes embryonic lethality (Siira *et al*, 2018). The role of ELAC2 in processing nuclear and mitochondrial tRNAs at their 3′ ends is nonredundant, as its heart and skeletal muscle‐specific loss in mice causes profound cardiomyopathy and premature death at 3 weeks of age (Siira *et al*, 2018). In the nucleus, ELAC2 cleaves the 3′ trailers of tRNAs (Siira *et al*, 2018), following transcription by RNA polymerase III (Dieci *et al*, 2007) and the nuclear RNase P complex cleaves the 5′ leader sequences. In mitochondria, ELAC2 cleaves the 3′ tRNA ends to release mRNAs and rRNAs from the genome‐length polycistronic transcripts generated by the mitochondrial RNA polymerase (POLRMT) and hierarchically follows 5′ tRNA cleavage by the mitochondrial RNase P complex (Rackham *et al*, 2016; Siira *et al*, 2018; Bhatta *et al*, 2021). Nuclear tRNA processing is essential for the maturation of tRNAs and cytoplasmic protein synthesis, while mitochondrial tRNA processing is crucial for the release of all mitochondrial RNAs from polycistronic precursors and maturation of tRNAs required for translation of mitochondrial DNA‐encoded proteins, the biogenesis of the oxidative phosphorylating (OXPHOS) system and the rate of energy conversion (Siira *et al*, 2018).

Impaired nuclear or mitochondrial 3′ tRNA processing leads to loss of tRNAs or specific regulatory noncoding RNAs that causes an imbalance in RNA metabolism and protein synthesis, consequently resulting in severe pathologies, including cancer (Petros *et al*, 2005; Taft *et al*, 2010; Suzuki *et al*, 2011; Alvarez‐Cubero *et al*, 2015; Rackham *et al*, 2016). Mutations in ELAC2 cause severe cardiomyopathies and premature death in infancy as a consequence of disrupted mitochondrial tRNA cleavage that leads to reduced OXPHOS function (Haack *et al*, 2013). Many mutations have been identified in ELAC2 related to prostate cancer, some suspected to cause loss of function, but the main mutations are missense changes (Severi *et al*, 2003; Takaku *et al*, 2003). However, *in vivo* functional validation of these variants in prostate cancer development has been lacking. Furthermore, whether mitochondrial, nuclear or combined defects can have a role in predisposition to prostate cancer is not clear. Different studies have shown conflicting results about the association of *ELAC2* variants and prostate cancer risk, suggested to be due to differences in ethnicity of individuals as well as environmental and lifestyle factors (Camp & Tavtigian, 2002; Studeny *et al*, 2002; Severi *et al*, 2003; Xu *et al*, 2010; Djomkam *et al*, 2020).

To functionally investigate the contribution of *ELAC2* mutations to the risk of prostate cancer, we developed four *in vivo* mouse models and investigated their molecular and physiological characteristics. We used CRISPR‐Cas9 genome editing to introduce the Ala541Thr variant in the conserved mouse *Elac2* gene, used homologous recombination to generate a prostate‐specific deletion of *Elac2* and bred these lines onto the transgenic adenocarcinoma of mouse prostate (TRAMP) model that carries the simian virus 40 (SV40) T antigens under control of the probasin (*Pb*) promoter (Greenberg *et al*, 1994; Gingrich *et al*, 1999). We analysed the nuclear and mitochondrial transcriptomes and proteomes, miRNAs and small RNAs to show that reduced ELAC2 levels and activity predispose to prostate cancer by impairing the function of noncoding RNAs such as tRNAs, lncRNAs and miRNAs, which in turn alter immunometabolism. Our work provides functional evidence for the role of a variant in the human population that predisposes to prostate cancer and charts the molecular defects that lead to prostate tumorigenesis.

## Results

### *Elac2* mutations lead to inflammation and predispose to prostate hyperplasia

The most common missense mutations in *ELAC2* associated with prostate cancer predisposition are Ser217Leu and Ala541Thr substitutions. The Ser217Leu variant is located in the hydrophilic segment of the protein, resulting in a substitution of the hydrophobic leucine residue and possibly leads to an alteration of the protein structure (Tavtigian *et al*, 2001). In contrast, the *ELAC2* Ala541Thr variant is in a region that is highly conserved across eukaryotic species (Fig 1A) and may impair protein function by interacting with adjacent histidine motifs (Tavtigian *et al*, 2001; Korver *et al*, 2003). Approximately 6% of the Caucasian population possess the Ala541Thr variant (Vesprini *et al*, 2001), and genetic and genome‐wide association studies (GWAS) have predicted that this variant can increase the risk of prostate cancer (Tavtigian *et al*, 2001); however, functional and physiological validation for the effects of *ELAC2* variants on prostate cancer and enzyme function is lacking.

**Figure 1:**
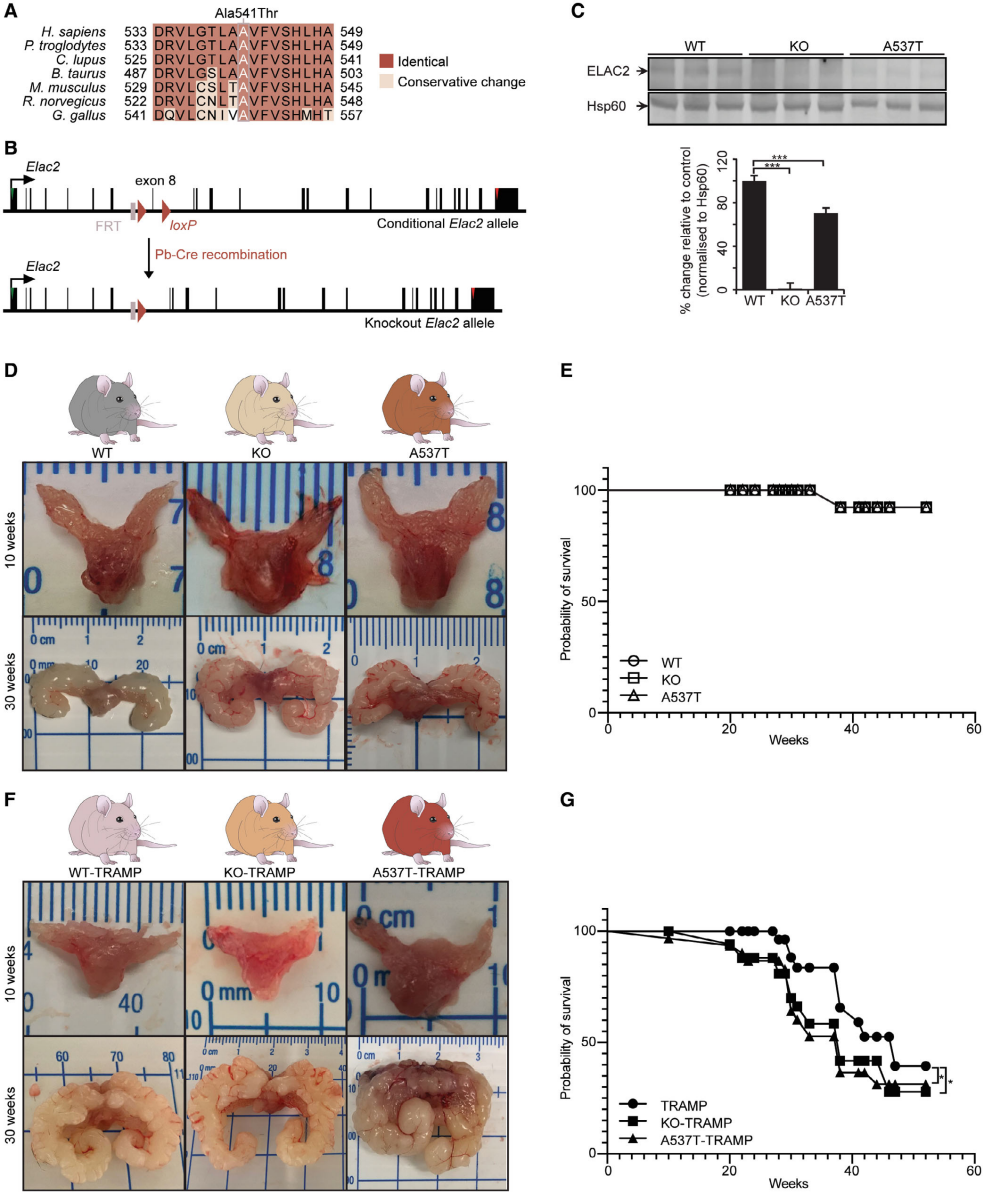
*ELAC2* mutations cause prostate enlargement and inflammation and that leads to prostate cancer on the TRAMP background Conservation of the ELAC2 protein sequence surrounding the A537T variant (white) is highlighted with residues identical to those in human sequence boxed in red.Schematic showing the homologous recombination at the *ELAC2* locus to generate prostate‐specific conditional knockout mice. LoxP sites were introduced to allow the deletion of exon 8 by *Pb*‐Cre recombinase.Immunoblot of WT, KO and A537T prostates probed with specific antibodies to detect ELAC2 and normalise its levels to Hsp60 that was used as a loading control (*n* = 3). ***P = 1.09909E‐07 for KO and ***P = 3.55091E‐05 for A537T, Student's two‐way *t*‐test, values are means ± SD of biological replicates.
*ELAC2* WT, KO and A537T prostates from 10‐ and 30‐week‐old mice. Bladder and seminal vesicles were removed in the 10‐week‐old mice. Images show the typical differences between WT, KO and A537T prostates of at least 10 different mice per genotype.Survival data for *ELAC2* WT (*n* = 28), KO (*n* = 28) and A537T (*n* = 28) mice.ELAC2 WT‐TRAMP, KO‐TRAMP and A537T‐TRAMP prostates from 10‐ to 30‐week‐old mice. Bladder and seminal vesicles were removed in 10‐week‐old mice. Images show the typical differences between WT, KO and A537T prostates of at least 10 different mice per genotype.Survival data for *ELAC2* WT‐TRAMP (*n* = 37), KO‐TRAMP (*n* = 37) and A537T‐TRAMP (*n* = 37) mice (biological replicates). Gehan–Breslow–Wilcoxon test showed significant difference (*P = 0.045) between the WT‐TRAMP and KO‐TRAMP or A537T‐TRAMP survival curves. Source data are available online for this figure.

To examine the role of *Elac2* mutations in prostate function and tumorigenesis, we knocked out the *ELAC2* gene in the prostate only using a prostate‐specific Cre recombination to excise exon 8. In addition, we used CRISPR‐Cas9 technology to introduce the threonine variant into the *ELAC2* gene at amino acid position 537 (equivalent to the human Ala541Thr variant) in the mouse genome (Fig 1B). 

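Mouse Elac2 (ENSMUSG00000020549.14) lies on the forward strand of chromosome 11 of GRCm38, from 64979038 to 65002069. Its transcript ENSMUST00000071891.11 has 25 exons and encodes 831 residues. Exon 8 of this transcript runs from 64985563 to 64985621 and holds 59 coding bases, which leaves 2 bases over after whole codons.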

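In the reference genome, codon 537 of Elac2 lies in exon 17, from 64997968 to 64997970 on chromosome 11 of GRCm38, and codes for alanine.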

We bred these mice to produce either homozygous prostate‐specific *Elac2* knockout mice (referred to as KO) or full‐body homozygous Ala537Thr variant mice (referred to as A537T), along with their respective homozygous control mice (referred to as WT), and their genotypes were confirmed by Sanger sequencing (Appendix Fig S1A and B). Prostate‐specific deletion of *Elac2* resulted in loss of ELAC2 in the KO mouse prostates, and the Ala537Thr variant reduced the stability of ELAC2 in the A537T mouse prostates (Fig 1C). We examined the prostates of these mice at 10 and 30 weeks of age and identified consistent inflammation and enlargement of the prostates with hyperplasia of the dorsal and anterior lobes in the 30‐week‐old A537T mice (Fig 1D); however, the life spans of the KO and A537T mice were comparable to WT mice (Fig 1E). Analyses of blood profiles revealed increases in white blood cells, neutrophils and lymphocytes in the KO mice compared with controls at 10 weeks of age (Appendix Fig S1C), likely as a consequence of inflammation.

To investigate whether *Elac2* mutations can predispose to prostate tumorigenesis and model a “two‐hit hypothesis” tumorigenesis scenario, we used TRAMP mice where the *Pb* promoter expresses SV40 large‐T and small‐t antigens in the prostatic epithelium (Greenberg *et al*, 1994) to initiate progressive prostatic neoplasia with hyperplasia by 10 weeks of age and adenocarcinoma from 18 to 30 weeks of age (Gingrich *et al*, 1999). We bred the A537T and KO mice with TRAMP mice to generate KO‐TRAMP and A537T‐TRAMP mice and used the WT‐TRAMP in addition to the WT mice as controls. The KO‐TRAMP and A537T‐TRAMP mice had enlarged prostates and developed consistent prostatic intraepithelial neoplasia (PIN) by 10 weeks of age compared with the WT‐TRAMP mice that had sporadic appearance of PIN (Fig 1F). PIN was found in the three strains on the TRAMP background by 30 weeks of age; however, the A537T‐TRAMP mice had the largest prostates and engorged seminal vesicles with substantial tumour formation, followed by a similar phenotype in the KO‐TRAMP compared with the WT‐TRAMP control mice (Fig 1F). However, there were no differences in the blood profiles of the different strains at different ages (Appendix Fig S1D), suggesting that blood composition is not a reliable indicator of prostate tumorigenesis. Survival data revealed that higher numbers of A537T‐TRAMP and KO‐TRAMP mice could not survive by 30 weeks of age and beyond 30 weeks a greater number of these mice die as a consequence of their tumours compared with the WT‐TRAMP mice (Fig 1G), indicating that the *Elac2* A537T variant can predispose and exacerbate prostate cancer.

We used haematoxylin and eosin (H&E) staining to profile and score the four prostatic lobes based on the Suttie *et al g*rading system (Suttie *et al*, 2003; Fig 2A and B, and Appendix Fig S2A and B). The ventral and lateral prostate lobes in 10‐week‐old KO and A537T mice were similar to the WT (Appendix Fig S2A), however, there was early onset hyperplasia in the anterior lobe of the 10‐week‐old KO and A537T mice, which displayed excessive branching into the lumen in the prostates of the KO mice and increased cell growth and cell piling in the prostates of the A537T mice (Appendix Fig S2A). The dorsal lobe in the 10‐week‐old KO mice was comparable to the WT dorsal lobe; however, this lobe was not formed properly in the A537T mice and showed stromal thickening (Appendix Fig S2A), consistent with the significantly higher grading of the dorsal lobe in the A537T mice (Appendix Fig S2B). By 30 weeks, the phenotype of the anterior and dorsal lobe worsened in both A537T and KO mice. The anterior lobe showed disarrayed nuclei, mild hyperplasia and branching into the lumen in both mutant strains compared with controls (Fig 2A). In addition, the anterior lobe in the A537T mice showed grade 2 lesions, while the KO mice displayed increased stroma thickening (Fig 2A). Similar to the 10‐week‐old prostates, we observed significant changes in the dorsal lobe of 30‐week‐old A537T mice (Fig 2B), with papillary structures protruding into the lumen, in addition to grade 2 focal lesions, cell crowding and mild hyperplasia (Fig 2A). The lateral and ventral lobes were comparable to the respective lobes in the WT mice without major changes; however, mild focal to multifocal flat lesions and inflammatory infiltration were visible (Fig 2A).

**Figure 2:**
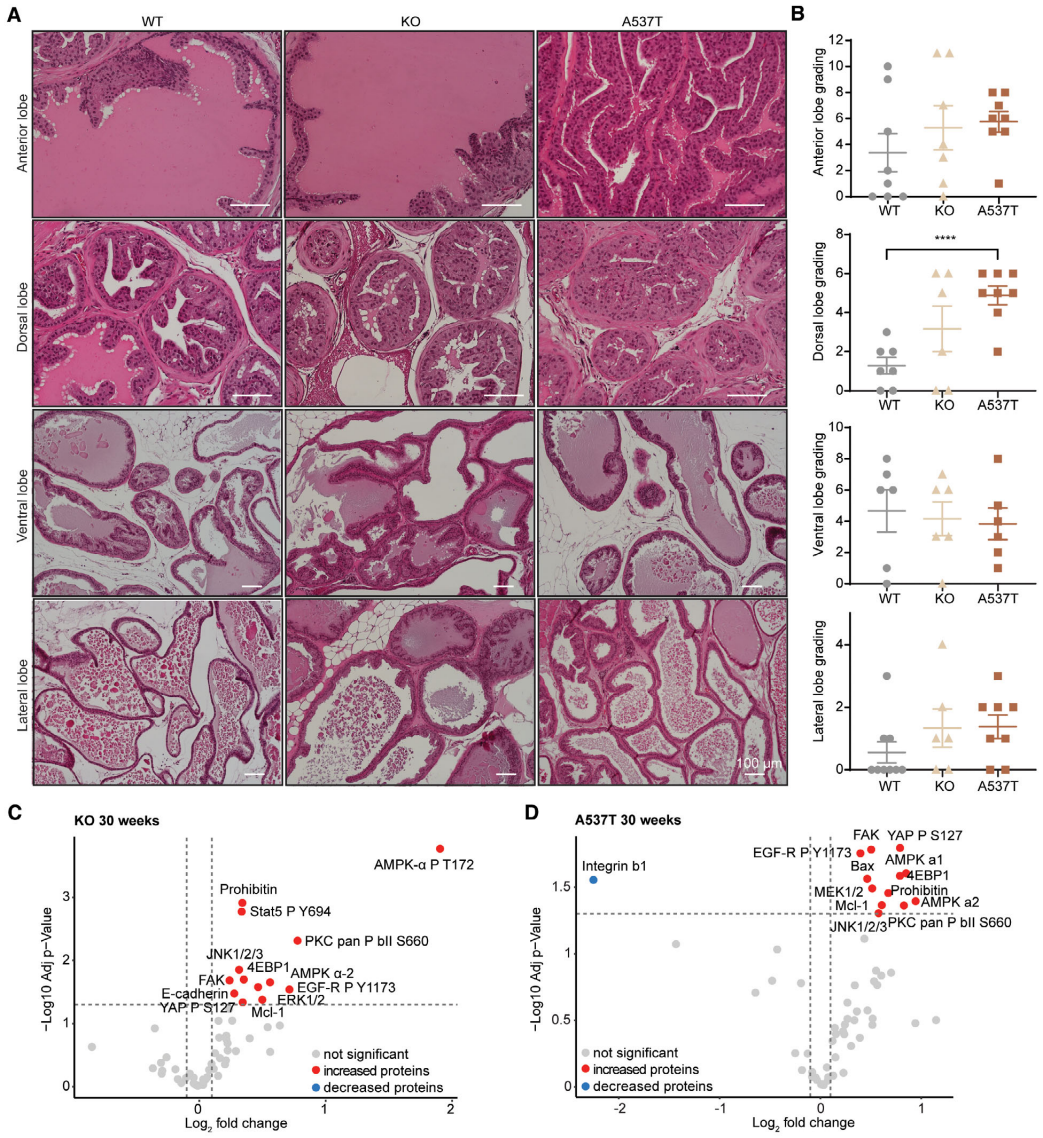
*ELAC2* A537T variant leads to inflammation, cell proliferation and differentiation in the prostate Representative images of anterior, dorsal, ventral and lateral lobe sections from 30‐week‐old *ELAC2* WT (*n* = 7), KO (*n* = 7) and A537T (*n* = 8) mice. 5 μm sections of each lobe were cut and stained with haematoxylin and eosin.Histological changes were scored according to Suttie *et al* with additional categories added to the scoring system (described in the methods; *n* = 6–8 biological replicates). Values are means ± SD of biological replicates, ****P = 0.001 compared with WT by two‐tailed Student's *t*‐test.Reverse‐phase protein array (RPPA) showing the protein changes in 30‐week‐old KO mice compared with WT mice. Volcano plots comparing Log_2_ fold changes against the −log^10^ *P*‐value of five mice for each genotype. Significantly (*P* < 0.05 and FC above 1) increased proteins are shown in red, and significantly decreased proteins are shown in blue.RPPA results for 30‐week‐old A537T mice compared with WT mice. Volcano plots comparing Log_2_ fold changes against the −log^10^ *P*‐value of five mice for each genotype. Significantly (*P* < 0.05 and FC above 1) increased proteins are shown in red, and significantly decreased proteins are shown in blue. Source data are available online for this figure.

The identified histological changes in cell proliferation, hyperplasia and inflammation of the prostates were examined at a molecular level using reverse‐phase protein arrays (RPPA) for protein markers of cell proliferation, tumorigenesis and inflammation. Proteins implicated in prostate tumorigenesis such as protein kinase C (PKC) pan P βII (Kikkawa *et al*, 1983; Griner & Kazanietz, 2007), E‐cadherin (Navarro *et al*, 1991; Perl *et al*, 1998; Padmanaban *et al*, 2019; Na *et al*, 2020) and eukaryotic translation initiation factor 4E‐binding protein 1 (4EBP1; Kremer *et al*, 2006; Hsieh *et al*, 2015; Musa *et al*, 2016) were increased in 10‐week‐old KO and A537T mice (Appendix Fig S2C and D). While in the prostates of the A537T mice, the extracellular signal‐regulated kinase 1/2 (ERK1/2) was also increased (Appendix Fig S2D), which has been implicated in prostate tumorigenesis (Gioeli *et al*, 1999; Kinkade *et al*, 2008; Yeh *et al*, 2019; Schmidt *et al*, 2021). These proteins remained elevated in the prostates of the 30‐week‐old KO and A537T mice along with additional proteins involved in cell proliferation, differentiation and survival, such as the focal adhesion kinase (FAK), myeloid‐cell leukaemia 1 (MCL‐1), epidermal growth factor receptor (EGFR) and mitogen‐activated protein kinase (MEK1/2) and biomarkers of inflammation such as AMP‐activated protein kinase (AMPK) α‐1/2 and c‐Jun N‐terminal kinase 1/2/3 (JNK1/2/3; Fig 2C and D), consistent with the increased proliferation, enlargement and inflammation of the prostates identified by histology (Figs 1C, and 2A and B, and Appendix Fig S2A and B).

### *Elac2* mutations cause prostate cancer on the TRAMP background

We investigated and graded the prostate lobes of the KO‐TRAMP and A537T‐TRAMP compared with the WT‐TRAMP mice to determine whether mutation of *Elac2* can potentiate or exacerbate prostate cancer (Fig 3A and B, and Appendix Fig S3A and B). We observed at 10 weeks of age hyperplasia and low‐grade adenoma in the dorsal lobe of all three mutant lines (Appendix Fig S3A and B). The TRAMP mutation promotes tumorigenesis predominantly in the dorsal lobe, as shown in Suttie *et al* (2003), where the highest grading was 5 in the dorsal lobe, and we found the A537T mutation and KO‐TRAMP exacerbated tumorigenesis. The lateral prostate lobes from all mutant mice at 10 weeks were highly proliferative with grade 3 or grade 4 lesions displaying characteristic multifocal papillary cell crowding protruding into the lumen (Appendix Fig S3A and B). In contrast, we observed in the ventral lobe of the A537T‐TRAMP mice a range of diverse lesions (from grade 1 to grade 3) ranging from mild hyperplasia to multifocal papillary projections into the lumen, while in the lateral ventral lobe of the KO‐TRAMP mice we identified mostly advanced grade 3 and 4 lesions, consistent with papillary projections protruding into the lumen and proliferating cells (Appendix Fig S3A and B). The anterior lobe showed mild multifocal hyperplasia and cribriform lesions without tumour formation and low‐grade lesions in all three mutant lines. There were comparable prostate lesions in the KO‐TRAMP and A537T‐TRAMP mice to the WT‐TRAMP mice, albeit in some lobes this was more severe when *Elac2* was mutated, suggesting that *Elac2* contributes to prostate tumorigenesis (Appendix Fig S3C).

**Figure 3:**
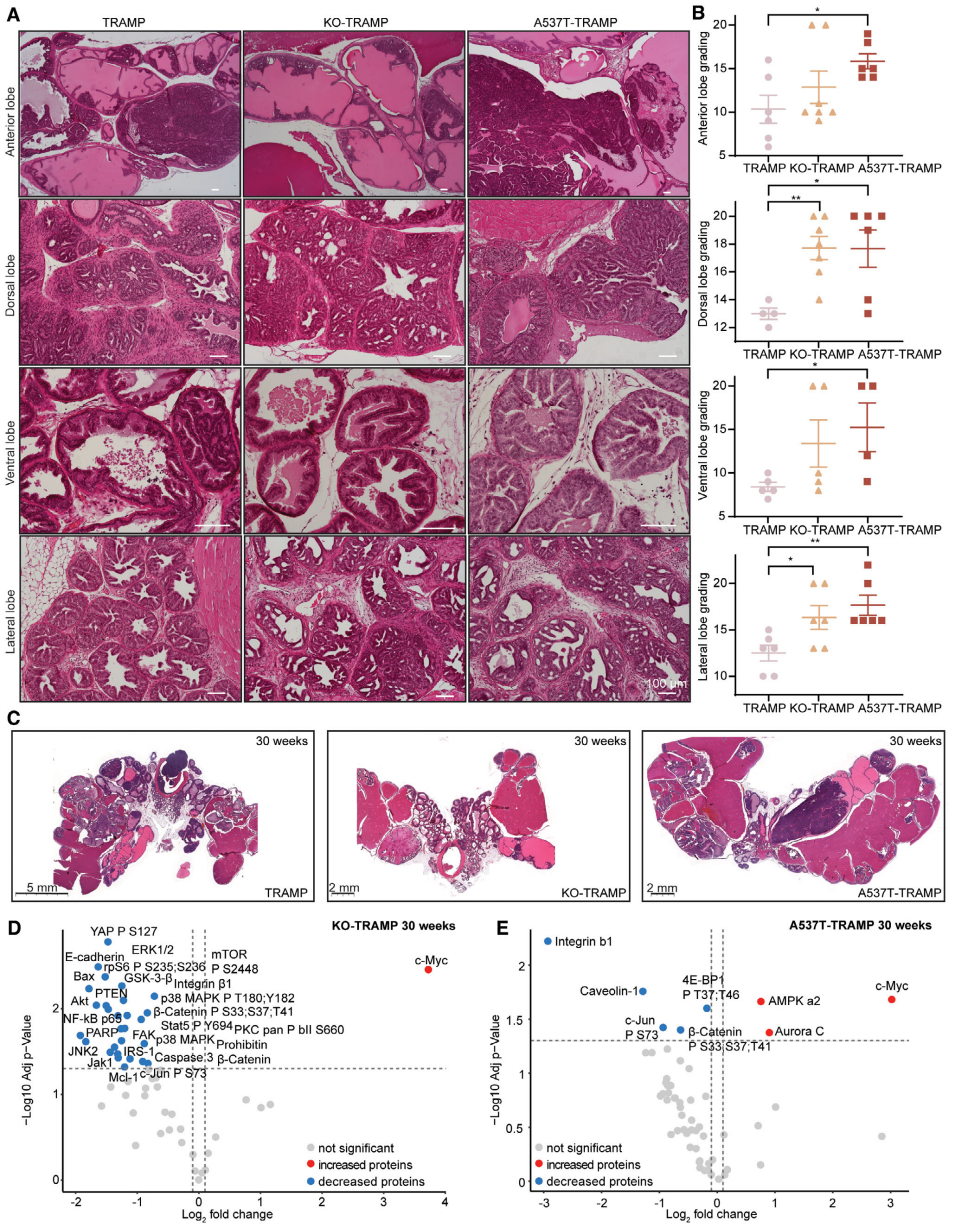
*ELAC2* A537T variant on the TRAMP background leads to the development of adenocarcinomas in the prostate Representative images of anterior, dorsal, ventral and lateral lobe sections from 30‐week‐old WT‐TRAMP (*n* = 5), KO‐TRAMP (*n* = 5) and A537T‐TRAMP mice (*n* = 5). 5 μm sections of each lobe were cut and stained with haematoxylin and eosin.Histological changes scored according to Suttie *et al* with additional categories (*n* = 6–7 biological replicates); values are means ± SD of biological replicates. Anterior lobe *P = 0.013, Dorsal lobe **P = 0.003, *P = 0.025, Ventral lobe *P = 0.031 and Lateral lobe **P = 0.0038, *P = 0.032, compared with WT‐TRAMP by two‐tailed Student's *t*‐testing.Representative histological images of complete prostate sections from 30‐week‐old WT‐TRAMP, KO‐TRAMP and A537T‐TRAMP showing the prominent tumours (black arrows) in the mutant strains compared with the WT‐TRAMP mice. Images show the typical differences between WT‐TRAMP, KO‐TRAMP and A537T‐TRAMP prostates of at least 10 different mice per genotype.Reverse‐phase protein array (RPPA) results for 30‐week‐old KO‐TRAMP mice (*n* = 5) compared with WT‐TRAMP mice (*n* = 5). Volcano plots comparing Log_2_ fold changes against the −log^10^ *P*‐value of five mice for each genotype. Significantly (*P* < 0.05 and FC above 1) increased proteins are shown in red, and significantly decreased proteins are shown in blue.RPPA results for 30‐week‐old A537T‐TRAMP mice (*n* = 4) compared with WT‐TRAMP mice (*n* = 3). Volcano plots comparing Log_2_ fold changes against the −log^10^ *P*‐value of five mice for each genotype. Significantly (*P* < 0.05 and FC above 1) increased proteins are shown in red, and significantly decreased proteins are shown in blue. Source data are available online for this figure.

By 30 weeks, all lobes in the A537T‐TRAMP mice showed significantly greater lesions and defects compared with WT‐TRAMP mice (Fig 3A and B). The anterior lobe of the A537T‐TRAMP prostates showed grade 5 and grade 6 lesions that were highly proliferative and the lumen was drastically expanded and filled with tumorous mass. Furthermore, adenomas were visible, and, in some samples, the lobe was not discernible due to tumour overgrowth. The A537T variant exacerbated the effects on the dorsal lobe on the TRAMP background strain, resulting in the development of adenocarcinomas across the entire lobe (Fig 3A). The lateral and ventral lobes of the A537T‐TRAMP prostates had tumour invasions with grade 4 lesions, and the majority of these lobes were indiscernible due to neoplastic glands. The anterior lobes of the 30‐week‐old KO‐TRAMP mice had grade 3 and grade 4 lesions and hyperplasia that were similar to the WT‐TRAMP lobes, but the ventral lobes in KO‐TRAMP had grade 3 lesions similar to lobes in the A537T‐TRAMP mice (Fig 3A and B). However, the dorsal and lateral prostate lobes of the 30‐week‐old KO‐TRAMP mice had significantly increased grade 3 and grade 4 lesions, proliferative epithelium and tumour development that were comparable to the A537T‐TRAMP prostates (Fig 3B). Increased tumour mass in the KO‐TRAMP and A537T‐TRAMP compared with the WT‐TRAMP prostates is further apparent in Fig 3C, showing that the *Elac2* mutations exacerbate prostate tumorigenesis. RPPA analyses supported the histological findings revealing increases in protein markers of tumorigenesis onset at 10 weeks of age (including FAK, EGFR and JNK2) and most remarkably cancer progression at 30 weeks of age with the greatest and consistent increases in MYC and concomitant reduction in PTEN levels in the KO‐TRAMP and A537T‐TRAMP mice, compared with WT‐TRAMP mice (Fig 3D and E, and Appendix Fig S3D and E; Miller *et al*, 2012; Yi *et al*, 2019; Rebello *et al*, 2021). These findings reveal that the KO‐TRAMP and A537T‐TRAMP mice can be used as effective and physiologically consistent models of prostate cancer.

### ELAC2 is required for mitochondrial and nuclear RNA processing in the prostate

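Total RNA from the ventral and lateral prostate lobes of WT, KO and A537T mice aged 10 or 30 weeks was sequenced on the Illumina NovaSeq platform, with 3 mice per genotype and age. The TRAMP lines and their controls were not analysed here. The deposited columns name the libraries by numbers that carry no replicate. Libraries 10AF to 12AF are WT, 13AF to 15AF KO and 16AF to 18AF A537T at 10 weeks, while 1AF to 3AF are WT, 4AF to 6AF KO and 7AF to 9AF A537T at 30 weeks. The authors trimmed the reads, aligned them to GRCm38 with nuclear copies of mitochondrial sequence masked, quantified transcripts with Salmon and imported them as gene counts. Each of the 4 deposited tables holds 1 mutant group and the 3 WT libraries of its age, with counts divided by a DESeq2 size factor per library. The WT libraries of an age therefore serve both mutant lines. Reads per gene were recovered from these normalized counts, at least 99.7% of which are whole multiples of the value of 1 read in every library.

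Recovered reads per library ranged from 6569642 to 11225281, with a median of 8586877 over the 18 libraries. At 10 weeks the median was 10151919 in WT (range 8192272 to 10231862), 6957742 in KO (6569642 to 8655573) and 8397197 in A537T (7779419 to 9110374). At 30 weeks it was 8898189 in WT (8121433 to 11039356), 8140220 in KO (7734190 to 11225281) and 8732180 in A537T (8518181 to 8762717). Genes with a mean normalized count of at least 10 over the 6 libraries of a table were compared on the scale log2(normalized count + 1) with limma, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called differentially expressed.

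Elac2 was counted in every library. At 10 weeks its normalized count was 115 ± 4.09 (SD, n = 3) in KO and 144 ± 21.1 in WT, a log2 fold change of -0.31 (adjusted p = 0.325 from limma). In A537T it was 165 ± 7.55 against 145 ± 20.6 in WT, a log2 fold change of 0.19 (adjusted p = 0.796 from limma). At 30 weeks it was 124 ± 26.5 in KO against 166 ± 24.7, and 141 ± 41.5 in A537T against 163 ± 24.6, with log2 fold changes of -0.43 and -0.23 (adjusted p = 0.478 and adjusted p = 0.658 from limma). In KO the change ran from -0.58 without library 5AF to -0.27 without 4AF, and in A537T from -0.46 without 8AF to -0.10 without 9AF. At 10 weeks it ran from -0.41 without 10AF to -0.20 without 12AF in KO, and from 0.10 without 10AF to 0.30 without 12AF in A537T. With the share of seminal vesicle genes allowed for, described next, the change in A537T at 30 weeks turned to 0.20. Gene counts do not separate transcripts with and without exon 8.

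Lists of tissue marker genes were used to describe what the libraries contain. The 32 skeletal muscle genes took 4.08 to 13.2% of normalized counts in the WT libraries at 10 weeks, 0.0636 to 2.13% in KO and 1.60 to 4.52% in A537T, and 0.0127 to 0.0762% in the libraries at 30 weeks. The 11 seminal vesicle genes took 4.69% in library 10AF, 1.77% in 11AF and 0.000896% in 12AF of the WT mice at 10 weeks, and 6.57 to 10.3% in KO and 0.0400 to 0.201% in A537T. At 30 weeks they took no more than 0.000854% in WT. They took 8.65% and 6.42% in KO libraries 4AF and 6AF and 7.30% and 9.25% in A537T libraries 7AF and 9AF. In KO library 5AF they took 0.000276% (95% Wilson interval 0.000195 to 0.000392%), and in A537T library 8AF 0.000251% (0.000166 to 0.000380%). These intervals cover counting error only. At 30 weeks 5AF and 8AF were thus the only mutant libraries as low in seminal vesicle genes as WT. A fit with the seminal vesicle score as covariate therefore rests mainly on 5AF in KO, or 8AF in A537T, against WT.

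**Figure D1:**
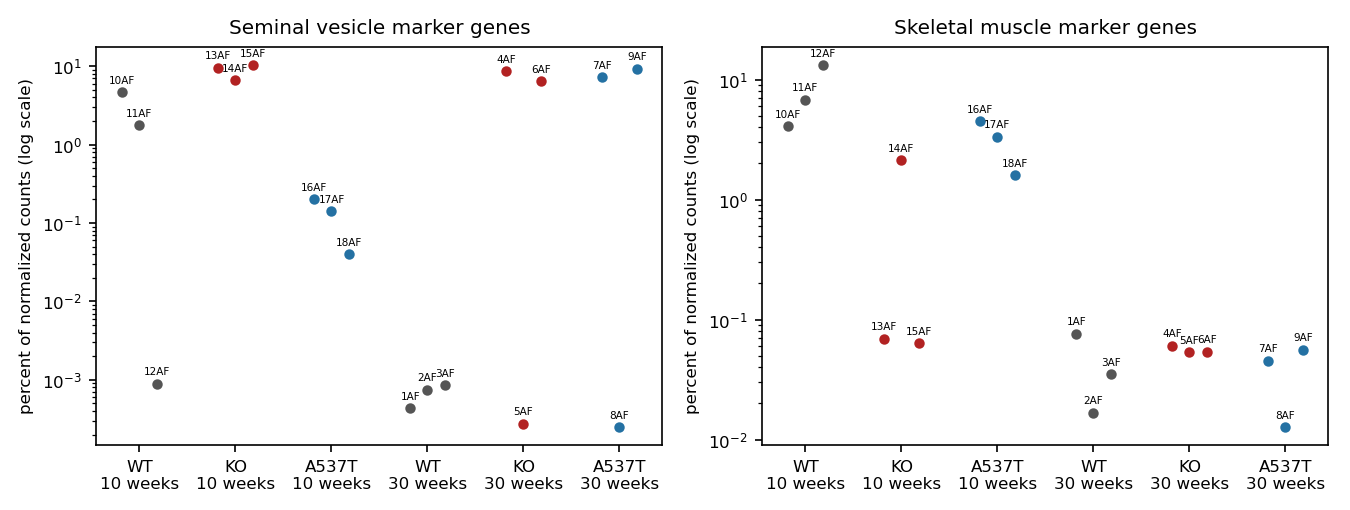
Percent of normalized counts taken by seminal vesicle genes and by skeletal muscle genes in each of the 18 libraries, on a log axis, by genotype and age. At 30 weeks, KO library 5AF and A537T library 8AF lie with the WT libraries for seminal vesicle genes, at 0.000276% and 0.000251%.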

To investigate the effects of the *Elac2* mutations on nuclear and mitochondrial tRNA processing in the prostate and their contribution to its pathology, we carried out transcriptomic analyses of prostate RNA isolated from all four mutant lines and their respective control mice (Fig 4 and Dataset EV1). ELAC2 plays an essential and nonredundant role in the cleavage of mitochondrial tRNA 3′ ends to release all mitochondrial RNA transcripts, and consequently, loss of ELAC2 leads to the accumulation of precursor tRNA‐containing transcripts (Siira *et al*, 2018). 

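The gene tables list 22 mitochondrial tRNA genes, and 20 of them had 0 reads in every library. No tRNA gene had more than 2 reads in a library, which is within the limit of 3 reads that a count of 0 allows (up to 4.57e-05% of the reads of library 15AF, the shallowest). A difference between KO and WT in these entries was therefore not detectable with these reads, and why so few were counted was not tested. The mitochondrial rRNAs were well covered. At 10 weeks, mt-Rnr1 had a log2 fold change of 0.33 in KO (standard error 0.32, adjusted p = 0.569 from limma) and mt-Rnr2 of -0.30 (standard error 0.51, adjusted p = 0.752 from limma). At 30 weeks the values were -0.30 and -0.23, and single libraries moved them. Without 4AF they were -0.65 and -0.40, and without 5AF -0.00319 and -0.12. Coverage along the mitochondrial genome was not used here, and gene counts do not separate precursors from processed RNAs.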

We show that loss of ELAC2 in the prostates of the KO mice causes mitochondrial transcriptome‐wide accumulation of tRNA‐containing precursors (Fig 4A). 

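In A537T mice at 10 weeks, mt-Rnr1 had a log2 fold change of 0.13 (standard error 0.43, adjusted p = 0.960 from limma) and mt-Rnr2 of -0.18 (standard error 0.56, adjusted p = 0.956 from limma), both smaller than their standard errors. Without library 16AF or 18AF, mt-Rnr1 had a log2 fold change of -0.09 or 0.50. At 30 weeks the log2 fold changes were -0.01 for mt-Rnr1 and -0.03 for mt-Rnr2, and mt-Rnr1 turned to 0.02 after scaling to the same total. With the seminal vesicle score as covariate, the median of the 2 rRNAs was -0.36 in A537T (adjusted p = 0.207 from limma's fry), against -0.02 without it. In KO at 30 weeks that median was -0.66 (adjusted p = 0.432 from limma's fry), against -0.27. The mitochondrial tRNA entries of the A537T libraries stayed at or under 3 reads, as in KO.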

Reduced ELAC2 activity and impaired tRNA processing was also found in the A537T mice (Fig 4A), consistent with the reduced ELAC2 levels caused by the variant. Furthermore, loss of ELAC2 in the prostates of the KO mice and reduced levels of ELAC2 in the prostates of the A537 mutant mice caused increased accumulation of 3′ unprocessed nuclear tRNAs (Fig 4B and Appendix Fig S4).

**Figure 4:**
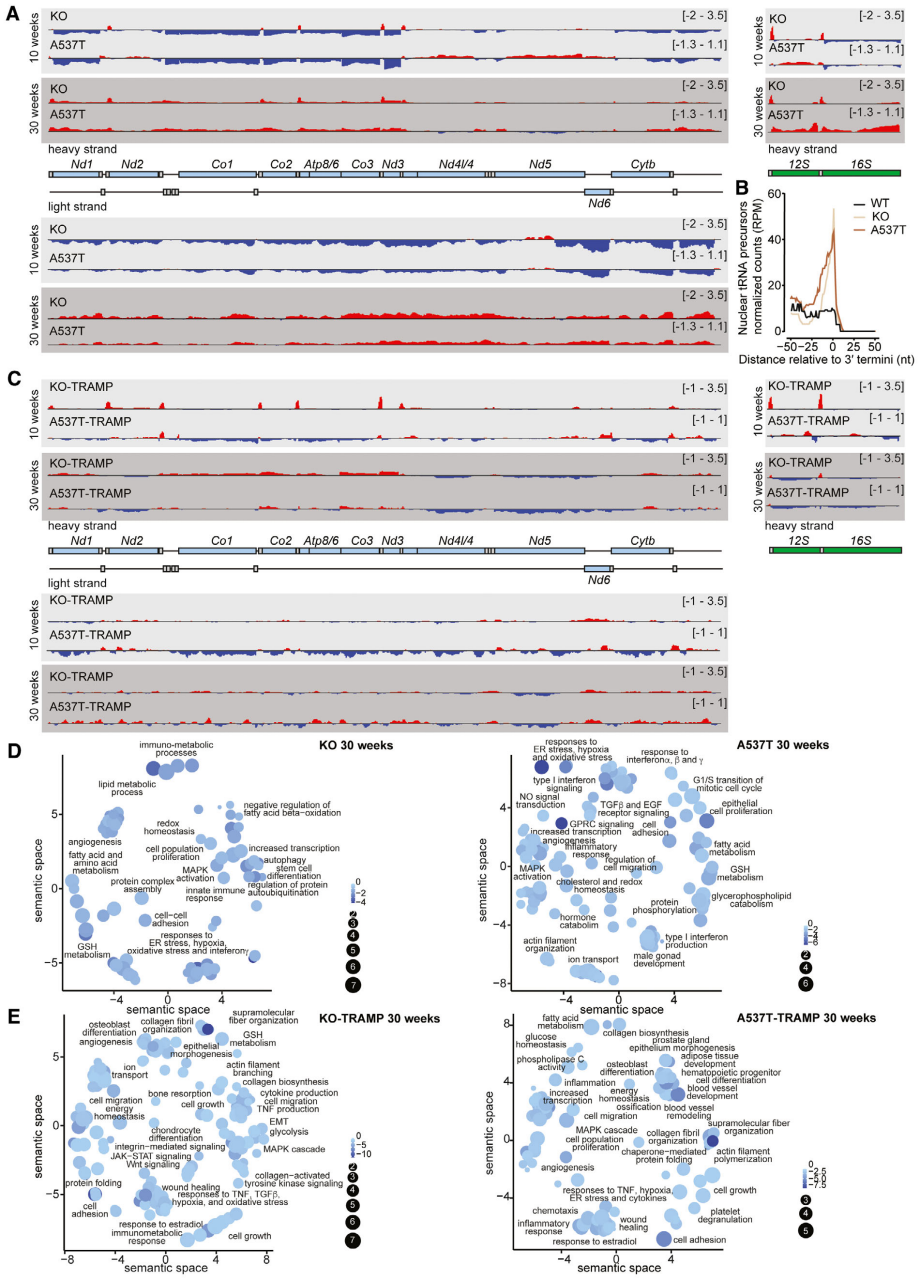
*Elac2* A537T variant and *Elac2* deletion impair tRNA processing leading to transcriptome‐wide changes that promote prostate tumorigenesis Transcriptome analysis of mitochondrial transcripts by RNA‐Seq in prostates from 10‐ and 30‐week‐old mice.
AComplete maps of the changes in mitochondrial transcript abundance determined by mean RNA‐Seq coverage from KO and A537T mice (*n* = 3 of each line; relative to WT controls) on heavy (first four tracks) and light (bottom four tracks) strands of the mtDNA. Increases are shown in red, and decreases are shown in blue (log_2_ [RPMKO/RPMWT] or log_2_ [RPMA537T/RPMWT]; scale ranges, −2 to 3.5). The mitochondrial genome is displayed in the centre; mRNAs are in blue, tRNAs are in grey, and rRNAs are in green.BFrequency distribution of prostate nuclear precursor tRNA reads isolated from control, KO and A537T mice (*n* = 3 of each genotype). Windows are centred on reads that align 50 nt away from either side of all annotated 3′ ends of nuclear tRNAs marked as 0.CGenome browser view of the mean RNA‐Seq coverage of the KO‐TRAMP (log_2_[RPMKO‐TRAMP/RPMWT‐TRAMP]) or A537T‐TRAMP (log_2_[RPMA537T‐TRAMP/RPMWT‐TRAMP]) mice; scale ranges, −1 to 3.5.D, EGene ontology changes in gene expression show the significantly changing biological processes in 30‐week‐old (D) KO and A537T or (E) KO‐TRAMP and A537T‐TRAMP mice compared with their respective controls. The colour scale represents fold change (FC) for each pathway, and set size shows the number of genes within each pathway.

Although the loss or reduction of ELAC2 cleavage as a consequence of its deletion or mutation results in loss of mitochondrial mRNAs at 10 weeks, transcript levels were increased in both the KO and A537T prostates by 30 weeks (Fig 4A), likely as a consequence of the identified hyperplasia and cell proliferation in the mutant lines compared with controls (Fig 2A and B) and increased mitochondrial transcription that is a compensatory response to persistent loss of mature mitochondrial RNAs (Perks *et al*, 2018). 

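The gene tables list 11 mitochondrial mRNAs. At 10 weeks their median log2 fold change was -0.63 in KO (adjusted p = 0.209 from limma's fry) and -0.48 in A537T (adjusted p = 0.394 from limma's fry), and in each line 8 of the 11 were lower than in WT. In both lines, all 3 mutant libraries had a lower mean log2 level over these genes than every WT library. The changes ranged from -1.24 (mt-Nd3) to 0.15 (mt-Nd5) in KO and from -1.01 (mt-Nd3) to 0.23 (mt-Nd5) in A537T. Camera with a preset correlation of 0.01 gave an adjusted p = 0.00433 in KO and adjusted p = 0.00647 in A537T, while fry and camera with an estimated correlation did not pass 0.05. Over the 15 alternatives the adjusted p from limma ranged from 0.00433 to 0.850 in KO and from 0.00647 to 0.958 in A537T. The alternative that moved the medians most was the skeletal muscle score as covariate, with -0.17 in KO and -0.02 in A537T. Without WT library 12AF the A537T median was -0.24. The cytochrome c oxidase mRNAs were lower in both lines. In KO at 10 weeks mt-Co1 changed by -1.06 (adjusted p = 0.233 from limma), mt-Co2 by -0.91 (adjusted p = 0.184) and mt-Co3 by -1.18 (adjusted p = 0.192), while in A537T they changed by -0.51, -0.48 and -0.56.

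At 30 weeks the median was -0.06 in KO (adjusted p = 0.896 from limma's fry) and -0.10 in A537T (adjusted p = 0.446 from limma's fry), with 9 and 8 of the 11 mRNAs lower than in WT. By the mean log2 level over these genes, all 3 A537T libraries lay below every WT library. Of the KO libraries, 2 lay below and 1 above every WT library. In KO the median was 0.00889 without library 5AF, -0.20 without 4AF and -0.25 with the seminal vesicle score as covariate. In A537T it was -0.25 with the seminal vesicle score as covariate (adjusted p = 0.0277 from limma's fry), and the adjusted p from limma ranged from 0.0277 to 0.792 over the 15 alternatives. The change in mean log2 level was larger by 0.50 at 30 than at 10 weeks in KO (exact permutation test within each age, adjusted p = 0.233) and by 0.23 in A537T (adjusted p = 0.451 from the same exact test). Scaled to the same total, these differences were 0.28 in KO and 0.11 in A537T. They ran from 0.37 without 4AF to 0.64 without 5AF in KO, and from 0.11 without 18AF to 0.31 without 10AF in A537T.

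As a share of all normalized counts, mitochondrial mRNAs made up 2.23 ± 0.310% in KO and 3.35 ± 0.479% in WT at 10 weeks (SD, n = 3; exact permutation test, 2-sided p = 0.1, the smallest that 3 against 3 allow). In A537T they made up 2.76 ± 0.0813% against 3.37 ± 0.475% (exact permutation p = 0.1). At 30 weeks the share was 1.90 ± 0.118% in KO against 2.00 ± 0.128% (exact permutation p = 0.4) and 1.86 ± 0.0672% in A537T against 1.99 ± 0.127% (exact permutation p = 0.2). Leaving the seminal vesicle and skeletal muscle genes out of the total moved the difference at 30 weeks from -0.0933 to 0.00996 percentage points in KO and from -0.124 to -0.00995 in A537T.

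**Figure D2:**
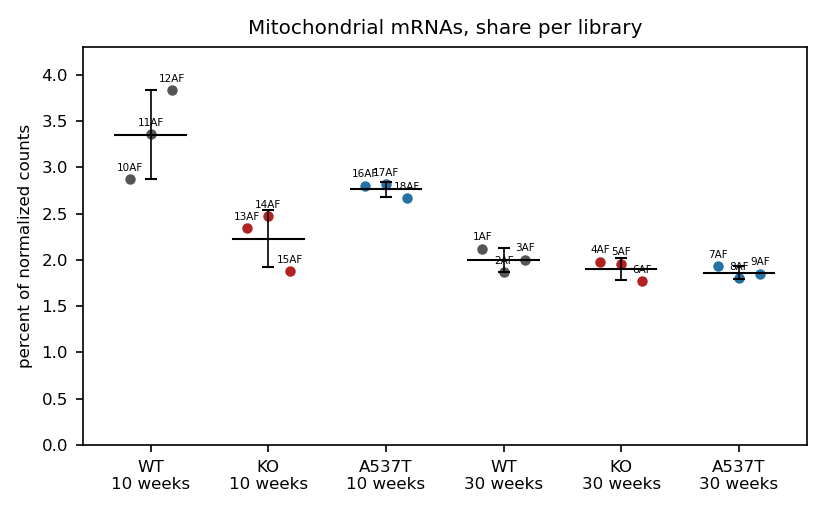
Share of mitochondrial mRNAs in all normalized counts, in percent, in each library by genotype and age, with the mean of each group. At 10 weeks the KO libraries lie between 1.88 and 2.47% and the WT libraries between 2.88 and 3.83%.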

Similar mitochondrial tRNA processing defects and trends were present in the KO‐TRAMP and A537T‐TRAMP mice compared with WT‐TRAMP mice, where the loss of ELAC2 increased the level of tRNA precursors compared with the A537T mice (Fig 4C). These findings show that the ELAC2 A537T variant impairs mitochondrial and nuclear tRNA processing in the prostate that may be a contributing factor to tumorigenesis.

### ELAC2 mutations impair tRNA processing causing transcriptional activation of innate stress response pathways that initiate prostate tumorigenesis

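At an adjusted p under 0.05, limma called 0 differentially expressed genes in each of the 4 comparisons. At an unadjusted p under 0.05 it gave 2930 of 15089 genes in KO at 10 weeks (1202 higher, 1728 lower), 973 of 15131 in A537T at 10 weeks (418 higher, 555 lower), 1616 of 14729 in KO at 30 weeks (819 higher, 797 lower) and 2016 of 14789 in A537T at 30 weeks (1087 higher, 929 lower). The groups did not overlap for 26.0%, 11.9%, 16.3% and 18.6% of the genes, in the same order, against the 10% that chance gives for 3 against 3 libraries. The smallest adjusted p from limma was 0.183 and 0.0716 at 10 weeks and 0.165 and 0.137 at 30 weeks, for KO and A537T. On data simulated from the table of KO at 10 weeks, with genes drawn independently, the test called 81.4% of genes changed by a log2 fold change of 2. The real libraries also vary in tissue RNA, which the simulation leaves out. In KO at 10 weeks limma called 0 of the 32 skeletal muscle genes, at a median log2 fold change of -6.23. The 0 calls therefore do not rule out large changes.

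The counts depended on single libraries. Without WT library 10AF, limma called 2886 genes in KO at 10 weeks, and without 14AF 185. Without 10AF it called 50 in A537T at 10 weeks. Without 5AF it called 944 in KO, and without 8AF 1224 in A537T at 30 weeks. DESeq2 on the recovered reads, an alternative chosen after the data were seen, called 714 genes in KO and 90 in A537T at 10 weeks and 280 in KO and 473 in A537T at 30 weeks. edgeR on the same reads, chosen in the same way, called 0 in all 4. In the authors' deposited comparisons, which shrink the fold changes with apeglm, 2015 genes in KO and 181 in A537T at 10 weeks have an s-value under 0.05, and 639 and 1094 at 30 weeks.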

Transcriptome‐wide differential gene expression analyses were used to determine the effects of ELAC2 loss or reduction on nuclear transcripts (Fig 4D, and Datasets EV1 and EV2). 

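Lists of genes written for each process were tested with limma's fry, with p adjusted over 64 tests. At 10 weeks the 81 nuclear-encoded OXPHOS subunits had a median log2 fold change of -0.90 in KO (adjusted p = 0.218) and -0.50 in A537T (adjusted p = 0.439), with 1 and 2 of the subunits higher than in WT. All 3 KO libraries were lower over the list than every WT library. Adjusted over the list alone, limma called 69 subunits in KO. With the skeletal muscle score as covariate, the alternative that moved the list most, the medians were -0.40 and -0.02. Without WT library 12AF they were -0.61 in KO and -0.22 in A537T. Camera with a preset correlation passed the threshold in both lines, but fry and camera with an estimated correlation did not. The adjusted p from limma ranged from 3.78e-20 to 0.850 in KO and from 1.53e-17 to 0.958 in A537T over the 15 alternatives. The most abundant subunits, Atp5b, Atp5a1 and Sdha, changed by -0.62, -0.91 and -0.69 in KO. Cox6a2 and Cox8b, which are also in the skeletal muscle list, changed by -6.10 and -4.29 in KO. Cox6a1 and Cox8a, picked as their counterparts, changed by 0.16 and -0.19, of which Cox8a turned to 0.02 after scaling to the same total, in a list where nearly all subunits were lower.

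The 32 genes of ER stress and protein folding were higher in both lines, with a median of 0.33 in KO (adjusted p = 0.209 from limma's fry) and 0.42 in A537T (adjusted p = 0.203 from limma's fry). All 3 libraries of each line lay above every WT library. Adjusted over the list alone, limma called 9 genes in KO and 12 in A537T. Camera with a preset correlation passed the threshold in both lines, and the adjusted p from limma reached 0.602 in each under another alternative. Hspa5 had a log2 fold change of 0.51 in KO (adjusted p = 0.204 from limma) and 0.84 in A537T (adjusted p = 0.746 from limma). Genes of the response to oxidative stress had a median of -0.20 in KO (adjusted p = 0.203 from limma's fry) and -0.05 in A537T (adjusted p = 0.834 from limma's fry), which turned to 0.02 and 0.09 after scaling to the same total. Such scaling gave a median over all genes of 0.20 in KO and 0.15 in A537T.

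For cell adhesion genes, the median was 0.22 in KO (adjusted p = 0.209 from limma's fry, all 3 KO libraries above every WT library) and 0.13 in A537T (adjusted p = 0.587 from limma's fry). In A537T it turned to -0.03 with the skeletal muscle score as covariate and was 0.04 without library 12AF. Epithelial cell proliferation genes had a median of 0.36 in KO (adjusted p = 0.229 from limma's fry, all 3 KO libraries above every WT library) and 0.10 in A537T (adjusted p = 0.934 from limma's fry). The KO value was 0.14 without library 12AF. The A537T value turned to -0.16 with the same covariate and to -0.04 without library 12AF. Camera with a preset correlation called both lists in KO.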

The most notable changes in the prostate transcriptomes of 10‐week‐old KO and A537T mice compared with controls were in mitochondrial structure and function, including OXPHOS and protein folding, followed by responses to ER and oxidative stress and changes in epithelial cell adhesion and proliferation (Appendix Fig S5A and B), consistent with impaired RNA processing that has been shown to alter mitochondrial energy metabolism (Haack *et al*, 2013; Metodiev *et al*, 2016; Rackham *et al*, 2016; Siira *et al*, 2018). In addition, reduced 3′ processing in the A537T mouse prostates contributed to the activation of genes involved in prostate epithelium morphogenesis (Appendix Fig S5A). 

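Of the 30 tested genes of prostate epithelium morphogenesis, 23 were higher in A537T than in WT at 10 weeks. The median log2 fold change was 0.29 (adjusted p = 0.474 from limma's fry), and 0 genes passed the threshold adjusted over the list alone. The adjusted p from limma ranged from 0.0112, with camera at a preset correlation, to 0.850 over the 15 alternatives. With the skeletal muscle score as covariate the median turned to -0.05, and without library 12AF it was 0.11. Hoxb13 had a log2 fold change of 0.13 and ranged from -0.26 without library 10AF to 0.39 without 11AF.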

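At 30 weeks 3 list tests passed an adjusted p under 0.05 with limma's fry: the interferon response and the plasma and B cell genes in A537T, and MHC class II antigen presentation in KO. The interferon list had a median log2 fold change of 0.82 in A537T (adjusted p = 0.0487 from limma's fry), with 39 of 41 genes higher and all 3 A537T libraries above every WT library. Adjusted over the list alone, limma called 28 of its genes. Its largest move came with the seminal vesicle score as covariate, at a median of 1.07 (adjusted p = 0.00501 from limma's fry). Over the 15 alternatives the adjusted p from limma reached 0.549. Of the 6 fits that each left out 1 library, 5 lost the call and the fit without 8AF kept it. The medians of the 6 fits ran from 0.79 without 8AF to 0.95 without 7AF. In KO the same list had a median of 0.23 (adjusted p = 0.228 from limma's fry), with 26 of 39 genes higher and all 3 KO libraries above every WT library, and of 0.14 without 5AF. The largest members were unequal, with Parp14 at 0.41 in KO and 0.83 in A537T and Stat2 at -0.47 and 0.04.

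The MHC class II genes had a median of 0.78 in KO (adjusted p = 0.0487 from limma's fry, 7 of 8 genes higher) and 1.15 in A537T (adjusted p = 0.0993 from limma's fry, 8 of 8 higher), with all 3 libraries of each line above every WT library. Adjusted over the list alone, limma called 6 genes in each line. The call in KO was lost in each of the 6 fits without 1 library, with medians from 0.69 without 5AF to 0.88 without 4AF, and its adjusted p reached 0.549. With the seminal vesicle score as covariate the call in KO was kept, at a median of 0.98 (adjusted p = 0.0277 from limma's fry, 8 of 8 genes higher). H2-Eb1 changed by 1.25 in KO (adjusted p = 0.165 from limma) and by 1.51 in A537T (adjusted p = 0.153 from limma). Plasma and B cell genes rose by a median of 2.47 in A537T (adjusted p = 0.0383 from limma's fry), with 10 of 10 genes higher. The call was kept without 8AF and lost in the other 5 fits without 1 library. Over the 15 alternatives the adjusted p from limma reached 0.416.

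Among the other lists, epithelial cell proliferation had a median of 0.28 in both lines (adjusted p = 0.364 in KO and adjusted p = 0.285 in A537T from limma's fry), with 22 and 23 of 29 genes higher. Angiogenesis had a median of 0.38 in A537T (adjusted p = 0.439 from limma's fry, 25 of 28 genes higher) and of 0.07 in KO (adjusted p = 0.929 from limma's fry), where it turned to -0.02 under quantile normalization, -0.22 with the seminal vesicle score as covariate and -0.13 without library 1AF. With the same covariate the medians fell to 0.10 for angiogenesis in A537T and to 0.05 in KO and 0.17 in A537T for proliferation. Without library 1AF angiogenesis in A537T was 0.17, and proliferation 0.17 in KO and 0.20 in A537T. Camera with a preset correlation called proliferation in both lines, angiogenesis in A537T and interferon in KO, and fry did not. ER stress and protein folding genes were lower than in WT, with a median of -0.34 in KO (adjusted p = 0.0993 from limma's fry) and -0.31 in A537T (adjusted p = 0.209 from limma's fry), where it was -0.15 with the seminal vesicle score as covariate. The same form of camera called them in both lines. OXPHOS subunits had medians of 0.00 and -0.07 (adjusted p = 0.953 and adjusted p = 0.571 from limma's fry), the first of which turned to -0.00523 after scaling to the same total.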

The reduced ELAC2 activity in the KO and A537T mice by 30 weeks of age, in addition to altered energy metabolism and consistent stress responses, led to transcriptional activation of epithelial cell proliferation, angiogenesis and immunometabolic pathways, including interferon signalling (Fig 4D), consistent with the inflammation and increased proliferation of the prostates identified by histology compared with control mice. The transcriptomic changes in the prostates from the KO‐TRAMP and A537T‐TRAMP mice compared with the WT‐TRAMP mice at 10 weeks were in stress response pathways to hypoxia, and networks that supported increased cell proliferation, migration and extracellular matrix organisation, in addition to angiogenesis and protein folding changes that cumulatively contributed to PIN formation and the onset of prostate tumorigenesis (Appendix Fig S5B). A significantly greater number of pathways that potentiate prostate tumorigenesis and cancer were altered in the 30‐week‐old KO‐TRAMP and A537T‐TRAMP compared with the WT‐TRAMP mice (Fig 4D and E), which were reflective of the morphological changes observed in their prostates. These included increases in cell proliferation, migration, immunometabolic and inflammatory pathways, such as MAPK activation, JAK–STAT and WNT signalling, and responses to ER and hypoxia stress (Fig 4D and E, and Dataset EV2) stimulated by impaired protein homeostasis and OXPHOS defects. The transcriptional changes in the four different mutant strains compared with their respective controls were consistent between each other indicating that the changes were driven by reduced ELAC2 function and were a direct consequence of impaired tRNA processing.

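Log2 fold changes of KO and A537T, each against the WT libraries of the age, were correlated across genes, which are not independent replicates. At 10 weeks Pearson's r was 0.519 over 14808 genes (Spearman's rho 0.513), and 69.0% of genes changed in the same direction. At 30 weeks r was 0.835 over 14525 genes (rho 0.754), and 79.8% changed in the same direction. Because both comparisons use the same 3 WT libraries, a positive correlation arises without any effect of genotype. Unchanged groups, simulated by shuffling the residuals of the libraries, compared against the same WT libraries gave a median r of 0.536 at 10 weeks (95% range -0.299 to 0.910) and 0.545 at 30 weeks (-0.412 to 0.931), and the share of simulations with as large a correlation was 0.524 and 0.129. With disjoint WT libraries for the 2 lines the median r over the ways to divide them was 0.218 at 10 weeks and 0.503 at 30 weeks. Simulated unchanged groups divided in the same way gave a median r of 0.00426 (95% range -0.700 to 0.711) and 0.00245 (-0.774 to 0.772), and the median share of simulations with as large a correlation was 0.292 and 0.150. Restricting to genes with a mean of at least 100, the alternative that moved r most apart from disjoint WT libraries, gave 0.589 and 0.907. Between ages, r was 0.349 in KO and -0.200 in A537T, and simulated unchanged groups gave an r as far from 0 with a share of 0.306 and 0.454. The paper takes the similarity of the changes between all its mutant strains, the TRAMP lines included, as a sign of their cause. It names reduced ELAC2 function as their driver and describes them as following directly from impaired tRNA processing. The TRAMP lines were not part of the correlations here. Seminal vesicle RNA, high in some libraries of both lines at 30 weeks, was not separated from genotype in them.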

### Defects in aerobic metabolism drive prostate tumorigenesis via the PERK‐mediated unfolded protein response

Next, we performed proteomic analyses on prostates from the four mutant and two control mouse lines to identify global changes that were a consequence of impaired tRNA processing and led to prostate tumorigenesis and cancer (Fig 5, Appendix Figs S6–S8, Datasets EV3 and EV4). The greatest number of protein changes in the prostates of all four mutant lines at both 10 weeks (Appendix Figs S6–S8 and Dataset EV3) and 30 weeks (Fig 5A and B, Appendix Fig S7B and Dataset EV3) were in metabolic pathways, particularly those involving mitochondrial proteins associated with energy conversion, lipid membranes, transport and cell death, highlighting the requirement of ELAC2 for mitochondrial function. In addition, reduced 3′ processing contributed to significant defects in protein networks involving nuclear RNA splicing, translation initiation, protein synthesis and RNA decay in the prostates of the mutant mice (Fig 5A and B), consistent with the role of ELAC2 in nuclear tRNA cleavage (Siira *et al*, 2018). The changes in the 10‐week‐old mutant mice reflected defects in mitochondrial and nuclear tRNA processing (Appendix Figs S6A, S7A, and S8A and B), and in the 30‐week‐old mutant mice, these changes were accompanied by alterations in cell cycle, immune and stress responses and increased MAPK signalling (Fig 5A and B, and Appendix Figs S7B and S9A–D) that supported the observed transcriptome changes (Fig 4D) and prostate dysfunction (Fig 2A and B). The differences between the prostate proteomes of the KO and A537T mice revealed that the A537T variant caused greater representation of pathways and processes involved in tumorigenesis and inflammation (Appendix Fig S7A and B), which was even more apparent by 30 weeks in the A537T mice (Appendix Fig S7B), including ERK and Forkhead box class O (FOXO) activation, known to drive prostate cancer epithelial‐mesenchymal transition (Liu *et al*, 2015b; Shin *et al*, 2019; Yan & Huang, 2019), supporting our findings that *Elac2* mutations can predispose to the activation of tumorigenesis pathways.

**Figure 5:**
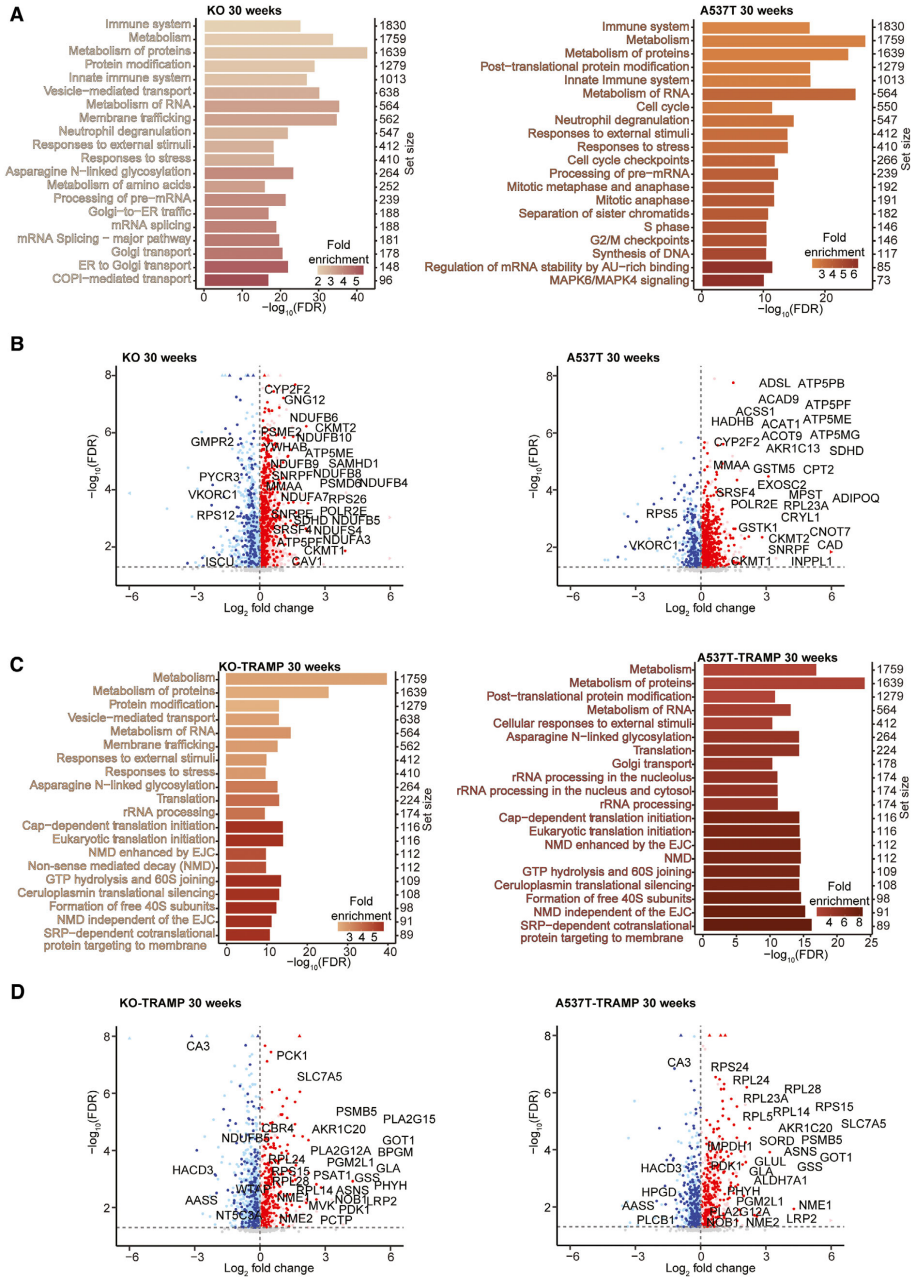
Proteome changes identify common processes in the mutant lines that reflect their tumorigenic profiles A–DProteomic changes in prostates that are in common in the KO (*n* = 5 biological replicates) and A537T (*n* = 5 biological replicates) mice compared with WT control mice (*n* = 5 biological replicates) at 30 weeks based on the Reactome pathway determined using PANTHER. (A) Specific protein changes that were in common between the KO and A537T lines at 30 weeks are shown in volcano plots; (B) increased proteins are shown in red and reduced proteins are shown in blue. The top 20 most significant pathways that are based on proteome changes in common between KO‐TRAMP (*n* = 5 biological replicates) and A537T‐TRAMP (*n* = 5 biological replicates) mice relative to WT‐TRAMP (*n* = 5) mice at 30 weeks (C) and specific protein changes (D). Data information: In panels (A and C), the intersect results show the top 20 pathways with the highest −log10 (FDR) for each line, relative to the respective control, that are also identified as significant in the corresponding mouse line. The colour scale represents fold change (FC) for each pathway, and set size is the number of genes within each pathway.

In the 10‐week‐old KO‐TRAMP and A537T‐TRAMP mice compared with the WT‐TRAMP mice, proapoptotic proteins such as AIFM3 were reduced, while antiapoptotic proteins, such as TRIAP1, and metabolic and immune response proteins (AKR1B7, ENO3 and TCIRG1) were increased (Appendix Fig S8D–F), which was consistent with cell growth, tumorigenesis and altered immunometabolism in the prostates (Fig 5C and D). In 30‐week‐old KO‐TRAMP and A537T‐TRAMP mice compared with the WT‐TRAMP mice, there were greater increases in proteins involved in mitochondrial metabolism and OXPHOS function (Appendix Fig S9E–H). This is a common compensatory response to prolonged impairment in mitochondrial gene expression (Perks *et al*, 2018), and consequent OXPHOS defects that result in increased anaerobic metabolism and stimulate tumorigenesis and angiogenesis (Herkenne *et al*, 2020; Lee *et al*, 2020). Interestingly, we found a consistent increase in the SRA stem‐loop interacting RNA‐binding protein (SLIRP), in the four mutant lines compared with their respective controls at 10 and 30 weeks of age (Appendix Figs S8 and S9), suggesting that components of the mitochondrial gene expression machinery are increased in an effort to mitigate the reduction in protein synthesis due to impaired RNA metabolism. There was a greater perturbation in the proteomes of the mutant strains from 10 to 30 weeks of age that was in line with tumorigenesis (Appendix Fig S9C and D) and prostate cancer (Appendix Fig S9G and H) in the KO‐TRAMP and A537T‐TRAMP mice (Fig 3A and B). This was further reflected in the global changes in translation, RNA metabolism (splicing, stability and processing), stress responses and transport (Fig 5C) that were in common between the 10‐week‐old KO‐TRAMP and A537T‐TRAMP mice and further exacerbation of immunometabolism that accompanied the development of prostate cancer by 30 weeks of age in these mice compared with the WT‐TRAMP control mice (Fig 5D). The main differences between the 30‐week‐old KO and A537T mice independent of the TRAMP background were predominately the activation of transport and RNA processing pathways in KO/KO‐TRAMP mice and an upregulation in cell cycle and cell growth processes via WNT signalling and IGF transport and uptake in A537T/A537‐TRAMP mice, reflective of prostate tumorigenesis and cancer progression compared with prostate enlargement in the KO and A537T mice (Appendix Fig S7B and D).

Next, we analysed changes in proteins associated with cancer development over time by comparing the changes in 10‐ and 30‐week‐old mice of each line relative to their respective controls. In the KO and A537T mice, an increase in processes involved in tRNA processing, impaired mitochondrial function (OXPHOS assembly, ion homeostasis), stress and innate immune responses (such as the activation of PERK‐mediated unfolded protein response (UPR) and the MAPK cascade) and inflammation (NIK/NF‐kappaB signalling) were the most prominent changes (Fig 6A and B). This indicates that defects in RNA metabolism can stimulate the innate immune responses via the PERK‐mediated UPR pathway that contributes to inflammation and increased cell growth in the prostates of the mutant mice. The same mutations on the TRAMP background, as a secondary oncogenic insult, exacerbated the stress responses through PERK‐ and IRE1‐mediated UPR and pathways, promoting cell growth and differentiation (including ERK1/2 and RAS signalling, Fig 6C and D) that initiated and promoted prostate cancer in the mutant strains compared with the WT‐TRAMP mice. These underlying molecular drivers of prostate tumorigenesis in the *Elac2* mutant mice provide functional evidence that *ELAC2* mutations can predispose to prostate cancer.

**Figure 6:**
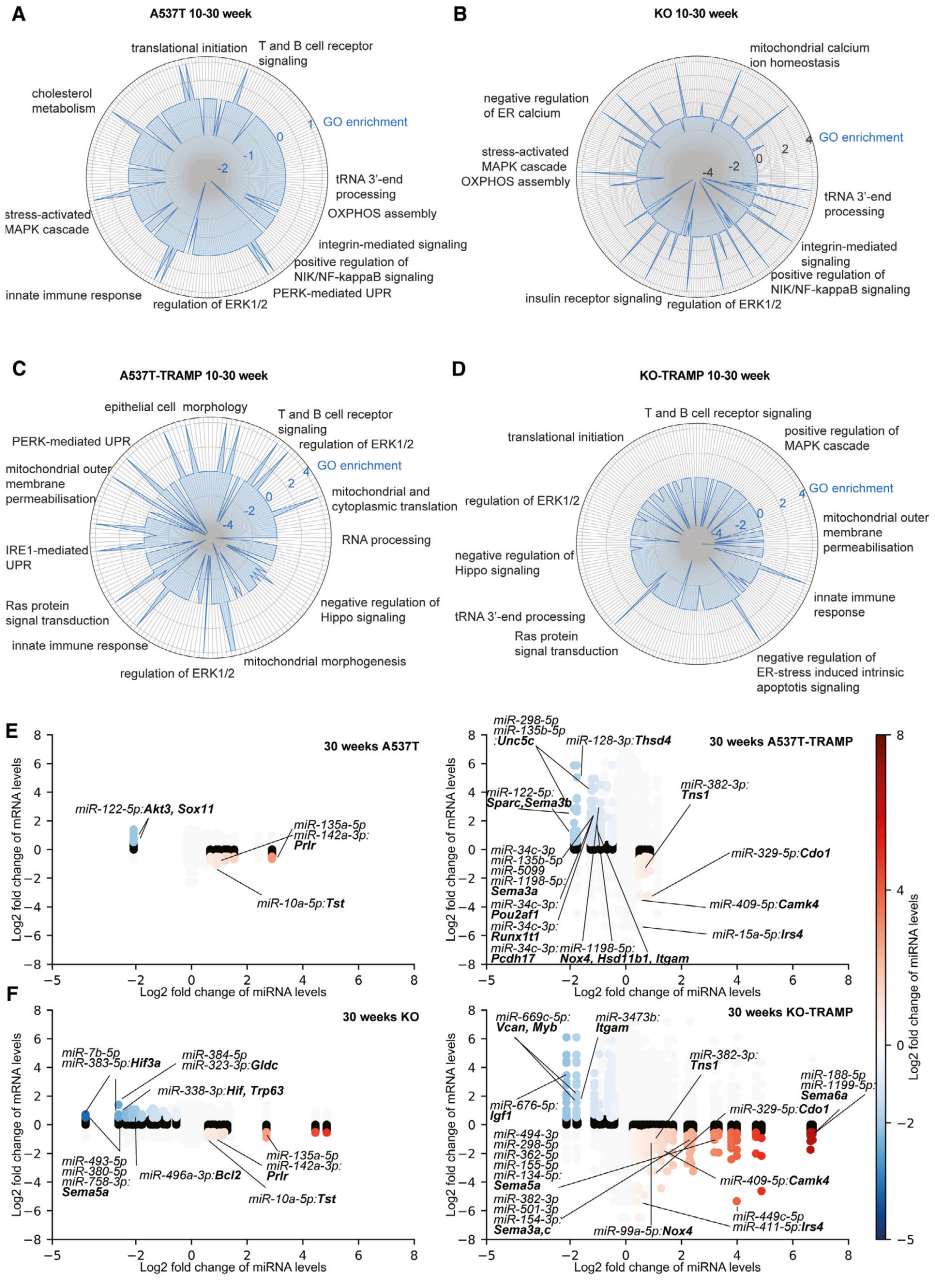
miRNA imbalance potentiates tumorigenesis in the prostates of the A537T‐TRAMP mice A–DRadar plots showing prostate‐specific gene ontologies related to prostate cancer development (Fan *et al*, 2018; Lu & Ding, 2019; Liu *et al*, 2020) in the proteomes over time in (A) A537T (*n* = 5) or (B) KO (*n* = 5) mice compared with WT control mice (*n* = 5) from 10 to 30 weeks and in (C) A537T‐TRAMP (*n* = 5) and (D) KO‐TRAMP (*n* = 5) mice relative to WT‐TRAMP (*n* = 5) mice from 10 to 30 weeks, all were biological replicates. Negative numbers represent loss of gene ontology compared with their respective controls, positive numbers represent gain of gene ontology, and 0 represents no change.E, FDot plots showing expression change of mRNA/miRNA pairs in the 30‐week mutant lines compared with their respective controls. mRNA log_2_ fold change compared with controls is on the *y*‐axis, while the colour and *x*‐axis denote the log_2_ fold change observed in the miRNA compared with controls.

### ELAC2 is a rheostat that regulates miRNA homeostasis

Loss of ELAC2 has been shown to impair nuclear tRNA processing, leading to an imbalance in regulatory noncoding RNAs that contributes to disease (Siira *et al*, 2018). MiRNA sequencing of mutant and control mouse prostates from 10‐ and 30‐week‐old mice identified specific changes in the miRNA pool (Appendix Fig S10A–D and Dataset EV5) that targeted common oncogenic and tumour suppressor mRNAs in the mutant strains relative to their respective controls (Fig 6E and F, and Appendix Fig S10A). The imbalance in the miRNA levels reflects previous findings where loss of ELAC2 in the heart resulted in substantial restructuring of the miRNA pool, including both reduction and increase of specific miRNAs (Siira *et al*, 2018), due to alterations in the processing of precursor RNAs from tRNA genes or expression of mRNA genes with intragenic miRNAs. A pairwise correlation analysis between perturbed miRNAs and their mRNA targets suggested altered pathways in the gene regulatory circuitry upon mutation of *Elac2* in the prostate. 

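Tst (ENSMUSG00000044986.10) was lower than in WT in both lines at 30 weeks. Its normalized count was 288 ± 25.0 (SD, n = 3) in KO against 509 ± 216 in WT, a log2 fold change of -0.72 (standard error 0.33, adjusted p = 0.478 from limma). In A537T it was 222 ± 46.2 against 506 ± 214, a log2 fold change of -1.10 (standard error 0.35, adjusted p = 0.298 from limma). The WT libraries spread widely, at 267, 682 and 579 for 1AF, 2AF and 3AF, so that the lowest WT library overlapped the KO libraries, which lay between 259 and 303. The A537T libraries lay between 173 and 265, below every WT library of their table, though 8AF by less than 1 count. Without library 2AF the log2 fold change was -0.45 in KO and -0.84 in A537T, and without 1AF -1.13 and -1.51. DESeq2 on the recovered reads, chosen after the data were seen, called Tst in A537T (adjusted p = 0.0248) and not in KO. The authors' deposited shrunken log2 fold change is -0.09 in KO and -0.96 in A537T. MicroRNAs were not analysed here.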

Elevated miRNAs as a direct or indirect consequence of impaired tRNA processing correlated with reduced mRNAs involved in mitochondrial function and potentiation of inflammation and cell growth in the KO and A537T mutant mice compared with controls (Appendix Fig S10A), such as miR‐10a‐5p that correlated with reduced the expression of the mitochondrial thiosulfate sulphur transferase (*Tst*; Fig 6E and F). 

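At 30 weeks the 4 mRNAs Gldc, Bcl2, Trp63 and Hif3a had higher mean counts in both mutant lines than in WT, and none passed an adjusted p under 0.05 from limma. Gldc (ENSMUSG00000024827.10) had a normalized count of 92.5 ± 56.8 (SD, n = 3) in KO against 9.64 ± 0.729 in WT, and of 73.4 ± 52.8 in A537T against 9.62 ± 0.707. Its log2 fold change was 2.89 in KO (standard error 0.54, adjusted p = 0.300 from limma) and 2.32 in A537T (standard error 0.78, adjusted p = 0.305 from limma). Bcl2 (ENSMUSG00000057329.7) rose from 165 ± 11.3 to 292 ± 85.7 in KO and from 162 ± 10.9 to 265 ± 94.4 in A537T, by 0.78 and 0.64 on the log2 scale. Trp63 (ENSMUSG00000022510.14) rose from 108 ± 3.99 to 195 ± 83.4 in KO and from 108 ± 4.27 to 170 ± 34.5 in A537T, by 0.74 and 0.63. Hif3a (ENSMUSG00000004328.15) rose from 23.5 ± 6.16 to 59.2 ± 15.8 in KO and from 27.1 ± 7.18 to 51.0 ± 26.8 in A537T, by 1.30 and 0.77. The adjusted p from limma lay between 0.274 and 0.479 for these genes.

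Libraries 5AF and 8AF, in which seminal vesicle genes took no larger share than in WT, moved these values. Without 5AF the log2 fold changes in KO were 3.52 for Gldc, 1.04 for Bcl2 and 1.13 for Trp63, and without 8AF they were 3.31, 0.94 and 0.80 in A537T, each past the threshold. The lowest values in KO were 2.45 for Gldc, 0.61 for Bcl2 and 0.46 for Trp63, all without 4AF. In A537T the lowest were 1.81 for Gldc and 0.40 for Bcl2 without 9AF, and 0.51 for Trp63 without 7AF. Hif3a in KO was lower without 5AF, at 1.11, and 1.68 with the seminal vesicle score as covariate. Hif3a in A537T ranged from 0.40 without 9AF to 1.24 without 8AF. With the seminal vesicle score as covariate, Trp63 turned to -0.01 in KO and Hif3a to -0.10 in A537T, while Bcl2 kept 0.27 and 0.06 and Gldc 1.72 and 0.48. DESeq2 on the recovered reads, chosen after the data were seen, called Gldc in both lines and Hif3a in KO.

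**Figure D3:**
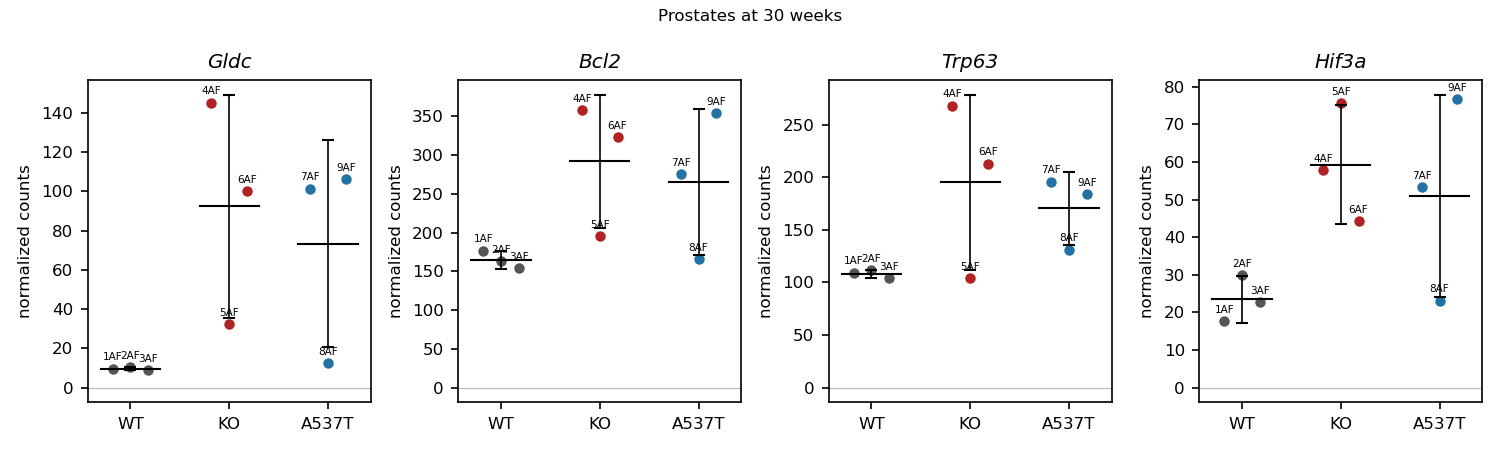
Normalized counts of Gldc, Bcl2, Trp63 and Hif3a in each library at 30 weeks by genotype, with bars at the mean ± SD of 3 libraries and WT values from the KO table. Gldc reached 145, 32.3 and 100 in the KO libraries and 101, 12.5 and 106 in the A537T libraries.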

Reduced miRNAs such as miR‐122‐5p and miR‐383‐5p/miR‐338‐3p correlated with an increase of mRNAs involved in cell transformation (*Gldc*; Liu *et al*, 2021), inhibition of apoptosis (*Bcl2*), prostate tumorigenesis (*Trp63*; Pignon *et al*, 2013) and hypoxia (*Hif3a*; Peng *et al*, 2022) in the KO and A537T mutant mice compared with controls (Fig 6E and F).

In the KO‐TRAMP and A537T‐TRAMP mice, elevated miRNAs resulted in reduction of prognostic markers of prostate cancer and metastasis, such as cysteine dioxygenase 1 (*Cdo1*; Meller *et al*, 2016) and tensin 1 (*Tns1*; Z. Zhu *et al*, 2020). The synergistic action of reduced miRNAs and increase in their target mRNAs, such as *Unc5c* (Latil *et al*, 2003), *Thsd4* (Wu *et al*, 2020), *Sparc* (de Oliveira‐Barros *et al*, 2021), *Runx1t1* (Kan *et al*, 2010) and *Pcdh17* (Costa *et al*, 2011), known to promote prostate cancer, may contribute further to the prostate lesions and tumours in the A537T‐TRAMP mice (Fig 6E). In the KO‐TRAMP mice, *Vcan* (with a role in cell adhesion and tumour progression; Ricciardelli *et al*, 1998) and *Myb* proto‐oncogene (Li *et al*, 2014) levels, that are markers of prostate metastasis (Edwards, 2012), were increased, which correlated with reduced miR‐669c‐5p, and reduction in miR‐676‐5p correlated with increased expression of insulin‐like growth factor‐1 (*Igf1*) that promotes cell growth and malignancy (Perry *et al*, 2017; Fig 6F). A notable difference between the two mutant TRAMP lines compared with the WT‐TRAMP mice was an increase in several different miRNAs that target semaphorin mRNAs (*Sema3a*, *c*, *5a* and *6a*) and *Nox4* and the reduced levels of their targets in the KO‐TRAMP mice (Fig 6F), which contrasts with reduced miRNAs that showed an increase in semaphorins and *Nox4* mRNA levels in the A537T‐TRAMP mice. This difference may account for the increased tumour formation in the prostates of the A537T‐TRAMP, where semaphorins and *Nox4* were increased, compared with the KO‐TRAMP mice, as these proteins can contribute to more invasive prostate cancer (Blanc *et al*, 2011; Roy *et al*, 2015; L*iu et al*, 2015a; Williamson *et al*, 2016; Peacock *et al*, 2018; Yin *et al*, 2021).

To identify the common mechanisms that drive dysplasia and tumorigenesis in the prostates of the mutant mice, we identified common miRNAs that were changed in both the KO and A537T or KO‐TRAMP and A537T‐TRAMP mice, and their mRNA targets. GO analyses identified the processes most affected by the miRNAs whose abundance was altered in common between the loss and mutation of ELAC2 (Appendix Fig S11). In the KO and A537T mice compared with controls, impaired mitochondrial function and translation led to prostate morphogenesis, development and inflammation (Appendix Fig S11A), consistent with the morphological and molecular defects identified in these mice. In the KO‐TRAMP and A537T‐TRAMP mice, the miRNA imbalance may lead to prostate cancer by upregulation of cell growth and immunometabolic pathways that promote tumour formation (Appendix Fig S11B). Together these findings indicate that ELAC2 can act as a rheostat maintaining a balance in pro‐ and anti‐tumorigenic miRNAs and when that balance is shifted by reduction or loss of ELAC2, the change in miRNA levels and consequent effects on their mRNA targets can drive tumorigenesis in the prostate.

### The *Elac2* variant contributes to prostate tumorigenesis by reducing the interaction of SFPQ and NONO with ELAC2

To understand whether changes in ELAC2 protein interactions can contribute to prostate tumorigenesis, we investigated the effects of the A537T mutation on the association of ELAC2 with other proteins compared with the wild‐type ELAC2 protein. Wild‐type ELAC2 or mutant A537T ELAC2 proteins were expressed with EGFP at their C‐termini, immunoprecipitated from prostate cancer LNCap cells and proteomic analyses were carried out to identify changes in associated proteins (Fig 7A and B, and Dataset EV6). The wild‐type or A537T mutant ELAC2 protein was most enriched, validating that they were effectively immunoprecipitated, along with nuclear and mitochondrial proteins involved in gene expression and metabolism, translation and cell organisation, including HSD17β10, a constituent of the 5′ tRNA processing machinery in mitochondria (Holzmann *et al*, 2008; Rackham *et al*, 2016; Fig 7A–C). Unexpectedly, we identified that ELAC2 associates with the splicing factor proline‐ and glutamine‐rich (SFPQ) and non‐POU domain containing octamer binding (NONO) proteins (Fig 7A) that can sequester mRNAs encoding mitochondrial proteins within the nuclear paraspeckles they form (Wang *et al*, 2018). The association of the mutant A537T ELAC2 with SFPQ and NONO was lowered by 2.3 and 2.5‐fold, respectively, compared with the wild‐type ELAC2 (Fig 7C), indicating that the mutation reduces the stability of their interaction. In addition, the A537T mutation altered the association of ELAC2 with the mitochondrial HSD17β10 enzyme. We identified the functional roles of proteins whose association was altered with the mutant ELAC2 protein (Fig 7C) and found that they regulate RNA and energy metabolism (Fig 7D), consistent with the processes that were most impaired in the mutant mice compared with controls. These findings suggest that reduced association of ELAC2 with nuclear coregulators, such as NONO and SFPQ, may induce transcriptional activation of tumorigenic pathways and predispose to prostate cancer. This is corroborated in the prostates of A537T mice, where proteins that were found to associate with the mutant ELAC2 protein (Fig 7A–C), had significantly altered levels, as did a range of proteins also involved in mitochondrial and RNA metabolism (Fig 7E). We conclude that defects in mitochondrial and nuclear tRNA processing can lead to inflammation in the prostate and with a second insult can predispose to prostate cancer (Fig 7F).

**Figure 7:**
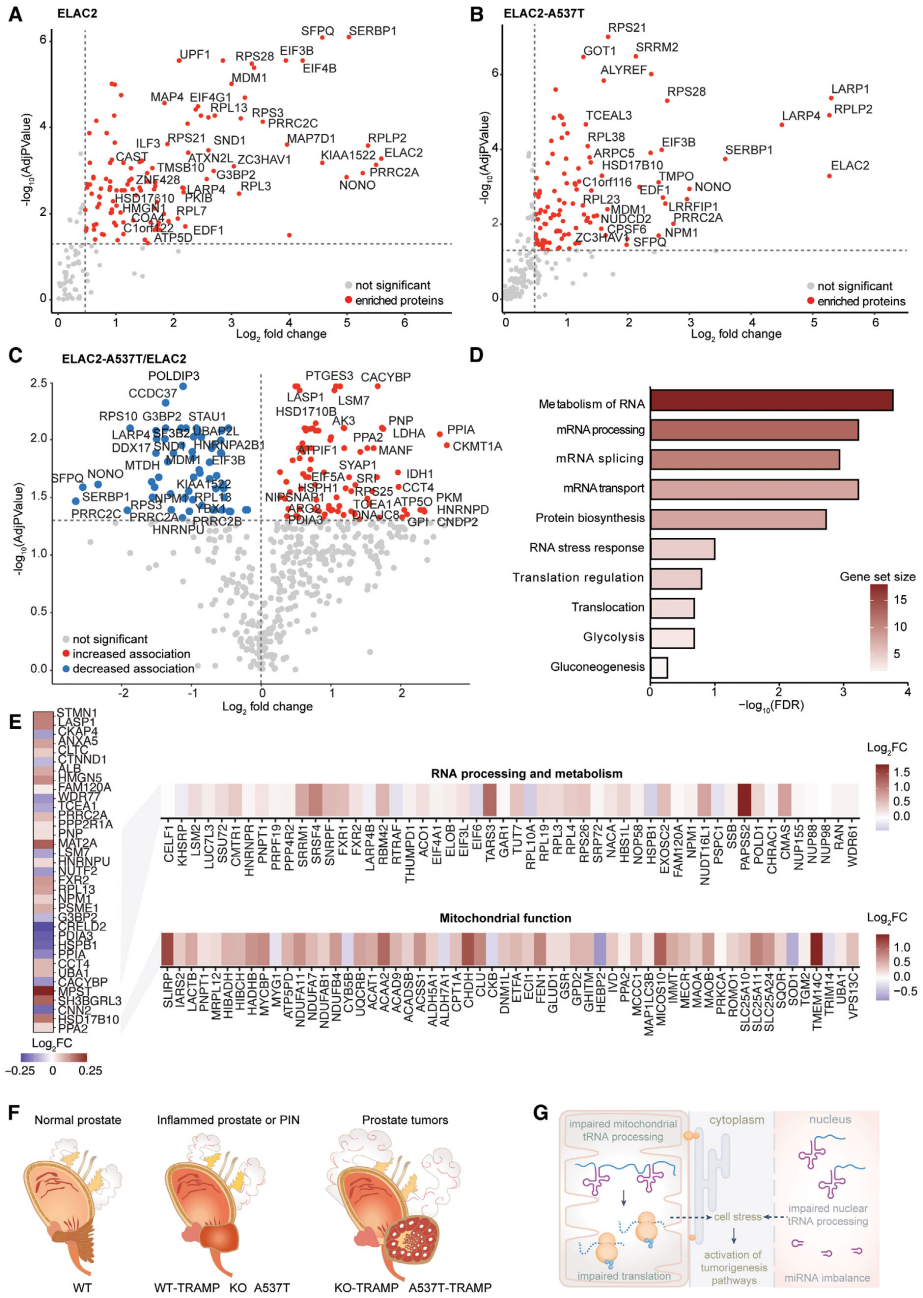
ELAC2 associates with NONO and SFPQ, and the A537T variant reduces their interaction A–CWT ELAC2‐EGFP or A537T ELAC2‐EGFP were expressed in LNCaP cells, and the associated proteins that immunoprecipitated with the EGFP antibody were detected by mass spectrometry. EGFP‐only protein was used as a control. Volcano plots are showing the enriched proteins with WT ELAC2 (A) and A537T ELAC2 (B) proteins and (C) shows the proteins that have reduced or increased association with A537T ELAC2. Volcano plots comparing Log_2_ fold change against the −log^10^ *P*‐value and significant (*P* < 0.05) enriched proteins are shown in red, and proteins with reduced association are shown in blue for three biologically independent experiments.DGene ontology processes associated with the proteins identified in (C). Bar graphs show log10 (FDR), and colour scale represents fold change for each process.ELevels of the proteins identified by immunoprecipitation detected by mass spectrometry in the prostates from A537T mice and proteins associated with MAPK signalling, RNA metabolism and mitochondrial function.FThe KO and A537T mice are physiological models of prostate inflammation and PIN formation, whereas the KO‐TRAMP and A537T‐TRAMP mice model the onset and progression of prostate cancer.GELAC2 regulates the levels of tRNAs and ncRNAs to maintain prostate health, reduction in ELAC2 impairs nuclear and mitochondrial tRNA processing and dysregulates ncRNAs levels activating their mRNA targets that potentiate inflammation, cell growth and aberrant morphogenesis.

## Discussion

The *ELAC2* gene was identified as a prostate cancer susceptibility gene more than two decades ago, but its mechanistic and physiological roles in prostate cancer development had not been explored until this work. Interestingly, different GWAS have reported contrasting findings about the predisposing impact of the *ELAC2* A541T variant to prostate cancer (Rebbeck *et al*, 2000; Suarez *et al*, 2001; Tavtigian *et al*, 2001; Vesprini *et al*, 2001; Wang *et al*, 2001; Xu *et al*, 2001), although none of the studies considered the presence of secondary somatic mutations that may be necessary for prostate tumorigenesis (Knudson, 1996). Therefore, we investigated the effects of the A537T variant *in vivo* and show that it can promote hyperplasia and inflammation of the prostate with age; however, it does not lead to prostate cancer in mice on its own (Fig 7F). Prostate cancer progression and metastasis in TRAMP mice resembles human prostate cancer progression and have been widely used to study prevention, treatment and metastasis (Jeet *et al*, 2010). The TRAMP oncogenic effects were greatly exacerbated by the A537T variant (Fig 7F), indicating that it increases the risk of prostate cancer and promotes malignancy in the prostate. It would be of significant interest to revisit GWAS cohorts to identify secondary oncogenic mutations in patients with *ELAC2* variants to identify potential epistatic regulators of prostate cancer.

Mutations in *ELAC2* or deletion of the mouse *Elac2* in the heart lead to cardiomyopathies due impaired 3′ tRNA processing that causes loss of mature tRNAs required for translation, consequently resulting in protein synthesis defects and energy dysfunction (Haack *et al*, 2013; Siira *et al*, 2018). Our transcriptomic and proteomic analyses revealed that prostate‐specific deletion or mutation of *Elac2* also impaired nuclear and mitochondrial tRNA processing in the prostate. Impaired RNA metabolism resulted in potentiation of tumorigenic cell growth and differentiation via mitochondrial dysfunction and activation of immunometabolic pathways in the prostates with reduced ELAC2 activity. In addition to mitochondrial RNA processing, *ELAC2* has been shown to be essential for the processing of nuclear pre‐tRNAs and also the balanced production of miRNAs, which are important for the regulation of gene expression (Siira *et al*, 2018). miRNAs have a range of mRNAs targets (Iorio & Croce, 2017), and consequently, specific miRNAs can predispose to or protect against cancer. In the A537T mice, we identified specific sets of miRNAs that target mRNAs which in turn drive immune and innate stress responses stimulating cell growth with tumorigenic potential, and when coupled with the oncogenic driver on the TRAMP background contribute to prostate cancer development (Fig 7G). Although we identified similar gene expression networks in the KO mice, we also identified unique miRNAs that were altered in the absence of ELAC2 and targeted mRNAs that countered the tumorigenicity, possibly explaining the less invasive tumour formation in the KO‐TRAMP mice compared with the A537T‐TRAMP mice.

We identified that the ELAC2 protein associates with SFPQ and NONO and that the A537T variant reduces the stability of this interaction. NONO and SFPQ are RNA‐binding proteins that have been shown to play a role in telomere stability (Petti *et al*, 2019), intron splicing (Stagsted *et al*, 2021) and as coregulators of androgen receptor‐mediated transcription (Kuwahara *et al*, 2006). Reduction of NONO and SFPQ has been shown to cause telomere instability and increased replication defects (Petti *et al*, 2019), suggesting that the reduced levels of these proteins in the mutant TRAMP mice may be one of the consequences of impaired nuclear RNA processing that can potentiate or contribute to tumorigenesis in the prostate. It is also possible that reduction in NONO and SFPQ can lead to intron retention, which has been implicated in aggressive prostate cancer (Stagsted *et al*, 2021). The fact that NONO/SFPQ, which can regulate both nuclear and, indirectly, mitochondrial gene expression, are co‐regulated via a physical association with ELAC2, that directly controls gene expression in both compartments, is intriguing and highlights an emerging network that exists to balance the functions of these two organelles.

We have established new and physiologically relevant models of prostate tumorigenesis and cancer that can be used for drug screens and therapeutic development in future or combined with other models to investigate modulators of prostate cancer. In addition, we mechanistically validate the predisposing risk of the A541T variant in *ELAC2* for prostate cancer, opening the way to screen for this variant in the human population along with other oncogenic mutations that can cause or predispose to prostate cancer.

## Materials and Methods

### Animals and housing

*ELAC2 Pb*‐Cre (KO) and *ELAC2* Ala537Thr (A537T) mice on a C56NL/6N background were generated by the Monash Genome Modification Platform (MGMP, part of the Australian Phenomics Network (APN), Monash University, Melbourne, Australia) and breed with homozygous TRAMP mice to generate homozygous KO/heterozygous TRAMP and homozygous A537T/heterozygous TRAMP mice. Male age‐ and littermate‐matched (10‐ and 30‐week‐old) WT, WT‐TRAMP, knockout (KO/KO‐TRAMP) and point mutation (A537T/A537T‐TRAMP) mice were housed in standard cages (45 × 29 × 12 cm) under a 12‐h light/dark schedule (lights on 7 a.m. to 7 p.m.) in controlled environmental conditions of 22 ± 2°C and 50 ± 10% relative humidity. Mice were fed a normal chow diet (Rat and Mouse Chow, Specialty Feeds, Perth, Australia). Food and water were available ad libitum. This study was approved by the Animal Ethics Committee of the UWA and performed in accordance with Principles of Laboratory Care from the NHMRC *Australian code for the care and use of animals for scientific purposes*, 8^th^ Edition 2013 (RA/3/300/129).

### Prostate dissection

Individual prostate lobes were dissected as described previously by Zingiryan *et al* (2017). Briefly, an OPMI 6‐SFC Universal Microscope (Zeiss) was used to remove each prostate lobe to isolate high quality and pure tissue. Upon removal of the urogenital system from the sacrificed animal, all tissue was completely submerged in PBS. The seminal vesicles, bladder, urethra and surrounding connective or adipose tissue were removed, and then, the individual ventral, lateral, anterior and dorsal lobes were dissected and frozen in liquid nitrogen.

### Mitochondrial isolation

Mitochondria were isolated from homogenised whole prostates (seminal vesicles, bladder and urethra removed) and purified by differential centrifugation as described previously (Perks *et al*, 2017) with some modifications. Prostate homogenates were centrifuged at 1,000 *g* for 5 min at 4°C, the supernatant was retained, and pellet was resuspended and centrifuged at 1,000 *g* for 5 min at 4°C before both supernatants were pooled and centrifuged at 10,000 *g* for 10 min at 4°C. The mitochondrial pellet was washed twice in 250 mM sucrose, 5 mM Tris, 1 mM EGTA, pH 7.4, and mitochondrial protein concentration was quantified using the bicinchoninic acid (BCA) assay.

### Immunoblotting

Specific proteins were detected using rabbit monoclonal antibodies against ELAC2 (10071‐AP and PA5‐96587) and HSP60 (ab137706). All primary antibodies were diluted 1:1,000 using the Odyssey blocking buffer (LI‐COR). IR Dye 800CW Goat Anti‐Rabbit IgG or IR Dye 680LT Goat Anti‐Mouse IgG (LI‐COR) secondary antibodies (diluted 1:10,000) were used, and the immunoblots were visualised and quantified using the Odyssey Infrared Imaging System (LI‐COR).

### Reverse‐phase protein arrays

Prostate homogenates were prepared from the anterior and dorsal lobes of 10‐ and 30‐week‐old WT, WT‐TRAMP, KO, KO‐TRAMP, A537T and A537T‐TRAMP mice using a bead beater in 150 μl of CLB1 lysis buffer (7 M urea, 2 M thiourea, 4% (w/v) CHAPS, 1% (w/v) dithiothreitol, 4 mM spermidine, 2% (w/v) pharmalyte, pH 3–10) containing EDTA‐free Complete protease inhibitor and PhosSTOP (Roche). The tissue homogenate protein concentration was quantified using the Bradford assay, and 2 mg/ml of sample was sent to the Victorian Centre for Functional Genomics (VCFG (Melbourne, Australia)) for reverse‐phase protein array (RPPA) analysis as described by Dawson & Carragher, 2014 and Yamada, 2014.

### RNA sequencing and analyses

RNA was isolated from the ventral and lateral prostate lobes as recommended by Zingiryan *et al* (2017), using the miRNeasy Mini kit (Qiagen) incorporating an on‐column RNase‐free DNase digestion to remove all DNA. RNA sequencing was performed on total prostate RNA from three of each control (WT or TRAMP) and the four mutant mouse lines by the Australian Genomic Research Facility (AGRF, Melbourne, Australia). Sequencing was performed using the Illumina NovaSeq platform, according to the Illumina TruSeq RNA protocol and as we have done previously (Rudler *et al*, 2019). Sequenced reads were trimmed with Trim Galore (Krueger Felix, 2012) (0.4.1) using cutadapt (Martin, 2011) (1.18) (with parameters: ‐‐paired ‐‐fastqc). Trimmed reads were aligned to the mouse genome downloaded from GENCODE (GRCm38.p6, primary assembly) masked for nuclear mitochondrial sequences with the vM24 GENCODE mouse gene annotation using STAR (Dobin *et al*, 2013) (v2.7.3a) with custom mitochondria annotations. The transcriptome alignments produced by STAR were quantified with Salmon (Patro *et al*, 2017) (‐l ISR ‐‐seqBias ‐‐gcBias) against a transcriptome FASTA file produced from the GENCODE gene annotation and genome sequence with gffread (Pertea & Pertea, 2020). The output files were imported into R (3.6.3) (https://www.R‐project.org) with tximport (1.14; Soneson *et al*, 2015) and were analysed for differential expression against wild types with DESeq2 (1.26) (Love *et al*, 2014) using apeglm (1.8.0) (A. Zhu *et al*, 2019) for effect size shrinkage estimation.

### miRNA sequencing and analyses

Sequencing was performed using the Illumina NovaSeq platform, using the Illumina miRNA‐Seq RNA‐Seq protocol according to the manufacturer's instructions. Paired‐end sequenced reads were merged, removing adapters, with BBMerge (Bushnell *et al*, 2017; adapter = default mininsert = 18 mininsert0 = 18 k = 31 ecct). Merged reads were mapped (‐e ‐h ‐I ‐j ‐m ‐q) and quantified (‐W) with mirDeep2 v0.1.3 (Friedländer *et al*, 2012) against the GRCm38 mouse genome and mirBase (Kozomara *et al*, 2019) mouse release 22.1 mature and precursor miRNA sequences. Duplicate entries in the miRNA count table were summed and miRNAs with unique names but identical sequences were also summed under a merged miRNA name, to ensure that each unique miRNA sequence was represented only once in the count table. Differential expression changes were tested with DESeq2 (Love *et al*, 2014), using the apeglm (Zhu *et al*, 2019) shrinkage estimator.

### miRNA‐mRNA correlation

A complete list of all known *Mus musculus* mRNA transcripts was obtained from Ensembl database GRCm39 (accession date: 19 April 2021) and matched to their corresponding targeting miRNAs as obtained from miRDB 6.0 (Chen & Wang, 2020) using MirTarget (Liu & Wang, 2019) to predict mRNA targets (accession date: 19 April 2021) retrieving miRNA names linked to Genbank accession numbers. Each Genbank accession number was then related to an Ensembl ID corresponding to an mRNA target via its mouse genome identifiers (MGI) obtained from the Mouse Genome Database (Bult *et al*, 2019). The resultant matches were recorded such that each mRNA transcript was associated with *n* miRNA transcripts that are known to target that mRNA transcript according to the source data. Each mRNA/miRNA pair was then searched for in the experimental datasets using Python 3.8 scripts with corresponding log2 fold change and abundance values being retrieved for analysis and investigation.

### Small RNA sequencing

Sequencing was performed on the Illumina NovaSeq platform, using the Perkin Elmer small RNA‐Seq protocol according to the manufacturer's instructions. Sequenced reads were trimmed with Trim Galore (v0.6.7; Krueger Felix, 2012) using cutadapt (v4.1; Martin, 2011; with parameters: ‐‐paired ‐‐fastqc). Mapping of tRNA reads was performed following Hoffmann *et al*, 2018. Briefly, an artificial mouse genome was generated from the mouse genome downloaded from GENCODE (ftp://ftp.ebi.ac.uk/pub/databases/gencode/Gencode_mouse/release_M31/gencode.vM31.primary_assembly.annotation.gtf.gz on 16 December 2022). The 3′ and 5′ genomic flanking regions of 50 nt in length for each tRNA gene were extracted and added to the mature tRNA sequences (GRCm39, downloaded from gtRNAdb on 16 December 2022) to simulate premature tRNA. These sequences were added as additional chromosomes to the artificial genome and were masked within the genomic regions using BEDTools (v2.30.0; Hoffmann *et al*, 2014). A mature tRNA genome was obtained from gtRNAdb and appended to contain 3′ CCA tails. Trimmed reads were aligned against the artificial mouse genome using Segemehl (v0.3.4; Hoffmann *et al*, 2014) with parameters allowing a minimal accuracy of 80% to accommodate for mismatches induced by the modification heavy tRNAs (parameters: ‐E 500 ‐D 3 ‐A 80 ‐M 1000 ‐H 1). Aligned reads were then filtered to extract reads that aligned to premature tRNA 3′ or 5′ flanking extensions with samtools (v1.16.1; Danecek *et al*, 2021). Unprocessed tRNA reads were then realigned against an unprocessed tRNA library containing tRNA genes with 50 nt extensions as individual chromosomes with Segemehl, requiring a higher mapping accuracy this round (parameters: ‐E 500 ‐D 3 ‐A 85 ‐M 1000 ‐H 1). Paired‐end read fragment coverage was calculated with deepTools (v3.5.1)^113^ and visualised in R (v4.2.1; RCoreTeam, 2016).

### Gene ontology

Differentially expressed transcripts identified from transcriptomic analyses were summarised by biological process gene ontologies using DAVID's (Huang *et al*, 2007) statistical overrepresentation test. Resulting GO lists were condensed and bubble plots generated using REVIGO (Supek *et al*, 2011) with allowed similarity set to small. Significant (FDR < 0.05) proteomics results were summarised by Reactome pathways with DAVID, and resulting pathways were considered enriched at FDR < 0.05. Gene list redundancies that occur as part of gene ontology analyses were reduced using a custom script in R (RCoreTeam, 2016), removing duplicates and keeping ontologies based on those with the highest FDR. Comparisons between Reactome pathways of KO and WT, A537T and WT, KO‐TRAMP and WT‐TRAMP and A537T‐TRAMP and WT‐TRAMP at 10 and 30 weeks were performed and sorted by FDR. From these changes, we visualised the top 20 significant pathways that were in common or different between the KO and A537T lines or KO‐TRAMP and WT‐TRAMP lines.

### Tissue homogenate preparation

Anterior and dorsal lobes of mouse prostates were incubated in 200 μl of CLB1 buffer containing EDTA‐free Complete protease inhibitor (Roche) for 30 min at room temperature. The samples were homogenised using a bead beater, and the homogenates were clarified at maximum speed in a benchtop centrifuge for 5 min at room temperature. The previous steps were repeated until a clear tissue homogenate was produced. The tissue homogenate protein concentration was quantified using the Bradford assay.

### Proteomics

Tissue homogenates were mixed 1:1 with lysis buffer (10% SDS with 5,100 mM Tris) to achieve samples containing 200 μg of protein and digested using the S‐trap micro columns as per the manufacturer's instructions with some modifications. Briefly, dithiothreitol was added to a final concentration of 20 mM and incubated at 70°C for 60 min. Proteins were alkylated by adding iodoacetamide to a final concentration of 40 mM and incubating at room temperature in the dark for 30 min. Proteins were acidified with 2.5 μl of 12% phosphoric acid and diluted with 165 μl of binding buffer (90% methanol, 100 mM final Tris). Samples were added to the S‐Trap Micro Spin columns (Protifi) by centrifugation at 4,000 *g* for 30 s and then subsequently washed three times by successively loading 150 μl of binding buffer and centrifuging at 4,000 *g* for 30 s. Digestion was achieved by adding 1 μg sequencing‐grade trypsin (Promega) and 25 μl of 50 mM ammonium bicarbonate and incubating overnight at 37°C. Peptides were eluted by successively adding 40 μl of 5% acetonitrile in 0.1% formic acid, 40 μl of 50% acetonitrile in 0.1% aqueous formic acid and 40 μl of 75% acetonitrile in 0.1% formic acid with a 30 s centrifugation step at 4,000 *g* between the addition of each elution buffer. The eluants were pooled, dried in a vacuum centrifuge and resuspended in 20 μl of buffer A (0.1% formic acid).

Samples were analysed using a Thermo Fisher Scientific Ultimate 3000 RSLC UHPLC and a Q‐Exactive HF mass spectrometer. Samples were injected on a reverse‐phase PepMap 100 C18 trap column (5 μm, 100 Å, 300 μm i.d. × 5 mm) at a flow rate of 15 μl/min. After 3.0 min, the trap column was switched in line with a Waters nanoEase M/Z Peptide CSH C18 resolving column (1.7 μm, 130 Å, 300 μm i.d. × 100 mm) and the peptides were eluted at a flow rate of 3 μl/min using buffer A (0.1% formic acid) and buffer B (80% acetonitrile in 0.1% formic acid) as the mobile phases. The gradient consisted of 8–2,410% B for 0 to 6 min, 10–24% B from 6 to 43 min, 24–40% B from 43–51 min, 40–95% B from 51–57 min, followed by a wash, a return of 8% buffer B and equilibration prior to the next injection. The mass spectra were obtained in DIA mode with an MS1 resolution of 120,000, automatic gain control target at 3 × 10^6^, maximum injection time at 200 ms and scan range from 400–1,100 m/z. DIA spectra were recorded at resolution 30,000 and an automatic gain control target of 2 × 10^5^. The 70 isolation windows were 10 m/z each from mass 405–1,095.

Data analysis was performed with Spectronaut version 15 (15.2.210819.50606) using direct DIA analysis and default settings. Briefly, spectra were searched against the *Mus musculus* proteome database from UniProt (Proteome ID UP000000589, downloaded 14/04/2020) with carbamidomethylation set as a fixed modification and methionine oxidation and N‐terminal acetylation as variable with 1% false discovery rate cut‐offs at the peptide spectral match, peptide and protein group levels. Quantitation was performed at the MS2 level with Q‐value data filtering and cross‐run normalisation with Q‐complete row selection.

### Histology

Fresh sections of the prostate tissue were frozen in optimal cutting temperature (OCT) medium or fixed in 10% neutral buffered formalin and then embedded in paraffin wax, sectioned in 5 μm to 10 μm sections and stained with haematoxylin and eosin. Images were acquired using a Nikon Ti Eclipse inverted microscope using Nikon 4×/10×/20× objectives (Richman *et al*, 2015; Perks *et al*, 2018; Rudler *et al*, 2019). Samples were scored based on the grading scheme developed by Suttie *et al* (2003) with additional categories added: tumour development, metastasis, lobe recognition, stroma changes, nuclei disarray and inflammatory infiltration, to adapt grading to the low‐grade phenotype of Elac2 KO and A537T mutation and the exacerbate phenotype of TRAMP‐KO and TRAMP‐A537T.

### Blood analysis

Differential cell counts were performed on blood from cardiac punctures using a Hemavet HV950FS blood analyser (Drew Scientific, Waterbury, CT), calibrated using the Multi‐Trol Control Mouse standard (ELITech Group).

### Immunoprecipitation

LNCap cells (ATCC, CRL‐1740) were cultured at 37°C with 5% CO_2_ air in Roswell Park Memorial Institute (RPMI) 1640 medium supplemented with 10% fetal bovine serum (FBS). Authenticity was confirmed by STR profiling. Cells were tested and confirmed negative for mycoplasma contamination. Cells were transfected with *ELAC2* wild‐type or *ELAC2* A541T with EGFP fused to the C‐termini using FuGene (Promega) and incubated for 72 h prior to lysis in 260 mM sucrose, 100 mM KCl, 20 mM MgCl_2_, 10 mM Tris–HCl (pH 7.5), 1% digitonin and complete EDTA‐free protease inhibitor cocktail for 30 min at 4°C. Lysates were incubated with GFP‐Trap Dynabeads (Chromotek) for 2 h at 4°C. Beads were washed in digitonin‐wash buffer (same components as lysis buffer except with 0.1% digitonin), washed again in wash buffer without digitonin and then partially digested in 50 mM Tris–HCl pH 7.5, 1 mM TCEP and 5 mM CAA supplemented with 75 ng Sequencing Grade Modified Trypsin (Promega) for 30 min at room temperature. The beads were removed using DynaMag‐2 magnet (Invitrogen), and eluates were incubated at 37°C overnight for complete digestion followed by preparation for label‐free mass spectrometry.

### Statistical analyses

Values are means ± SD of biological replicates. Two‐way Student's *t*‐test was used for most analyses assuming normal distribution unless otherwise stated, there was no blinding of data, biological replicates were used for all experiments, and the sample size is included in the Figure legends. Randomisation was not carried out, and no animals were excluded from the analyses.

## Author contributions

**Maike Stentenbach:** Data curation; formal analysis; validation; investigation; writing – original draft; writing – review and editing. **Judith A Ermer:** Formal analysis; validation; investigation; writing – review and editing. **Danielle L Rudler:** Data curation; formal analysis; validation; investigation; visualization; writing – review and editing. **Kara L Perks:** Formal analysis; validation; visualization. **Samuel A Raven:** Data curation; formal analysis; validation; visualization; methodology; writing – review and editing. **Richard G Lee:** Data curation; validation; visualization; writing – review and editing. **Tim McCubbin:** Data curation; formal analysis; validation; investigation; methodology; writing – review and editing. **Esteban Marcellin:** Resources; supervision; writing – review and editing. **Stefan J Siira:** Data curation; formal analysis; validation; investigation; visualization; methodology; writing – review and editing. **Oliver Rackham:** Conceptualization; resources; formal analysis; supervision; funding acquisition; validation; investigation; visualization; methodology; writing – review and editing. **Aleksandra Filipovska:** Conceptualization; resources; data curation; formal analysis; supervision; funding acquisition; validation; investigation; visualization; methodology; writing – original draft; writing – review and editing.

## Disclosure and competing interests statement

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Dataset EV3 Click here for additional data file.

Dataset EV4 Click here for additional data file.

Dataset EV5 Click here for additional data file.

Dataset EV6 Click here for additional data file.

Source Data for Figure 1 Click here for additional data file.

Source Data for Figure 2 Click here for additional data file.

Source Data for Figure 3 Click here for additional data file.

## Data Availability

Genomic data are deposited to the Gene Expression Omnibus (GEO) as GSE201184 are publicly available and the mass spectrometry proteomics data have been deposited to the ProteomeXchange (http://proteomecentral.proteomexchange.org) PXD033891 via the PRIDE partner repository.

# Supplementary material for: Multi‐omic profiling reveals an RNA processing rheostat that predisposes to prostate cancer
**Source:** EMBO Mol Med. 2023 Apr 24;15(6):e17463. doi: 10.15252/emmm.202317463
**Supplement:** Supplementary file 1 — Appendix

## Appendix

### **Multi-omic profiling reveals an RNA processing rheostat that predisposes to prostate cancer**

Maïke Stentenbach<sup>1,2,3</sup>, Judith A. Ermer<sup>1,2,3</sup>, Danielle L. Rudler<sup>1,2,3</sup>, Kara L. Perks<sup>1,2,3</sup>, Sam Raven<sup>1,2,3</sup>, Richard G. Lee<sup>1,2,3</sup>, Timothy McCubbin<sup>4</sup>, Esteban Marcellin<sup>4</sup>, Stefan J. Siira<sup>1,2,3</sup>, Oliver Rackham<sup>1,2,5,6,7</sup> and Aleksandra Filipovska<sup>1,2,3,7†</sup>

## TABLE OF CONTENTS

**Pages 3,4. Appendix Figure S1 related to Figure 1.** Sequencing confirms the presence of the *ELAC2* mutations.

**Pages 5,6. Appendix Figure S2 related to Figure 2.** The effects of the *ELAC2* A537T variant in the prostates from 10-week-old mice.

**Pages 7,8. Appendix Figure S3 related to Figure 3.** The *ELAC2* A537T variant on the TRAMP background leads to increased proliferation and tumorigenesis in the prostate.

**Pages 9,10. Appendix Figure S4 related to Figure 4.** Loss or reduction of *ELAC2* leads to nuclear precursor tRNA accumulation.

**Page 10. Appendix Figure S5 related to Figure 4.** Differential gene expression changes in 10-week-old mice.

**Page 11. Appendix Figure S6 related to Figure 5.** Proteome changes identify the same processes in the mutant lines at 10 weeks.

**Pages 12,13. Appendix Figure SFigure 7 related to Figure 5.** Proteome changes identify the different processes in the mutant lines.

**Pages 14,15. Appendix Figure S8 related to Figure 5.** Changes in the prostate mitoproteomes of 10-week-old mice.

**Pages 16,17. Appendix Figure S9 related to Figure 5.** Changes in the prostate mitoproteomes of 30-week-old mice.

**Pages 18,19. Appendix Figure S10 related to Figure 6.** MiRNA changes in the mutant relative to control mice.

**Pages 19,20. Appendix Figure S11 related to Figure 6.** GO processes of the dysregulated miRNA targets.

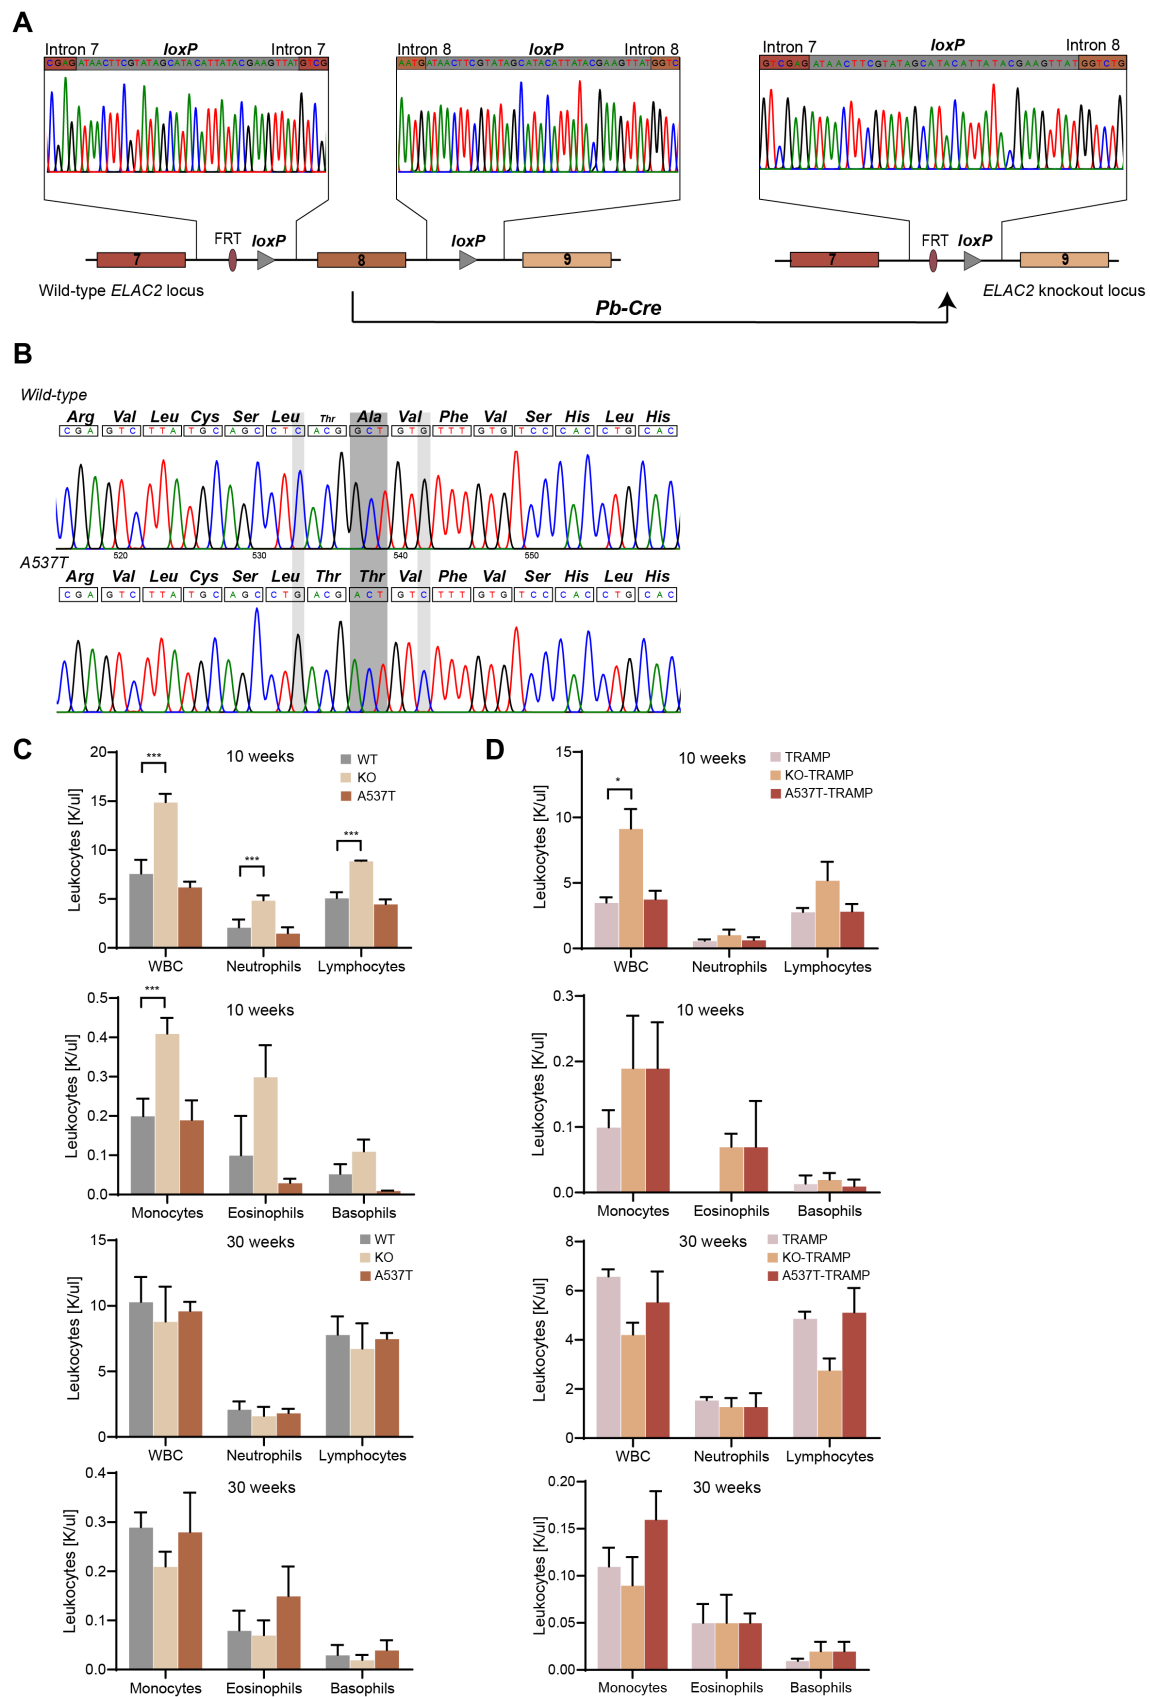

Appendix Figure S1. Sequencing confirms the presence of the *ELAC2* mutations.

(A) Sanger sequencing of genomic DNA from a homozygous *ELAC2* A537T confirmed the mutation in the prostate.

(B) Sanger sequencing of genomic DNA confirmed the homozygous *ELAC2* deletion in the prostate.

(C) Hemavet results for 10- and 30-week-old WT, KO, A537T and TRAMP, TRAMP-KO and TRAMP-A537T mice (n=5). WBC \*\*\*  $p = 0.0007$ , neutrophils \*\*\*  $p = 0.001$ , lymphocytes \*\*\*  $p = 0.006$ , monocytes \*\*\*  $p = 0.003$ , compared with WT for KO mice and WBC \*  $p = 0.03$  by two-tailed Student's *t*-test.

(D) Hemavet results for 10- and 30-week-old WT-TRAMP, KO-TRAMP and A537T-TRAMP mice (n=5 of each line and time point).

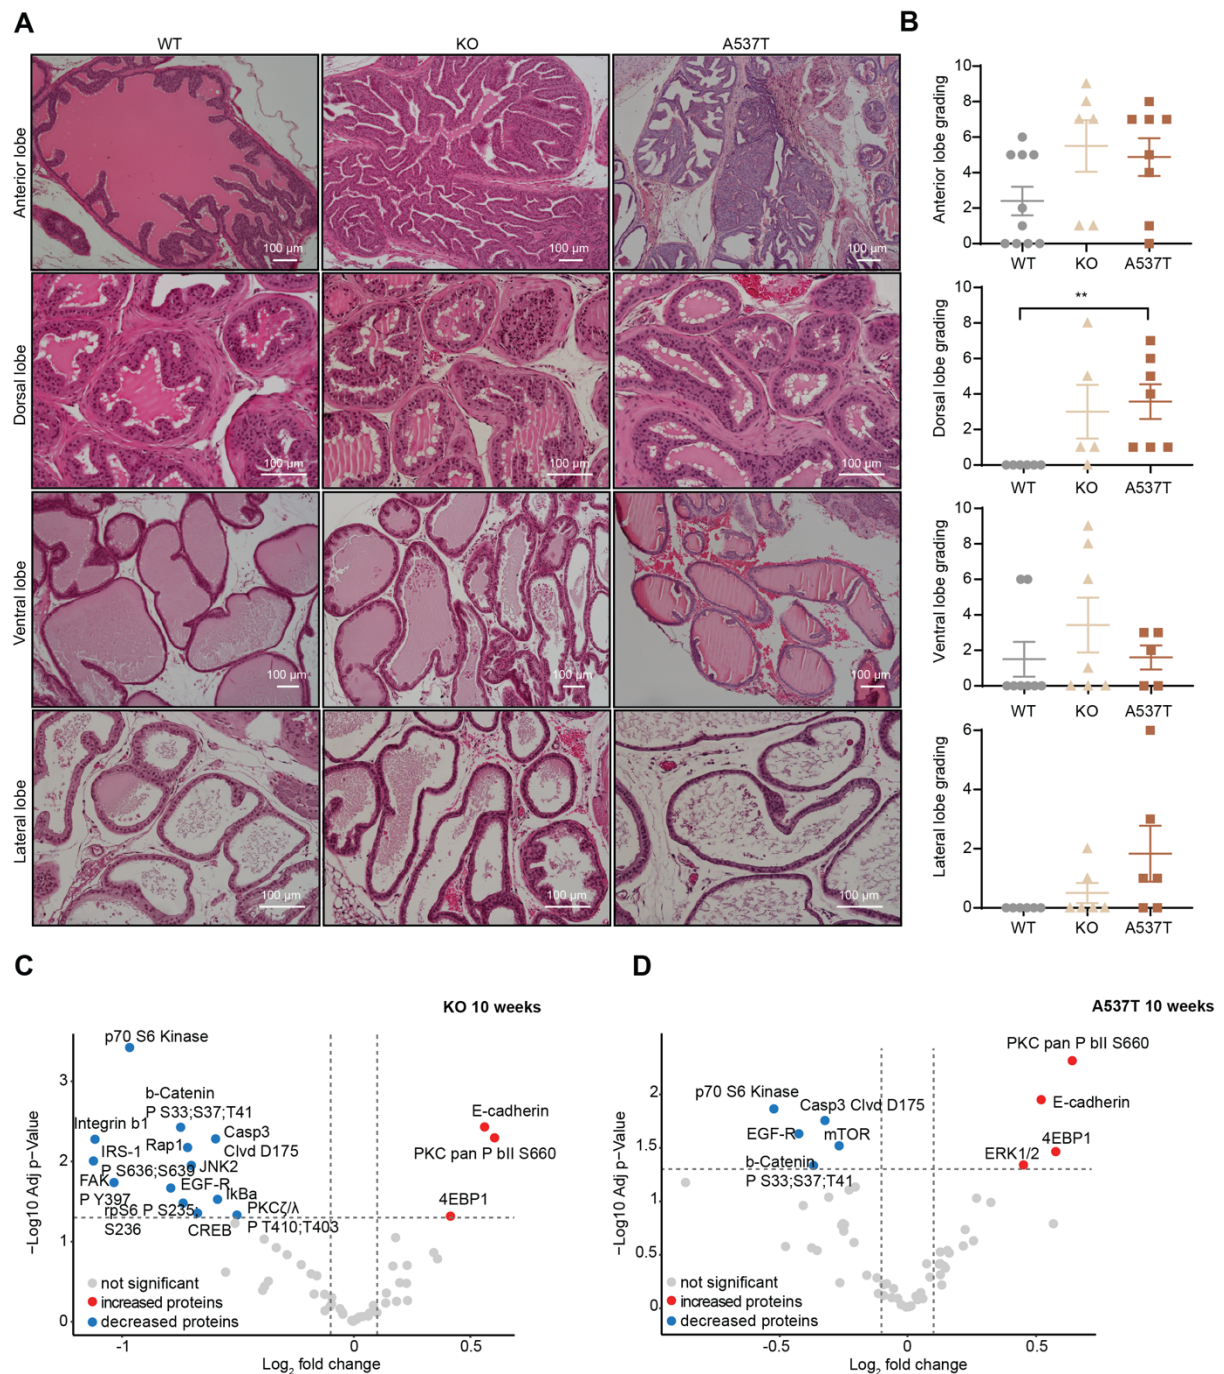

**Appendix Figure S2. The effects of the *ELAC2* A537T variant in the prostates from 10-week-old mice.**

(A) Representative images of anterior, dorsal, ventral and lateral lobe sections from 10-week-old *ELAC2* WT (n=7), KO (n=7) and A537T (n=5) mice. 5  $\mu$ m sections of each lobe were cut and stained with haematoxylin and eosin.

(B) Histological changes were scored according to Suttie *et al.* with additional categories added to the scoring system (described in the methods). \*\*  $p = 0.0062$  compared with WT by two-tailed Student's t-test.

(C) Reverse protein phase array (RPPA) showing the protein changes in 10-week-old KO mice compared to WT mice.

(D) RPPA results for 10-week-old A537T mice compared with WT mice. Volcano plots in (C) and (D) comparing Log<sub>2</sub> fold changes against the  $-\log^{10}$  p-value of five mice for each genotype. Significantly ( $p < 0.05$  and FC above 1) increased proteins are shown in red and significantly decreased proteins are shown in blue.

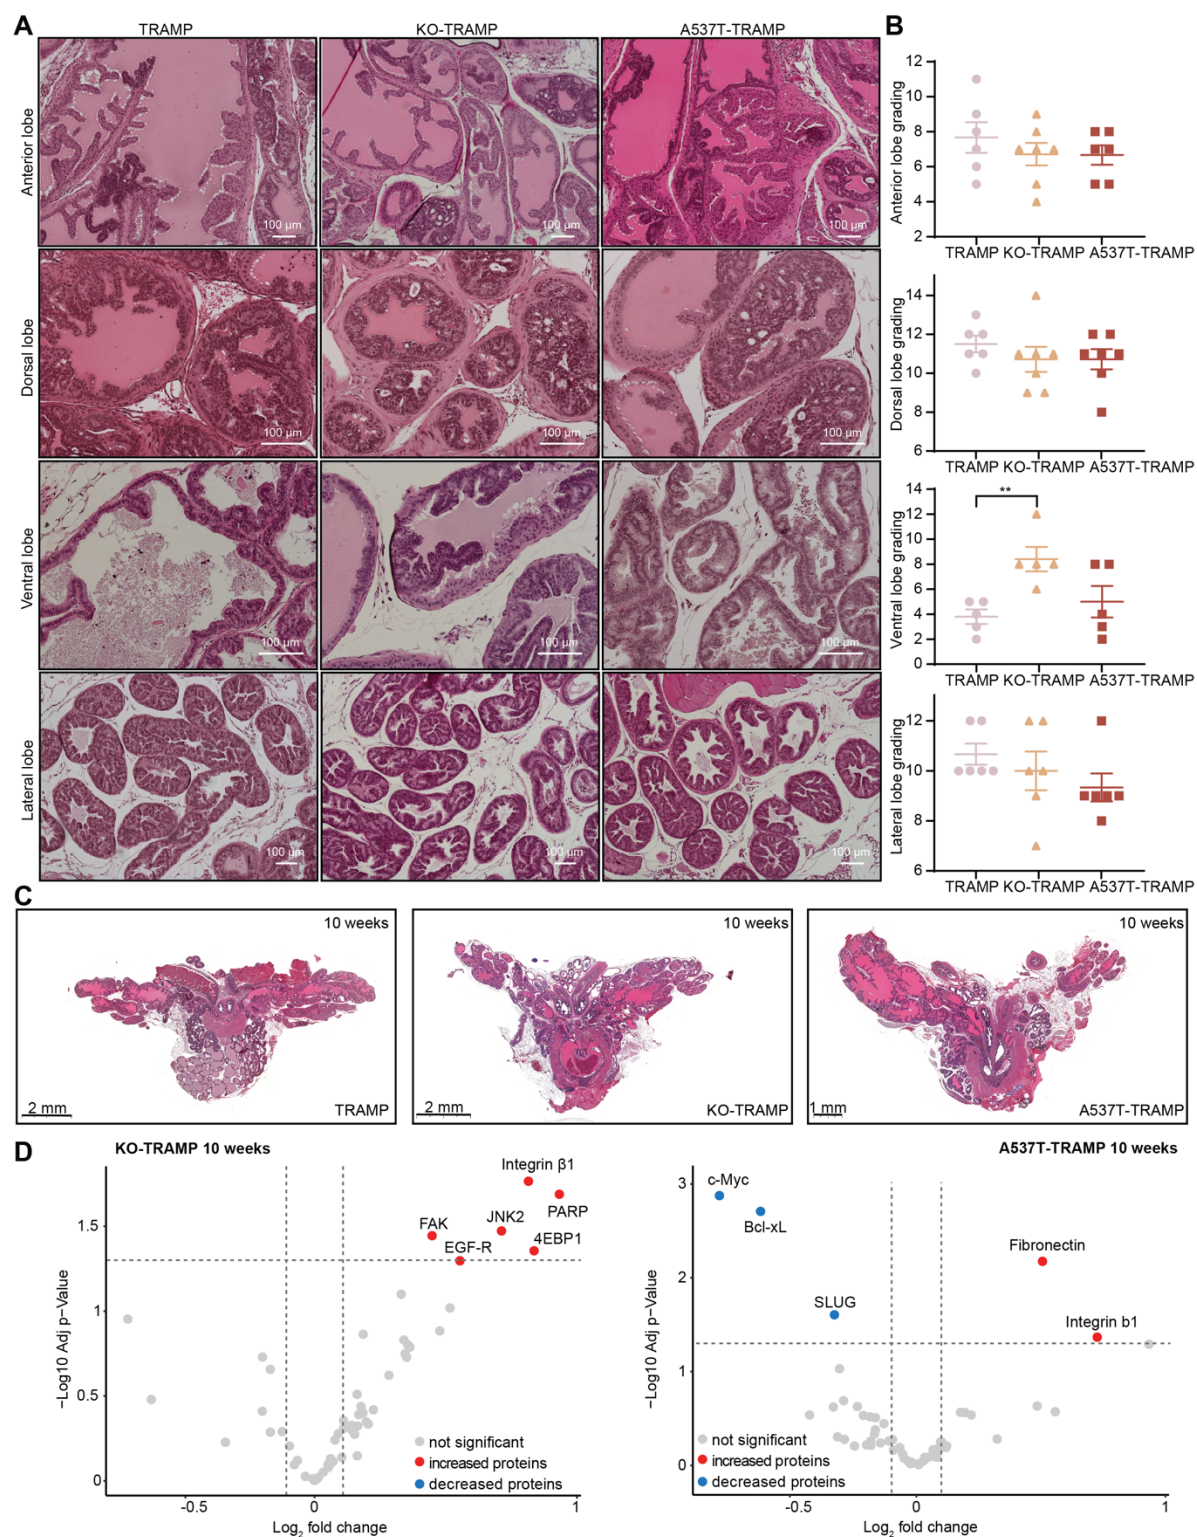

**Appendix Figure S3. The *ELAC2* A537T variant on the TRAMP background leads to increased proliferation and tumorigenesis in the prostate.**

(A) Representative images of anterior, dorsal, ventral and lateral lobe sections from 10-week-old WT-TRAMP, KO-TRAMP and A537T-TRAMP mice (n=5). 5  $\mu$ m sections of each lobe were cut and stained with haematoxylin and eosin.

(B) Histological changes scored according to Suttie et al. with additional categories. \*\*  $p = 0.0038$ , compared with WT-TRAMP by two-tailed Student's t-test.

(C) Representative histological images of complete prostate sections from 10-week-old WT-TRAMP, KO-TRAMP and A537T-TRAMP showing the prominent tumours (black arrows) in the mutant strains compared to the WT-TRAMP mice.

(D) Reverse protein phase array (RPPA) results for 10-week-old KO-TRAMP mice (n=5) compared with WT-TRAMP mice (n=5).

(E) RPPA results for 10-week-old A537T-TRAMP mice (n=4) compared with WT-TRAMP mice (n=3). Volcano plots comparing Log<sub>2</sub> fold changes against the  $-\log^{10}$  p-value of five mice for each genotype. Significantly ( $p < 0.05$  and FC above 1) increased proteins are shown in red and significantly decreased proteins are shown in blue.

**Appendix Figure S4 related to Figure 4. Loss or reduction of ELAC2 leads to nuclear precursor tRNA accumulation.** The median relative abundance (normalized counts) of precursor tRNA mapping reads was calculated as  $\log_2$  fold difference between control and KO or A437T mutant mice (n = 3 of each genotype).

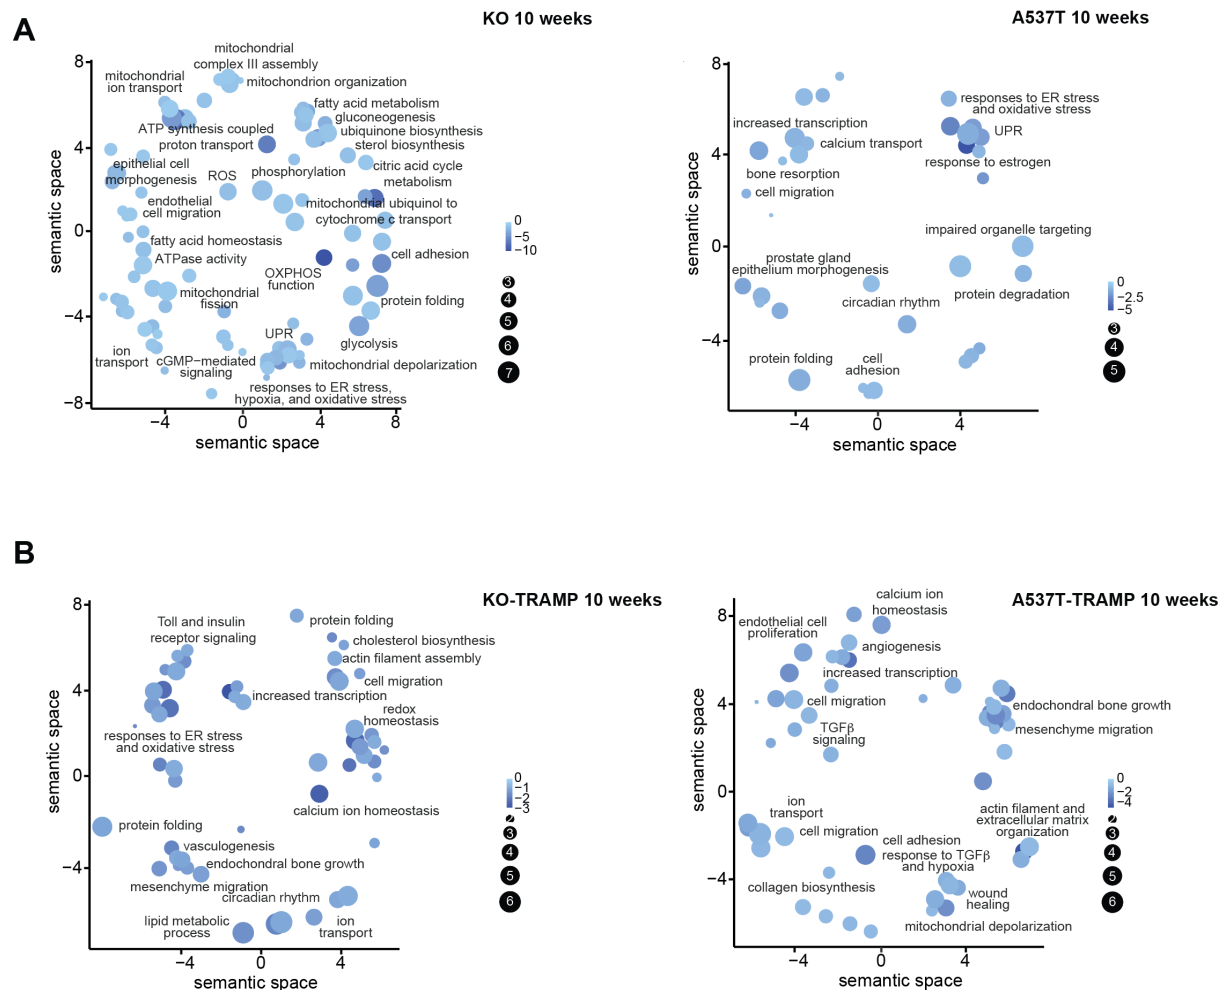

**Appendix Figure S5 related to Figure 4. Differential gene expression changes in 10-week-old mice.** Gene ontology changes in gene expression show the significantly changing biological processes in 10-week-old (A) KO and A537T or (B) KO-TRAMP and A537T-TRAMP mice compared to their respective controls (n=3 of each line). The colour scale represents fold change (FC) for each pathway and set size shows the number of genes within each pathway.

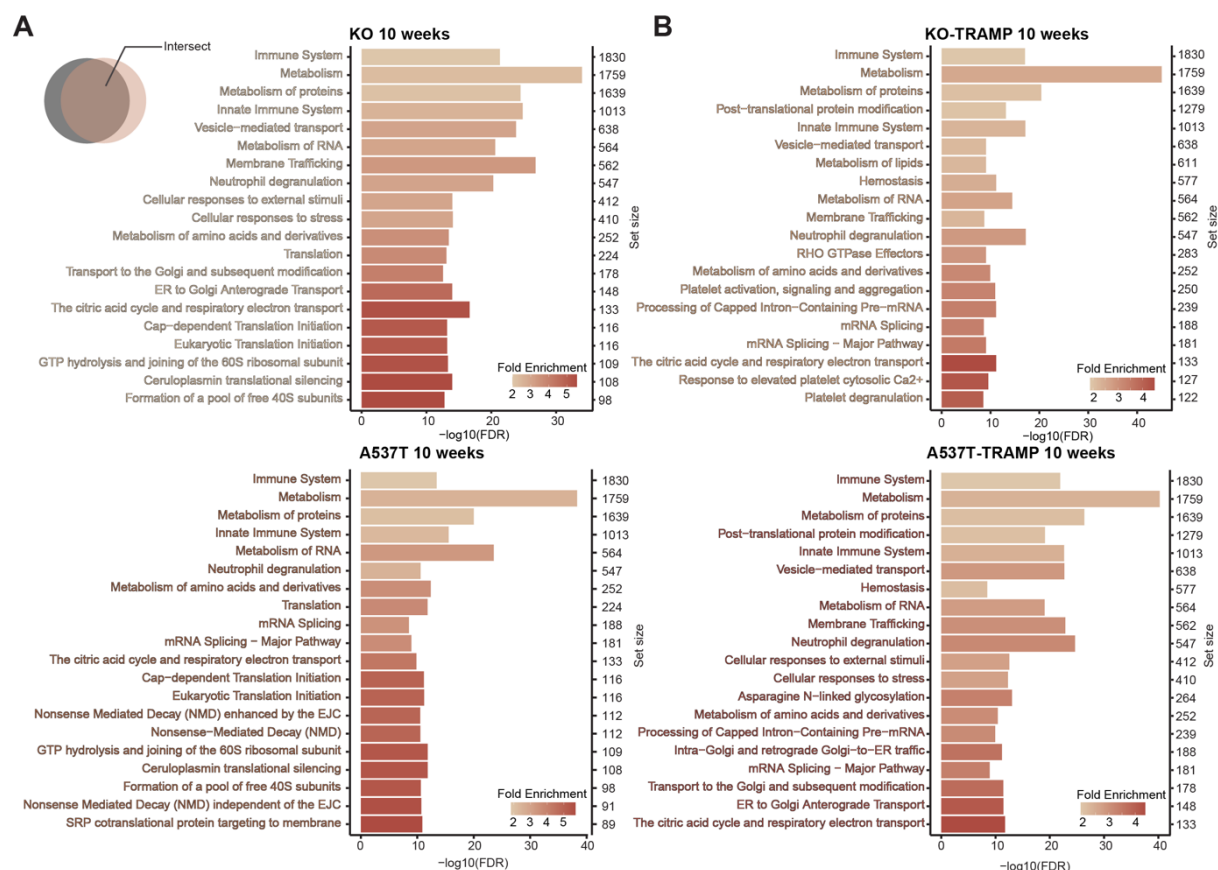

**Appendix Figure S6 related to Figure 5.** Proteome changes identify the same processes in the mutant lines at 10 weeks. Proteome changes in prostates isolated from the KO and A537T mice compared to WT control mice at 10 weeks (n=5) (**A**) and changes between KO-TRAMP and A537T-TRAMP mice relative to WT-TRAMP mice at 10 weeks (n=5) (**B**), based on the reactome pathway determined using PANTHER. The results show the top 20 pathways with the highest  $-\log_{10}(\text{FDR})$  for each line, relative to the respective control, that are also identified as significant in the corresponding mouse line. The colour scale represents fold change (FC) for each pathway and set size is the number of genes within each pathway.

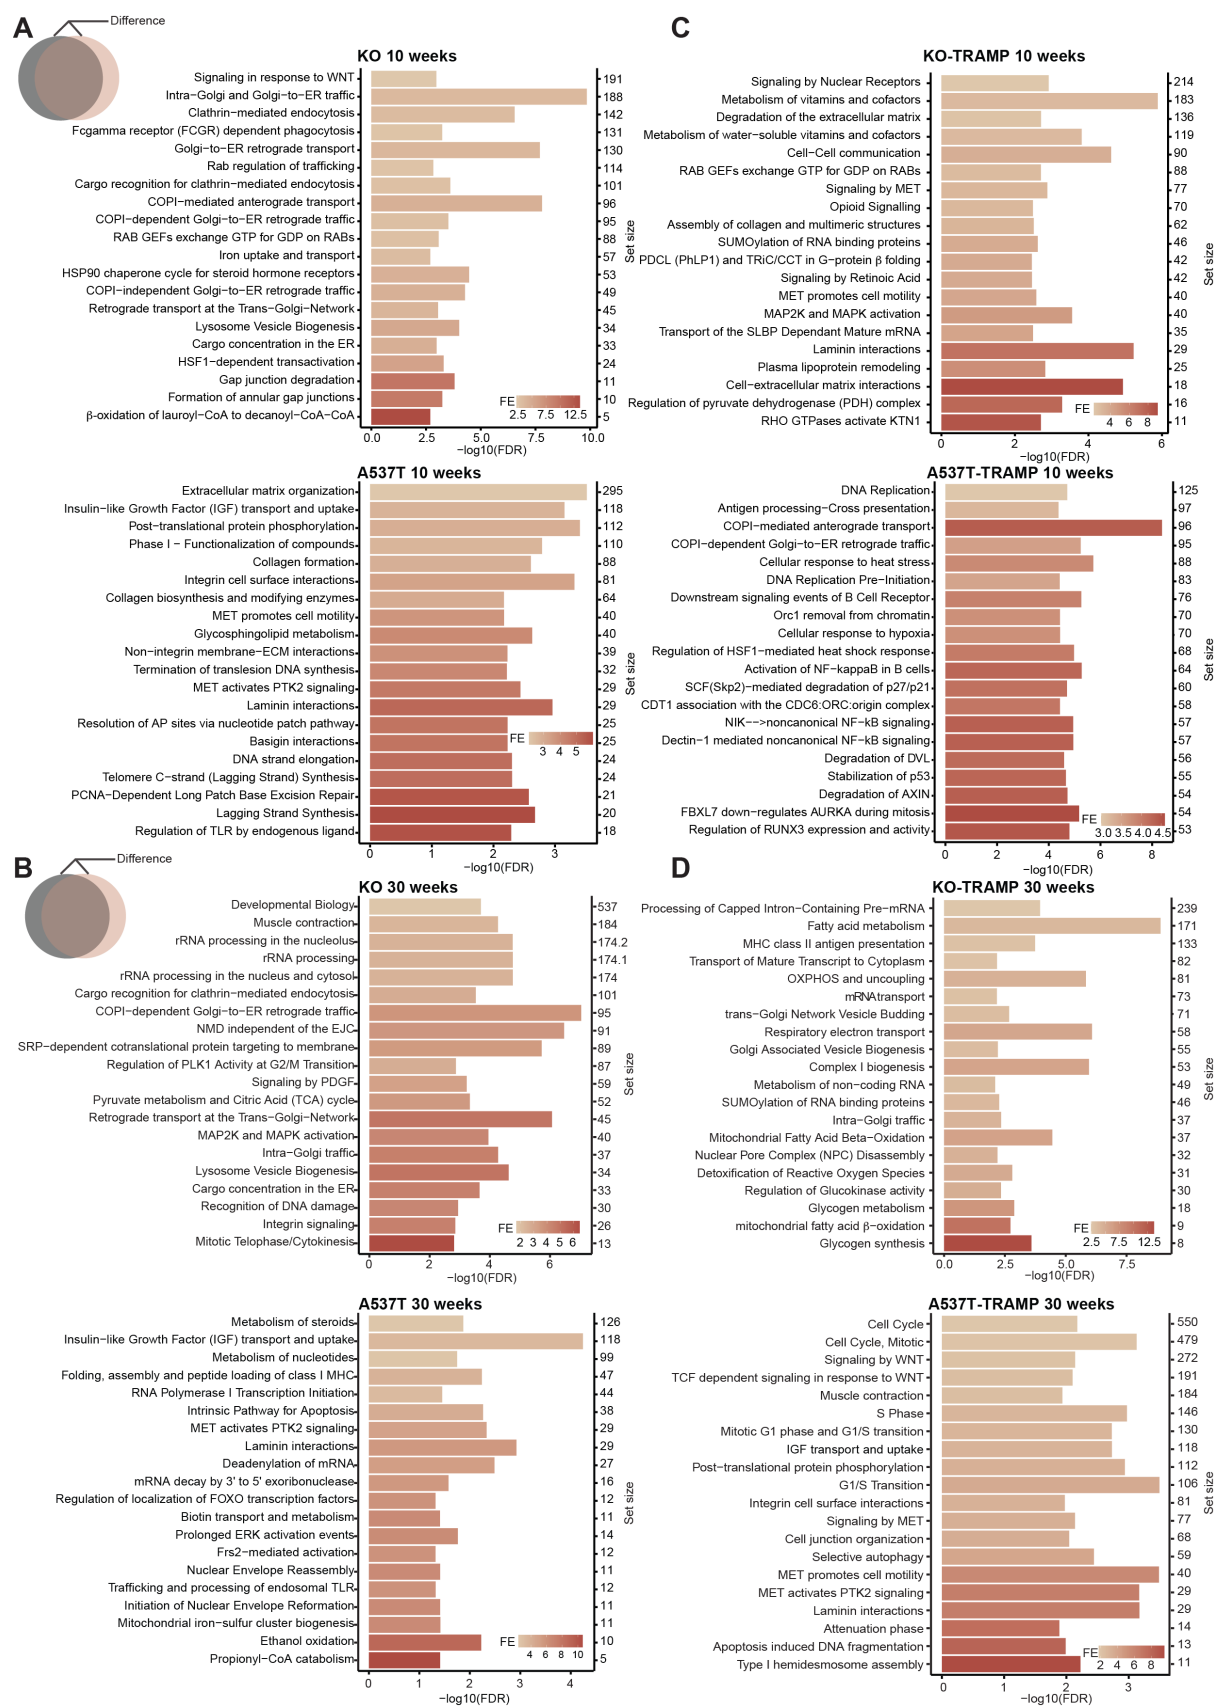

**Appendix Figure S7. Proteome changes identify the different processes in the mutant lines. Proteome changes in prostates isolated from the KO and A537T mice compared to WT**

control mice at 10 (**A**) and 30 weeks (**B**) and changes between KO-TRAMP and A537T-TRAMP mice relative to WT-TRAMP mice at 10 (**C**) and 30 weeks (**D**), based on the reactome pathway determined using PANTHER (n=5 mice of each line). The results show the top 20 pathways with the highest  $-\log_{10}(\text{FDR})$  for each line, relative to the respective control, that are also identified as significant in the corresponding mouse line. The colour scale represents fold change (FC) for each pathway and set size is the number of genes within each pathway.

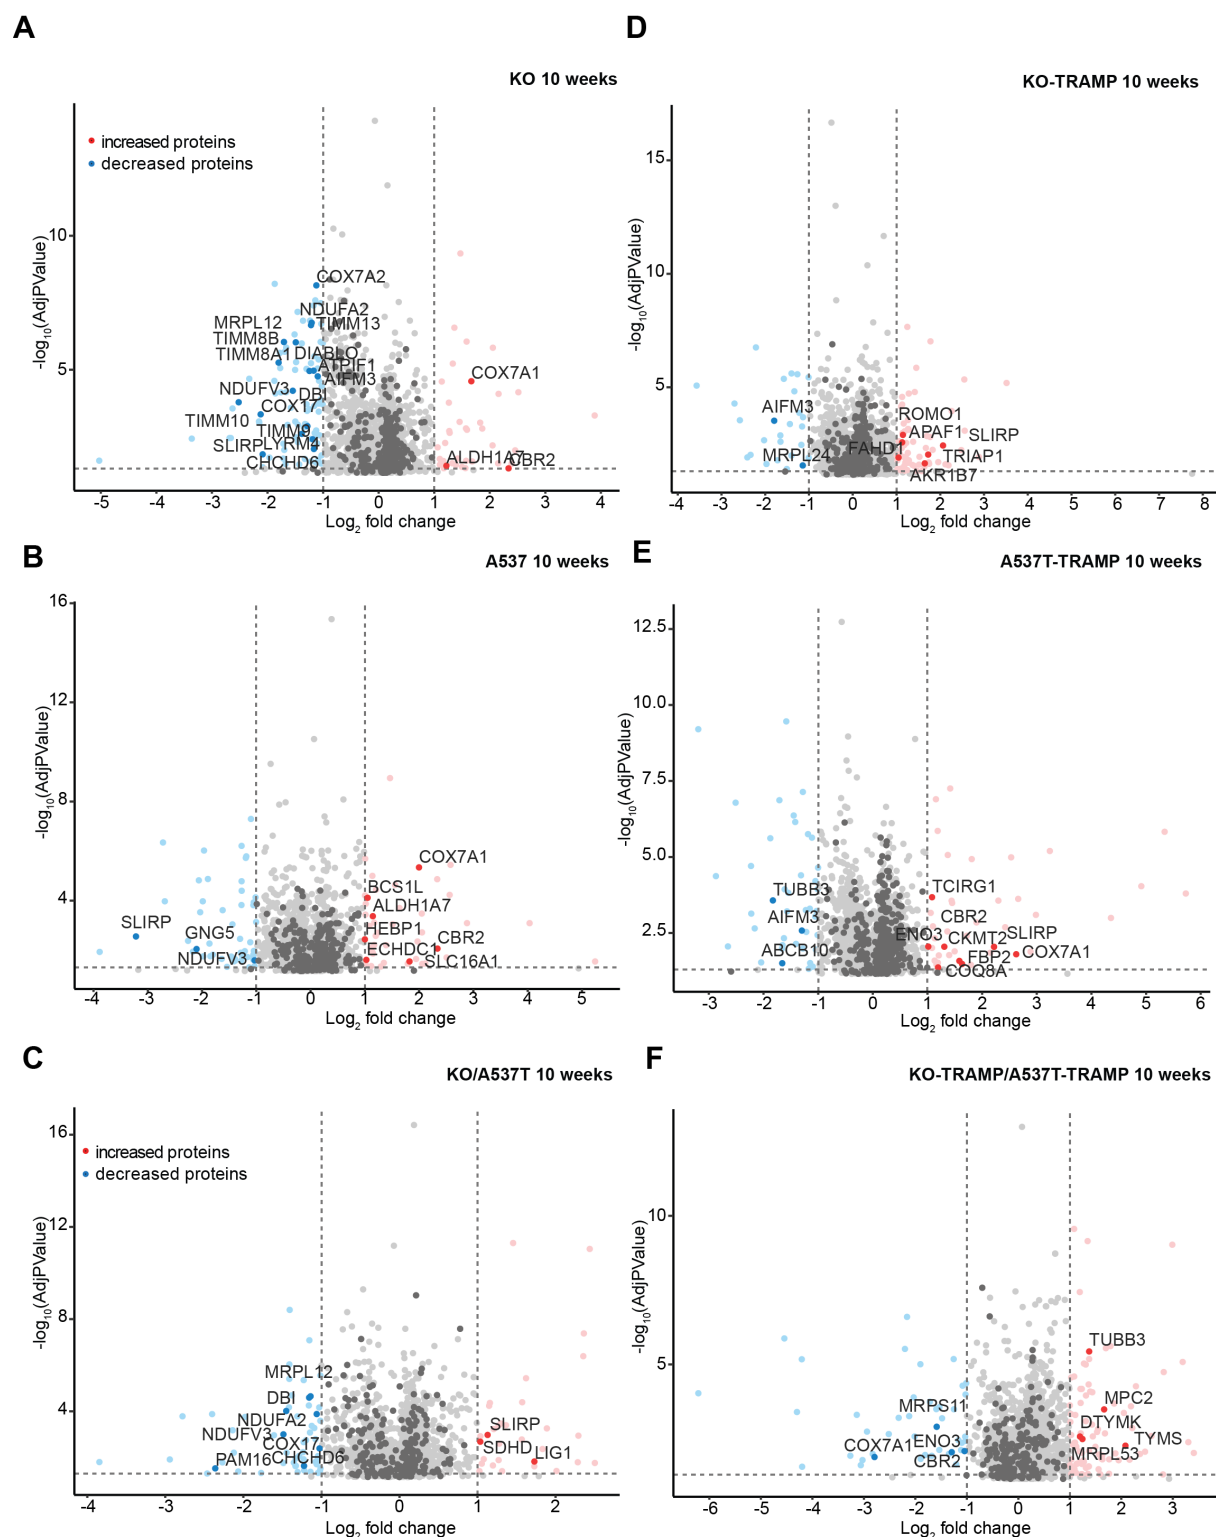

**Appendix Figure S8 related to Figure 5. Changes in the prostate mitoproteomes of 10-week-old mice.** Changes in mitochondrial proteins in prostates from 10-week-old (A) KO, and (B) A537T compared to WT mice, (C) KO mice compared to A537T mice, (D) KO-TRAMP and (E) A537T-TRAMP mice compared to TRAMP mice, and (F) KO-TRAMP

mice compared to A537T-TRAMP mice. Volcano plots comparing  $\text{Log}_2\text{FC}$  against the  $-\log_{10}$  p-value of five mice for each genotype. Significantly ( $p < 0.05$  and FC above 1) increased proteins are shown in red and significantly decreased proteins are shown in blue (n=5).

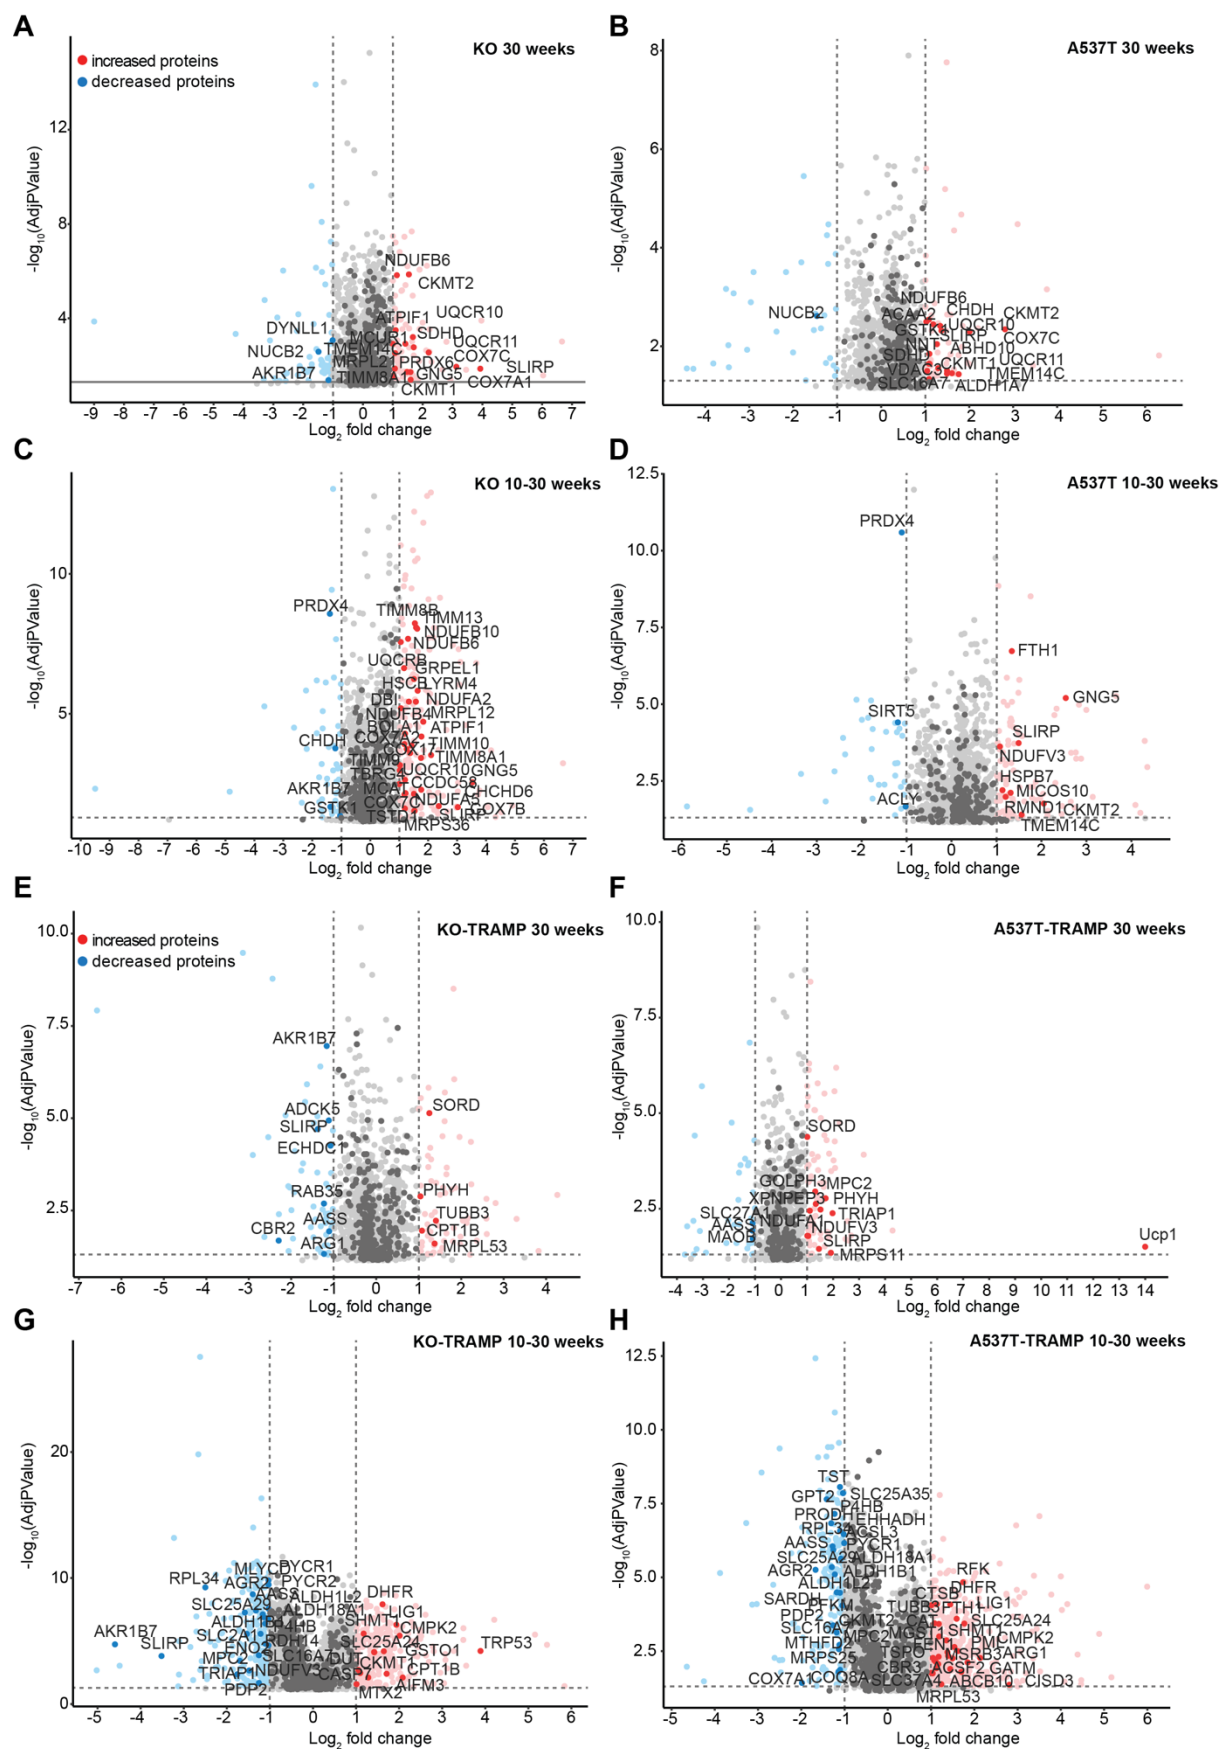

**Appendix Figure S9 related to Figure 5. Changes in the prostate mitoproteomes of 30-week-old mice.** Changes in mitochondrial proteins in prostates from 30-week-old (A) KO, and (B) A537T compared to WT mice, (C) KO mice compared to WT mice from 10-30 weeks and (D) A537T mice compared to WT mice from 10-30 weeks. Changes in mitochondrial proteins in prostates from 30-week-old (E) KO-TRAMP, and (F) A537T-TRAMP compared to WT-TRAMP mice, (G) KO-TRAMP mice compared to WT-TRAMP mice from 10-30 weeks and (H) A537T-TRAMP mice compared to WT-TRAMP mice from 10-30 weeks. Volcano plots comparing Log<sub>2</sub>FC against the  $-\log_{10}$  p-value of five mice for each genotype. Significantly ( $p < 0.05$  and FC above 1) increased proteins are shown in red and significantly decreased proteins are shown in blue (n=5).

**A**

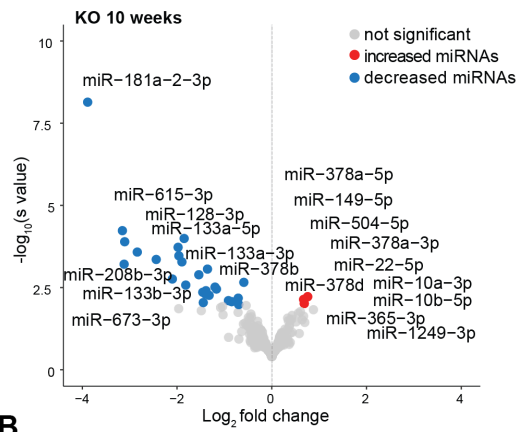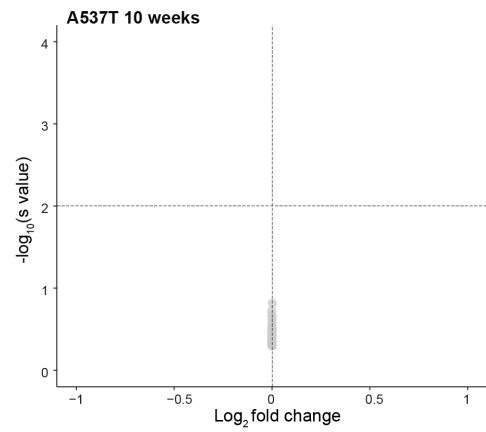

**B**

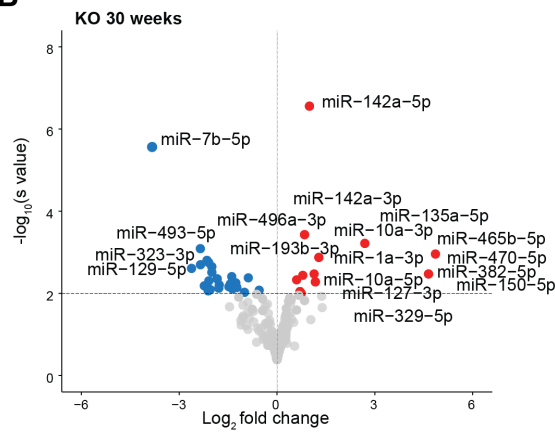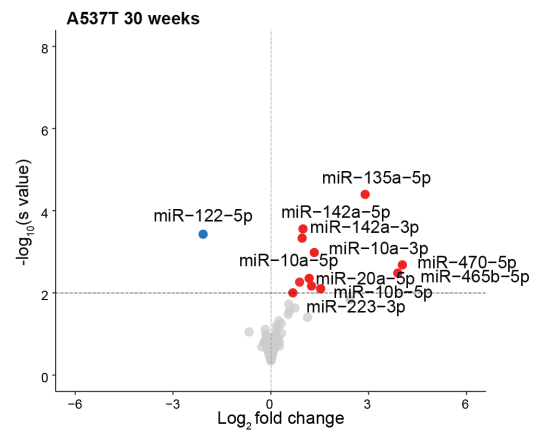

**C**

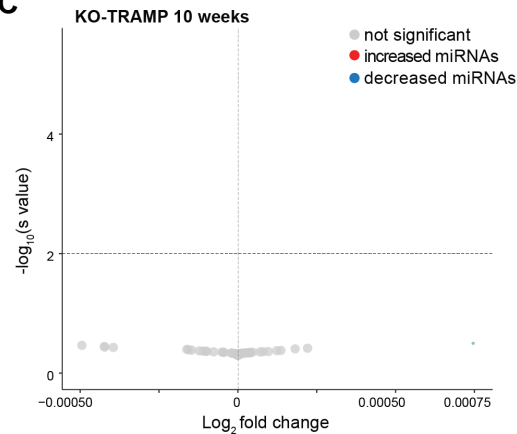

Lorem ipsum

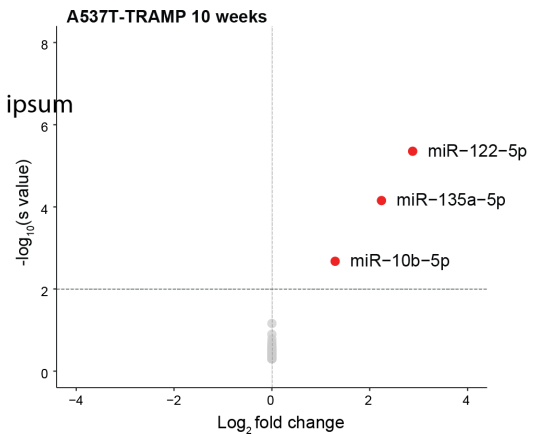

**D**

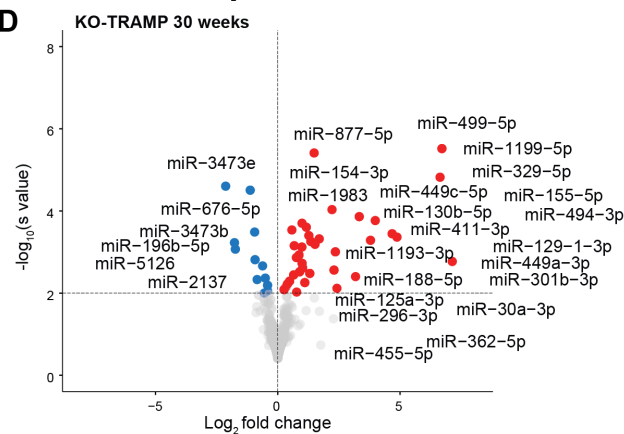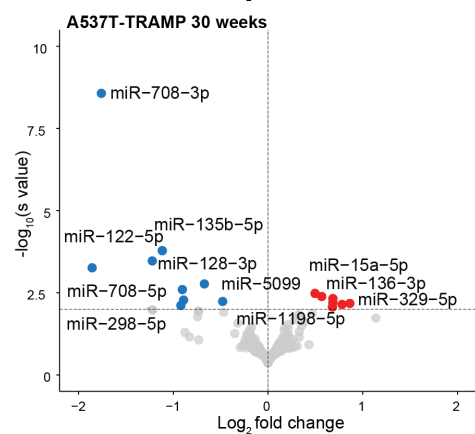

**Appendix Figure S10 related to Figure 6. MiRNA changes in the mutant relative to control mice.** Volcano plots showing miRNA changes in three of each (A) 10-week old KO and A537T, (B) 30-week old KO and A537T mice as well as (C) 10-week old KO-TRAMP and A537T-TRAMP, (D) 30-week old KO-TRAMP and A537T-TRAMP mice relative to three respective control mice show significantly increased (red) and decreased (blue) miRNAs (n=3 of each line and time point).

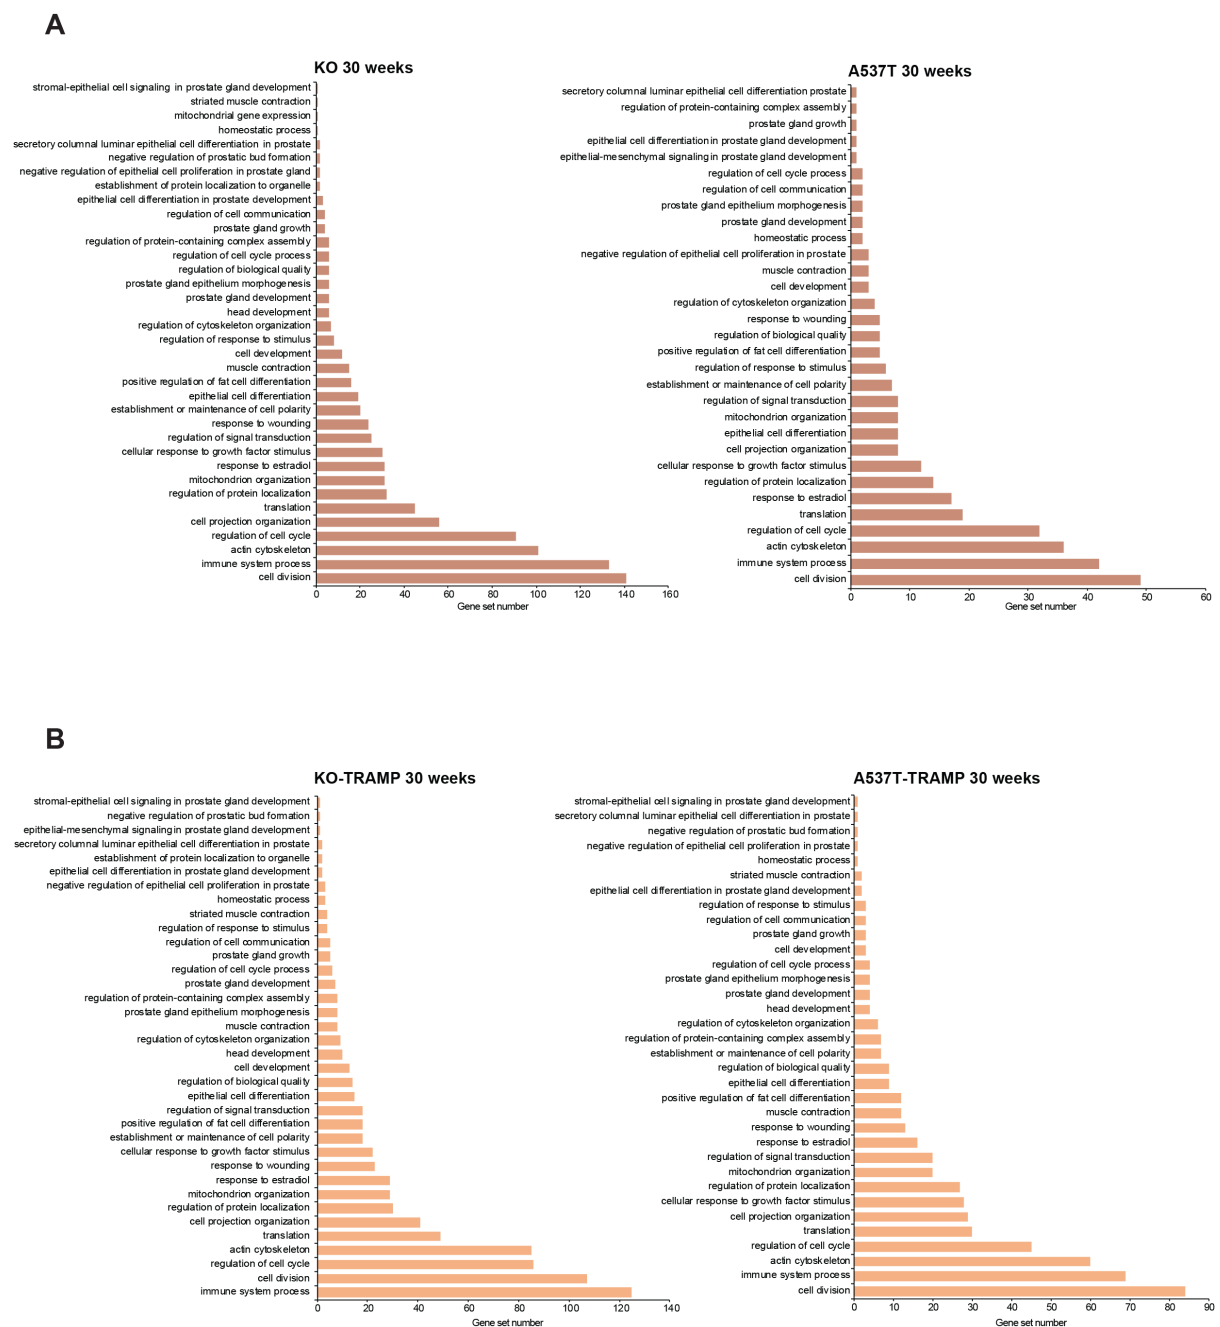

**Appendix Figure S11 related to Figure 6. GO processes of the dysregulated miRNA targets.** GO analyses were used to summarise the changes identified in the significantly changing miRNA targets of the 30-week-old (A) KO and A537T relative to WT mice or (B) KO-TRAMP and A537T-TRAMP mice relative to WT-TRAMP mice (n=3 of each line).

How the deposited data were processed for this re-analysis (not part of the article)

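RNA sequencing of mouse prostates was analysed for WT, KO and A537T mice at 10 and 30 weeks, with 3 libraries in each of 6 groups. RNA came from the ventral and lateral lobes. The TRAMP lines, microRNA, small RNA and protein data were not analysed here. The columns of the deposited tables carry library labels without genotype or replicate. Each column was assigned to a group, and not to a replicate, through the mean counts of each table, which are those of the named sheets of Dataset EV1, and through the libraries that both tables of an age share, which are the WT libraries.

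The authors trimmed the reads, aligned them with STAR to GRCm38 with nuclear mitochondrial sequences masked, quantified them with Salmon and imported them with tximport. The signal values, as deposited by the authors, are gene counts divided by a DESeq2 size factor per library, within a table of 6 libraries. The log2 fold changes, as deposited by the authors, were computed with DESeq2 and shrunken with apeglm. The p-value column of those tables, as deposited by the authors, holds s-values computed with apeglm without a fold change threshold, and these were used only as the authors' own values. Each of the 4 tables of normalized counts has 55469 genes. Of the gene IDs, 54450 matched the reference annotation exactly and 55107 after dropping versions, and 35 entries are named by a mitochondrial symbol.

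Whole reads were recovered from the normalized counts, with at least 99.7% of the values of each library at a whole multiple of the value of 1 read. For 4 of the columns the size factor lies so close to 1 that an automatic test of these steps does not apply, so the tests on recovered reads rest there on whole multiples of the smallest value, as in the other columns, and only the table of KO at 10 weeks has no such column. The recovered reads of a WT library differ between the 2 tables that hold it for 53.6 to 64.1% of genes. Libraries held 6569642 to 11225281 recovered reads, with a median of 8586877. A count of 0 was taken to allow up to 3 reads, and shares of single libraries have 95% Wilson intervals, which cover counting error only.

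Each mutant group was compared with the WT libraries of its own table. Genes with a mean normalized count of at least 10 were tested on log2(normalized count + 1) with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a mean trend), and p was adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Gene lists were tested with fry, with p adjusted over 64 tests (16 lists in 4 comparisons). The value of a list is the median log2 fold change of its tested genes. The lists are mitochondrial mRNAs, rRNAs and tRNAs, nuclear-encoded OXPHOS subunits, ER stress and protein folding, response to oxidative stress, cell adhesion, prostate gland epithelium morphogenesis, interferon response, MHC class II antigen presentation, angiogenesis, epithelial cell proliferation, and markers of skeletal muscle, seminal vesicle, plasma and B cells, smooth muscle and adipocytes. The mitochondrial tRNA list had no tested gene. The lists were written by hand and are not a published collection. The skeletal muscle and seminal vesicle lists were written after the top of Dataset EV1 had been seen, and lists of T cell and lymph node genes and of Tgm4 and 9530053A07Rik were added after the data were seen. Elac2 exon and codon positions were read from the reference annotation.

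Shares of counts were compared with exact permutation tests, where 3 against 3 libraries cannot give a p under 0.1. Differences between ages were tested by exact permutation of genotype within each age (400 arrangements, 8 lists in 2 lines). Correlations of log2 fold changes across genes were set against unchanged groups simulated from the residuals of the libraries (10000 draws), and relations across libraries were tested by permutation. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for these.

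The genes named in the text were chosen by rule: Elac2, mitochondrial genes, the genes the paper's text or the KO and A537T panels of Fig 6E and F name, the 3 most abundant members of each list (5 for skeletal muscle and seminal vesicle), and the 3 largest increases and decreases among genes past the threshold with a mean normalized count of at least 50 and no overlap between groups. No gene qualified for the last part. Genes the paper names for the TRAMP lines are not reported, and 2 other genes under this rule are not reported here. Cox6a1, Cox6a2, Cox8a, Cox8b, Tgm4 and 9530053A07Rik fall outside this rule and were chosen after their values were seen.

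The alternatives tried were pseudocount 8, minimum mean counts of 1 and 100, scaling to the same total, quantile normalization, no mean trend, a skeletal muscle score as covariate at 10 weeks or a seminal vesicle score at 30 weeks, camera with a preset correlation of 0.01 or an estimated one, and leaving out each library in turn. A replicate block was not run because the columns carry no replicate number. edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 on recovered reads were added after the data were seen. Data were simulated with the dispersion of the table of KO at 10 weeks and with genes drawn independently, so variation in tissue RNA was left out. On these, limma called 81.4% of 200 changed genes (log2 fold change of 2) with 3.49% of calls false. edgeR called 83.7% with 4.29% false and DESeq2 84.5% with 8.95% false. Of 75 tests of unchanged lists, 4 had an unadjusted fry p under 0.05, and 10 of 75 at a dispersion of 0.05.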

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

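The tests of seminal vesicle genes across all libraries and of plasma and B cell genes against the seminal vesicle score were chosen only after the result was seen. Each result here is a share of normalized counts taken by marker genes of a tissue or cell type, where the mean of a mutant group exceeded the highest WT library of its age. Of the seminal vesicle genes, Akr1b7 is named by the paper, which reports its protein as raised in the TRAMP mutants.

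Seminal vesicle genes took 8.81 ± 1.98% (SD, n = 3) in KO at 10 weeks, where the highest WT library had 4.69% and all 3 KO libraries lay above it. At 30 weeks they took 5.02 ± 4.49% in KO and 5.52 ± 4.87% in A537T, with 2 of 3 libraries of each line above the highest WT library, at 0.000854%. The most abundant were Svs2, Svs5 and Pate4, with mean normalized counts of 140544, 58467 and 28398 in the table of KO at 30 weeks. Of the 11 genes, 4 had no more than 3 reads in any WT library at 30 weeks, and the other 7 had more than that in a WT library. The list was written after the top of Dataset EV1 had been seen, so its genes are in part picked from these libraries. The values argue against an effect of genotype as the whole cause, since WT libraries 10AF and 11AF held these genes at 4.69% and 1.77%, while KO library 5AF and A537T library 8AF held 0.000276% and 0.000251%. Across the 18 libraries, 57.2% of the variance lay within groups, and shuffled libraries separated the 6 groups as well (permutation test, 100000 draws, p = 0.197). Seminal vesicle tissue taken with some prostates may therefore be the source, whatever the genotype. The paper's methods state that seminal vesicles were removed. A difference between genotypes or ages stays open and was not tested apart from this source.

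Plasma and B cell genes took 0.0644 ± 0.0402% in A537T at 30 weeks, with all 3 libraries above the highest WT library at 0.0123%. Of 16 genes, 10 were abundant enough to test, and the most abundant were Ighm, Igkc and Jchain, with mean normalized counts of 1854, 779 and 232 in that table. With the seminal vesicle score as covariate the median log2 fold change was 3.28, above the 2.47 without it. That fit rests mainly on 8AF, the only A537T library at 30 weeks as low in seminal vesicle genes as WT. It argues against seminal vesicle RNA as the source in 8AF and cannot decide for the other A537T libraries. The call with limma's fry was kept without 8AF (median 2.02) and lost in the other 5 fits that each left out 1 library, with a median up to 2.88 without 9AF. Lymph node tissue in the A537T libraries cannot be told apart from cells within the prostate, because only 5 of 12 T cell and lymph node genes were abundant enough to test, with a median log2 fold change of 0.81. Inflammation in the A537T prostate, which the paper describes from histology, stays open and was not tested. The remaining excesses of this list were smaller than 1 SD. The share was 0.00368 ± 0.00111% in KO and 0.00398 ± 0.00108% in A537T at 10 weeks against 0.00364% in the highest WT library, and 0.0124 ± 0.00168% in KO at 30 weeks, with 2 of 3 libraries above in each.

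Smooth muscle genes took 0.649 ± 0.352% in A537T at 10 weeks, where 1 library lay above the highest WT library at 0.640%. At 30 weeks they took 0.393 ± 0.0992% in KO and 0.396 ± 0.139% in A537T against 0.327%, with 2 of 3 libraries above in each. The 3 excesses were smaller than 1 SD. All 10 genes of the list were abundant enough to test, and the most abundant were Myh11, Acta2 and Mylk, with mean normalized counts of 11444, 5119 and 4183 in the table of A537T at 30 weeks. The medians changed direction with the tissue scores as covariates, to -0.32 in A537T with the skeletal muscle score at 10 weeks and to -0.22 in KO and -0.39 in A537T with the seminal vesicle score at 30 weeks. The higher shares may therefore come with the other tissues in these libraries. A difference between genotypes was not tested apart from them.

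Adipocyte genes took 0.0666 ± 0.00336% in A537T at 10 weeks, with all 3 libraries above the highest WT library at 0.0585%, but by the mean log2 level of the 10 genes 0 of the 3 lay above every WT library. At 30 weeks they took 0.0145 ± 0.0160% in KO, with 1 library above the highest WT library at 0.00911%, and 0.0225 ± 0.0193% in A537T, with 2 above. All 10 genes were tested in A537T at both ages and 8 in KO at 30 weeks, and the most abundant in A537T at 30 weeks were Cfd, Fabp4 and Cidec, with mean normalized counts of 428, 399 and 104. With the skeletal muscle score as covariate the median log2 fold change in A537T at 10 weeks was 0.24, against 0.46 without it, while with the seminal vesicle score it was 3.88 in KO and -2.02 in A537T at 30 weeks. The values at 30 weeks also depended on single libraries, from -0.25 without 1AF to 3.47 without 8AF in A537T. In KO they ran from 0.41 without 1AF to 2.90 without 2AF. No biological explanation was tested. Fat around the prostate, which the paper's methods state was removed, was not tested as a source either.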

How the results depend on the processing

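The alternatives in this part were set before the data were examined, except edgeR and DESeq2 on recovered reads, which were chosen after the data were seen. The skeletal muscle and seminal vesicle lists were written after the top of Dataset EV1 had been seen. No paired analysis was possible because the columns carry no replicate number, so the fit with a replicate block was not run. A covariate made from a list cannot test that list, so the skeletal muscle list and its genes Cox6a2 and Cox8b have no value with the muscle score at 10 weeks, and the seminal vesicle list has none with the seminal vesicle score at 30 weeks. The OXPHOS and skeletal muscle lists share 2 genes, and the morphogenesis and proliferation lists share 4. Log2 values are given for lists (medians) and genes. Where a change is given below without a reason, the cause was not tested.

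The number of differentially expressed genes at an adjusted p under 0.05 was 0 in all 4 comparisons, against 2930 genes in KO and 973 in A537T at 10 weeks and 1616 and 2016 at 30 weeks at an unadjusted p under 0.05. It was 1 in KO and 2 in A537T at 10 weeks without the mean trend, 2 in A537T at 10 weeks with genes of a mean of at least 1, and 3 in A537T at 30 weeks with the seminal vesicle score as covariate. DESeq2 on recovered reads called 714 genes in KO and 90 in A537T at 10 weeks, and 280 in KO and 473 in A537T at 30 weeks, while edgeR called 0 in each. The other 28 values apart from leave-one-out fits stayed at 0. In the fits that each left out 1 library, the counts ran from 0 to 2886 in KO at 10 weeks (without 10AF, and 185 without 14AF), from 0 to 50 in A537T at 10 weeks (without 10AF), from 0 to 944 in KO at 30 weeks (without 5AF) and from 0 to 1224 in A537T at 30 weeks (without 8AF). At an unadjusted p under 0.05, scaling to the same total gave 1915 genes higher and 1050 lower in KO and 610 higher and 393 lower in A537T at 10 weeks, 825 and 519 in KO and 1233 and 594 in A537T at 30 weeks.

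Among the list tests, 498 values apart from leave-one-out fits kept the direction and the side of the threshold, 29 passed it additionally, 12 no longer passed it and 31 changed direction. Camera with a preset correlation of 0.01 uses the same medians and called 27 more lists, which were mitochondrial mRNAs (-0.63), OXPHOS subunits (-0.90), ER stress (0.33), cell adhesion (0.22), proliferation (0.36), skeletal muscle (-6.23), seminal vesicle (4.82) and adipocytes (-0.87) in KO at 10 weeks, mitochondrial mRNAs (-0.48), OXPHOS subunits (-0.50), ER stress (0.42), morphogenesis (0.29), skeletal muscle (-1.66), smooth muscle (0.91) and adipocytes (0.46) in A537T at 10 weeks, ER stress (-0.34), interferon (0.23), proliferation (0.28), seminal vesicle (5.98), smooth muscle (0.34) and adipocytes (2.03) in KO at 30 weeks, and ER stress (-0.31), MHC class II (1.15), angiogenesis (0.38), proliferation (0.28), skeletal muscle (-0.84) and seminal vesicle (6.48) in A537T at 30 weeks. Since the values are those of fry, the change lies in the test and its assumed correlation. Camera with an estimated correlation called none, and lost MHC class II (0.78) in KO at 30 weeks, and interferon (0.82), and plasma and B cells (2.47) in A537T at 30 weeks. With the seminal vesicle score as covariate, mitochondrial mRNAs (-0.25) and MHC class II (1.58) in A537T at 30 weeks passed the threshold additionally.

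Calls that fry lost are given with their medians. With pseudocount 8 these were MHC class II (0.76) in KO at 30 weeks and interferon (0.76) in A537T at 30 weeks. With genes of a mean of at least 1 they were MHC class II (0.81) in KO at 30 weeks and interferon (0.82) in A537T at 30 weeks, and with a mean of at least 100 interferon (0.82) in A537T at 30 weeks. Quantile normalization lost MHC class II (0.79) in KO at 30 weeks and interferon (0.76) in A537T at 30 weeks, and scaling to the same total MHC class II (0.77) in KO at 30 weeks and interferon (0.84) in A537T at 30 weeks.

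Scaling to the same total, which gave a median over all genes of 0.20 in KO and 0.15 in A537T at 10 weeks, turned oxidative stress to 0.0162, interferon to 0.0702, angiogenesis to 0.15, and plasma and B cells to 0.12 in KO at 10 weeks, mitochondrial rRNAs to 0.12 and oxidative stress to 0.088 in A537T at 10 weeks, OXPHOS subunits to -0.00523 in KO at 30 weeks, and mitochondrial rRNAs to 0.00382 and oxidative stress to 0.00406 in A537T at 30 weeks. Quantile normalization turned mitochondrial rRNAs to 0.0818 in A537T at 10 weeks and angiogenesis to -0.0153 in KO at 30 weeks. The skeletal muscle score as covariate turned interferon to 0.029 and MHC class II to -0.20 in KO at 10 weeks, and mitochondrial rRNAs to 0.35, cell adhesion to -0.0307, morphogenesis to -0.0539, interferon to -0.0948, MHC class II to -0.60, angiogenesis to -0.25, proliferation to -0.16 and smooth muscle to -0.32 in A537T at 10 weeks. The seminal vesicle score as covariate turned oxidative stress to -0.0112, cell adhesion to -0.00343, morphogenesis to -0.00771, angiogenesis to -0.22, plasma and B cells to -0.23, and smooth muscle to -0.22 in KO at 30 weeks, and smooth muscle to -0.39 and adipocytes to -2.02 in A537T at 30 weeks. Genes of a mean of at least 1 turned plasma and B cells to 0.32 in KO at 10 weeks, and a mean of at least 100 skeletal muscle to 0.0538 in A537T at 30 weeks.

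In the fits that each left out 1 library, 329 list values kept direction and side, 4 passed the threshold additionally, 16 no longer passed it and 35 changed direction. The library left out at each end of a range is in parentheses. In KO at 10 weeks the ranges were mitochondrial rRNAs -0.0719 (11AF) to 0.11 (10AF), MHC class II -0.0836 (12AF) to 0.36 (10AF), angiogenesis -0.12 (11AF) to 0.0892 (10AF), skeletal muscle -8.48 (14AF) to -4.90 (15AF), and plasma and B cells -0.26 (12AF) to 0.27 (11AF). In A537T at 10 weeks the ranges were mitochondrial rRNAs -0.21 (16AF) to 0.28 (18AF), oxidative stress -0.14 (10AF) to 0.017 (12AF), MHC class II -0.16 (12AF) to 0.35 (10AF), angiogenesis -0.0667 (18AF) to 0.20 (16AF), proliferation -0.0427 (12AF) to 0.25 (10AF) and seminal vesicle -4.82 (12AF) to 0.10 (11AF). In KO at 30 weeks the ranges were mitochondrial mRNAs -0.20 (4AF) to 0.00889 (5AF), OXPHOS subunits -0.0802 (5AF) to 0.0519 (4AF), oxidative stress -0.0317 (5AF) to 0.0459 (4AF), cell adhesion -0.00464 (2AF) to 0.0608 (1AF), MHC class II 0.69 (5AF) to 0.88 (4AF), angiogenesis -0.13 (1AF) to 0.31 (5AF), skeletal muscle -0.42 (2AF) to 0.88 (1AF), seminal vesicle 4.39 (4AF) to 9.25 (5AF), and plasma and B cells -0.0718 (4AF) to 0.55 (5AF). In A537T at 30 weeks the ranges were mitochondrial rRNAs -0.14 (7AF) to 0.16 (8AF), oxidative stress -0.0497 (3AF) to 0.0111 (2AF), interferon 0.79 (8AF) to 0.95 (7AF), MHC class II 0.90 (8AF) to 1.31 (9AF), skeletal muscle -1.20 (2AF) to 0.00217 (1AF), seminal vesicle 4.60 (9AF) to 10.11 (8AF), plasma and B cells 2.02 (8AF) to 2.88 (9AF), smooth muscle -0.000732 (9AF) to 0.62 (8AF), and adipocytes -0.25 (1AF) to 3.47 (8AF). The changed calls were gained by skeletal muscle in KO at 10 weeks without 14AF, seminal vesicle in KO at 30 weeks without 5AF, and MHC class II and seminal vesicle in A537T at 30 weeks without 8AF.

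Of the named genes, 617 values apart from leave-one-out fits kept direction and side, 22 passed the threshold additionally, each with DESeq2, and 17 changed direction. Quantile normalization turned P4hb to 0.22 in A537T at 10 weeks, and scaling to the same total Cox8a to 0.0231 in KO at 10 weeks, P4hb to 0.13 in A537T at 10 weeks and mt-Rnr1 to 0.0165 in A537T at 30 weeks. The skeletal muscle score turned mt-Rnr2 to 0.25, Cox6a1 to -0.12, Cox8a to -0.0916, Sdha to 0.12 and P4hb to 0.34 in A537T at 10 weeks. The seminal vesicle score turned mt-Co1 to 0.00571, Trp63 to -0.00771 and Sema5a to -0.0322 in KO at 30 weeks, and Elac2 to 0.20, mt-Co3 to -0.16 and Hif3a to -0.10 in A537T at 30 weeks. On recovered reads, mt-Rnr1 in A537T at 30 weeks was 0.0354 with DESeq2 and 0.0332 with edgeR. Of the leave-one-out values, 392 kept direction and side, 25 passed the threshold additionally and 27 changed direction. In KO at 10 weeks the ranges were P4hb -0.0178 (10AF) to 0.30 (11AF) and Dnajc10 -0.0511 (15AF) to 0.0794 (11AF). In A537T at 10 weeks the ranges were mt-Rnr1 -0.0935 (16AF) to 0.50 (18AF), mt-Rnr2 -0.32 (16AF) to 0.0622 (18AF), Cox8a -0.0459 (18AF) to 0.19 (16AF), Dnajc10 -0.0405 (16AF) to 0.20 (18AF), P4hb -0.20 (10AF) to 0.10 (11AF) and Hoxb13 -0.26 (10AF) to 0.39 (11AF). In KO at 30 weeks the ranges were mt-Co1 -0.11 (2AF) to 0.0258 (1AF), mt-Co3 -0.00874 (2AF) to 0.15 (1AF) and Eif2ak2 -0.0869 (3AF) to 0.13 (1AF). In A537T at 30 weeks the ranges were mt-Co3 -0.0502 (9AF) to 0.14 (8AF), mt-Rnr1 -0.17 (7AF) to 0.22 (8AF), mt-Rnr2 -0.12 (7AF) to 0.10 (8AF) and Stat2 -0.0929 (8AF) to 0.16 (9AF).

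The share of mitochondrial mRNAs changed by -1.85 percentage points in KO and by -1.14 in A537T at 10 weeks when the 20 most abundant nuclear genes were left out of the total, which raises every share. Without the seminal vesicle and skeletal muscle genes in the total, the difference at 30 weeks was 0.00996 percentage points in KO and -0.00995 in A537T, against -0.0933 and -0.124. With the -0.00995 in A537T included, 5 of its values and the 24 leave-one-out values kept their direction and stayed within 1 SD of the first. The 8 alternatives for the correlations of changes kept their direction and their side. Of the differences between ages, 32 values and 190 leave-one-out values did the same. The ER stress difference, which passed the threshold without library 1AF in both lines, ran from -0.62 (1AF) to -0.45 (12AF) in KO and from -0.80 (18AF) to -0.62 (12AF) in A537T.

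Too few reads were counted to compare the mitochondrial tRNA genes, which had at most 2 reads in a library, and why they were few was not tested. The WT level of Sox11 at 30 weeks was 1 read per library, so its ratio has a lower bound only, which for the group means was 25.2-fold (log2 4.66) in KO and 28.4-fold (log2 4.83) in A537T. These bounds cover the counting of WT reads and not the spread of the mutant libraries. The fitted log2 fold changes of Sox11 were 4.34 and 4.41, and fell to 3.48 in KO without 4AF and 3.54 in A537T without 9AF. The seminal vesicle list holds 4 such genes at 30 weeks, and with these at their bounds its median was 6.90 in KO and 7.90 in A537T.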

Differences from the paper's values

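The paper's fold changes in Dataset EV1 are on the log2 scale and were shrunken by apeglm, and those computed here were not shrunken. The sheets held 1998 of 55469 genes at 10 weeks and 1014 of 55468 at 30 weeks. Of 39 values compared, 38 had the same sign. For 6, all in A537T at 10 weeks, the values differed by more than the error (5) or in sign only (mt-Rnr1). Outside these 39, the authors' deposited values differed in sign for further named genes. At 10 weeks these were Atp5b in A537T (4.00e-06 against -0.30 here) and Dnajc10 in KO (-0.000771 against 0.000544). In A537T at 30 weeks they were mt-Rnr1 (0.00657 against -0.00723) and mt-Rnr2 (0.0266 against -0.0326).

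For mt-Co1 the paper's value is -7.41e-06 and the value here was -0.51. Of the alternatives set before the data were examined, quantile normalization (-0.08), the skeletal muscle score as covariate (-0.02) and the fits without library 12AF (-0.24), 16AF (-0.52), 17AF (-0.54) or 18AF (-0.46) no longer differed from it by more than the error, while pseudocount 8, both other count minimums, scaling to the same total, the fit without a mean trend and the fits without 10AF or 11AF still did. For mt-Co2 the paper's value is -1.91e-05 against -0.48 here. Of those alternatives only quantile normalization (-0.05) and the muscle covariate (-0.07) no longer differed from it by more than the error. For mt-Co3 the paper's value is -2.17e-05 against -0.56 here. Quantile normalization (-0.29), the muscle covariate (-0.00188) and the fit without 12AF (-0.21) no longer differed from it by more than the error, while the others did. For mt-Rnr1 the paper's value is -5.32e-05 against 0.13 here, so the signs differ, though the difference is smaller than the standard error of 0.43. Only the fits without 16AF (-0.09) or 17AF (-0.02) had the paper's sign. For Atp5a1 the paper's value is -7.28e-06 against -0.55 here, and only the muscle covariate (-0.02) no longer differed from it by more than the error. For Psap the paper's value is -1.08e-05 against -0.19 here. Scaling to the same total (-0.05), quantile normalization (-0.08), the muscle covariate (-0.16) and the fit without 17AF (-0.18) no longer differed from it by more than the error. The others still did. The paper's values for these genes were shrunken close to 0, so a small value or a large error here is enough to end the difference. These fits therefore do not show what caused the differences.

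The paper states that mitochondrial transcripts were raised in both lines by 30 weeks, from mean read coverage (RPM) along both strands of the mitochondrial genome. That coverage was not used here, and gene counts do not separate precursors from processed RNAs, so the values below are not the same measure. The median log2 fold change of 11 mitochondrial mRNAs was -0.06 in KO and -0.10 in A537T at that age. With the seminal vesicle score as covariate it was -0.25 in each line, and limma's fry called the lower level in A537T. These covariate fits rest mainly on 5AF in KO and 8AF in A537T against WT. In KO it was -0.20 without library 4AF and 0.00889 without 5AF, and leaving seminal vesicle and skeletal muscle genes out of the total gave a difference in share of 0.00996 percentage points.

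The paper reports changes in OXPHOS, protein folding, ER and oxidative stress, adhesion and proliferation at 10 weeks, and activation of prostate epithelium morphogenesis in A537T. It draws these from over-representation of gene ontology terms among its differentially expressed transcripts, a test that was not run here. The lists here were written by hand, and fry tests for a shared direction of change. None of these lists passed an adjusted p under 0.05 with limma's fry at 10 weeks. The OXPHOS median was -0.90 in KO and -0.50 in A537T, and the morphogenesis median in A537T 0.29. Of the alternatives run, only camera with a preset correlation of 0.01 called any of them, which were mitochondrial mRNAs, OXPHOS, and ER stress and protein folding in both lines, adhesion and proliferation in KO and morphogenesis in A537T. Oxidative stress was called by none of them in either line.

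At 30 weeks the paper reports consistent stress responses, without naming a direction, and activation of proliferation, angiogenesis and interferon signalling in both lines. These reports too rest on over-representation of terms, which was not run here. ER stress and protein folding genes had a median of -0.34 in KO and -0.31 in A537T, which did not pass with fry and which camera with a preset correlation called as lower in both lines. Oxidative stress genes were called in neither line by fry or either form of camera. In KO the interferon, proliferation and angiogenesis lists did not pass the threshold with fry, with medians of 0.23, 0.28 and 0.07, and camera with a preset correlation called the first pair. In A537T proliferation and angiogenesis did not pass with fry, and camera with a preset correlation called both.

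The paper reports lower Tst and higher Gldc, Bcl2, Trp63 and Hif3a in both lines. None passed an adjusted p under 0.05 from limma. DESeq2 on recovered reads, chosen after seeing the values, called Tst in A537T, Gldc in both lines and Hif3a in KO. The fits without 5AF in KO and without 8AF in A537T called Gldc, Bcl2 and Trp63. Of Prlr, Sox11 and Sema5a, which Fig. 6E and F name, limma called none. DESeq2, chosen in the same way after seeing the values, called Prlr and Sox11 in both lines and Sema5a in A537T, and the same 2 fits without 1 library called all 3.

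The paper lists differentially expressed genes in each comparison, and limma called 0, with 2930 and 973 genes at 10 weeks and 1616 and 2016 at 30 weeks for KO and A537T at an unadjusted p under 0.05. DESeq2 on recovered reads, chosen after seeing the values, called 714, 90, 280 and 473 genes in KO and A537T at 10 weeks and KO and A537T at 30 weeks. Among the alternatives set before the data were examined, limma called 2886 in KO and 50 in A537T at 10 weeks without 10AF, 185 in KO at 10 weeks without 14AF, 944 in KO at 30 weeks without 5AF and 1224 in A537T at 30 weeks without 8AF, and no more than 6 in any other.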

Other observations

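Some tests of other explanations here were chosen before their result was seen. These were ER stress against skeletal muscle, interferon against seminal vesicle RNA, the shared WT libraries and other splits by differentially expressed genes. The other tests of explanations were chosen only after the result was seen. The 64 list tests with limma's fry and the differences between ages are not among these tests.

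Other splits of the 6 libraries of a table into 3 and 3 were fitted in the same way. In each of the 4 comparisons, 10 of the 10 splits gave as many genes with an adjusted p under 0.05, since the real split gave 0. For the number of genes with an unadjusted p under 0.05, 1 of the 10 splits gave as many in KO at 10 weeks, 3 in A537T at 10 weeks, 2 in KO at 30 weeks and 2 in A537T at 30 weeks, the real split included. The other splits reached at most 2407, 2860, 2761 and 2428 genes. With 10 splits no share under 0.1 can be had, so a chance division of the libraries cannot be told apart from an effect of genotype by this count.

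The fall of OXPHOS subunits at 10 weeks may come from less skeletal muscle RNA in the mutant libraries. Among libraries of one genotype at 10 weeks, the mean log2 level of the 79 subunits outside the skeletal muscle list rose with the share of muscle genes, with r = 0.570 over 9 libraries (exact permutation within genotypes, 216 arrangements, p = 0.00463, the smallest they can give), and that of the 11 mitochondrial mRNAs with r = 0.779 (exact permutation p = 0.0139). With the skeletal muscle score as covariate the median of the subunits was -0.40 in KO and -0.02 in A537T, and that of the mitochondrial mRNAs -0.17 and -0.0233. These covariate values do not show how much of the fall in KO comes from muscle, because the skeletal muscle shares of the KO and WT libraries do not overlap. A fall in the prostate itself stays open and was not tested apart from muscle. The muscle genes themselves separated the 6 groups better than shuffled libraries did (permutation test, p = 0.00041), with 12.4% of the variance within groups. The groups also differ in age, and no library at 30 weeks held more than 0.0762%, so age alone may give this separation. It therefore cannot decide whether muscle was taken at random among genotypes at 10 weeks. Batches of dissection or sequencing are not given. The share was 4.08 to 13.2% in WT and 0.0636 to 4.52% in the mutant libraries at 10 weeks.

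Across the 9 libraries at 10 weeks, the share of mitochondrial mRNAs rose with the share of skeletal muscle genes on the log2 scale, with Pearson's r = 0.883 (permutation p = 0.000518, adjusted p = 0.0018 over 10 relations) and Spearman's rho = 0.933 (permutation p = 0.00075). Without the 2 libraries farthest from the median muscle share, 13AF and 15AF, r was 0.933. Within the 6 groups of the 18 libraries r was 0.659 (permutation p = 0.0549, adjusted p = 0.0686), so part of the pooled relation lies between genotypes.

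The rise of ER stress and protein folding genes at 10 weeks kept its size with the skeletal muscle score as covariate, at a median of 0.33 in KO and 0.38 in A537T. A lower share of muscle RNA as the cause cannot be told apart from genotype here, because neither value passed the threshold. Between 10 and 30 weeks the change in mean log2 level of these genes differed by -0.54 in KO and -0.72 in A537T (exact permutation test within each age, adjusted p = 0.12 in both over 16 tests). None of the 16 differences between ages passed an adjusted p under 0.05 with all libraries, while without library 1AF those of ER stress were -0.62 in KO and -0.80 in A537T (exact permutation test, adjusted p = 0.04 in both).

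Interferon response genes in A537T at 30 weeks had a median of 0.82 (adjusted p = 0.0487 from limma's fry), with all 3 libraries above every WT library. Over 15 alternatives the adjusted p from limma ranged from 1.52e-19 to 0.549. With the seminal vesicle score as covariate the median was 1.07 (adjusted p = 0.00501 from limma's fry). That fit rests mainly on 8AF, the only A537T library at 30 weeks as low in seminal vesicle genes as WT. It argues against seminal vesicle RNA as the source in 8AF and cannot decide for the other A537T libraries. The call was kept without 8AF (median 0.79) and lost in the other 5 fits that each left out 1 library. In KO the median was 0.35 with the covariate, and seminal vesicle RNA cannot be told apart from genotype because the list did not pass the threshold. Inflammation stays open in both lines.

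The correlation of changes between KO and A537T lay within that of unchanged groups simulated against the same WT libraries, with a share of 0.524 at 10 weeks and 0.129 at 30 weeks reaching it. A correlation of 0.519 and of 0.835 may therefore arise without any effect of genotype, and a shared effect of both genotypes stays open. With disjoint WT libraries the median r was 0.218 (range -0.291 to 0.550) and 0.503 (range 0.326 to 0.633), which shared WT libraries cannot make. It also lay within that of simulated unchanged groups divided in the same way, with a median share of 0.292 and 0.150 reaching it. Seminal vesicle RNA, high in 2 libraries of each line at 30 weeks, was not separated from genotype here. Without the genes of the skeletal muscle and seminal vesicle lists r was 0.525 and 0.820, which does not remove other genes of those tissues.

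Of the genes that the paper's text or Fig. 6E and F name, Gldc, Bcl2, Trp63, Hif3a, Sox11 and Sema5a were higher here in both lines at 30 weeks, and they may follow seminal vesicle RNA. Within the 6 groups of the 18 libraries, the median r with the seminal vesicle share over the 6 genes was 0.785 (permutation p = 0.0261), and 1 of the 6, Sema5a, had an adjusted p under 0.05. Across the 9 libraries at 10 weeks the median r was 0.798, but r was 0.106 for Gldc (permutation p = 0.785) and 0.393 for Trp63 (permutation p = 0.296), so these 2 genes did not follow it there. Hif3a in KO at 30 weeks did not follow it either, with a log2 fold change of 1.30, of 1.11 without 5AF and of 1.68 with the seminal vesicle score as covariate. Sema5a changed by 0.97 in KO and 1.10 in A537T (log2 fold changes), and with the seminal vesicle score as covariate by -0.03 and 0.35. An effect of genotype on these genes stays open.

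Prlr was lower at 30 weeks, with 3614 ± 229 normalized counts (SD, n = 3) in KO against 5928 ± 28.3 in WT and 3509 ± 315 in A537T against 5676 ± 36.7, log2 fold changes of -0.72 (adjusted p = 0.190 from limma) and -0.70 (adjusted p = 0.153 from limma). All 3 libraries of each line were lower, 5AF and 8AF included. Within groups r with the seminal vesicle share was 0.479, the opposite of what a fall with seminal vesicle RNA needs, which argues against it. Its slope on Tgm4 within groups gives a change of -0.00836, against -0.74 observed, and among the WT libraries at 30 weeks Prlr differed 1.01-fold where Tgm4 differed 1383-fold. A different mix of prostate lobes still cannot be told apart from genotype, because only Tgm4 was used to follow the lobes and its relation to Prlr within groups did not pass the threshold (r = 0.443, permutation p = 0.104, adjusted p = 0.116 over 10 relations). Tgm4 and 9530053A07Rik together ranged from 0.00111 to 5.93% of counts among the WT libraries at 30 weeks, and shuffled libraries separated the 6 groups as well (permutation test, p = 0.545), so other lobes taken with some samples may be the source of that spread. A difference in Prlr by genotype stays open.

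The remaining list tests did not pass an adjusted p under 0.05 with limma's fry. At 10 weeks the medians in KO and A537T were 0.01 and -0.02 for mitochondrial rRNAs, -0.14 and 0.06 for interferon response, 0.11 and 0.07 for MHC class II, -0.06 and 0.09 for angiogenesis, 0.28 in KO for morphogenesis, -6.23 and -1.66 for skeletal muscle, 4.82 and -1.70 for seminal vesicle, -0.08 and 0.74 for plasma and B cells, 0.85 and 0.91 for smooth muscle and -0.87 and 0.46 for adipocytes. At 30 weeks they were -0.27 and -0.02 for mitochondrial rRNAs, 0.02 and -0.02 for oxidative stress, 0.04 and -0.05 for cell adhesion, 0.08 and 0.15 for morphogenesis, 0.16 and -0.84 for skeletal muscle, 5.98 and 6.48 for seminal vesicle, 0.07 in KO for plasma and B cells, 0.34 and 0.22 for smooth muscle and 2.03 and 1.24 for adipocytes. Single libraries moved some of these medians. In KO, that of seminal vesicle at 10 weeks ran from 1.63 without 12AF to 7.02 without 11AF. The adipocyte median in KO at 30 weeks fell to 0.41 without 1AF. Among lists added after the data were seen, T cell and lymph node genes had medians of 0.05 and 1.01 at 10 weeks and of 0.28 in KO at 30 weeks. Of 12 such genes only 3 could be tested in A537T at 10 weeks. All 3 were higher, all 3 libraries lay above every WT library, and the unadjusted p was 0.000779 from limma's fry, outside the 64 tests. With the skeletal muscle score as covariate the median was 0.67, with 2 of 3 genes higher (unadjusted p = 0.0229 from limma's fry). The other added list, Tgm4 and 9530053A07Rik, had medians of 5.09 and 5.15 at 10 weeks and -0.84 and -1.58 at 30 weeks.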
